# Myeloid DRP1 deficiency limits revascularization in ischemic muscles via inflammatory macrophage polarization and metabolic reprogramming

**DOI:** 10.1172/jci.insight.177334

**Published:** 2025-01-09

**Authors:** Shikha Yadav, Vijay C. Ganta, Sudhahar Varadarajan, Vy Ong, Yang Shi, Archita Das, Dipankar Ash, Sheela Nagarkoti, Malgorzata McMenamin, Stephanie Kelley, Tohru Fukai, Masuko Ushio-Fukai

**Keywords:** Angiogenesis, Inflammation, Macrophages

## Abstract

Macrophages play a crucial role in promoting perfusion recovery and revascularization after ischemia through antiinflammatory polarization, a process essential for the treatment of peripheral artery disease (PAD). Mitochondrial dynamics, particularly regulated by the fission protein DRP1, are closely linked to macrophage metabolism and inflammation. However, the role of DRP1 in reparative neovascularization remains unexplored. Here, we show that DRP1 expression was increased in F4/80^+^ macrophages within ischemic muscle on day 3 after hind limb ischemia (HLI), an animal model of PAD. Mice lacking *Drp1* in myeloid cells exhibited impaired limb perfusion recovery, angiogenesis, and muscle regeneration after HLI. These effects were associated with increased proinflammatory M1-like macrophages, p-NF-κB, and TNF-α, and reduced antiinflammatory M2-like macrophages and p-AMPK in ischemic muscle of myeloid *Drp1*^–/–^ mice. In vitro, *Drp1*-deficient macrophages under hypoxia serum starvation (HSS), an in vitro PAD model, demonstrated enhanced glycolysis via reducing p-AMPK as well as mitochondrial dysfunction, and excessive mitochondrial ROS production, resulting in increased proinflammatory M1-gene and reduced antiinflammatory M2-gene expression. Conditioned media from HSS-treated *Drp1*^–/–^ macrophages exhibited increased proinflammatory cytokine secretion, leading to suppressed angiogenesis in endothelial cells. Thus, macrophage DRP1 deficiency under ischemia drives proinflammatory metabolic reprogramming and macrophage polarization, limiting revascularization in experimental PAD.

## Abstract 2

Drp1 deficiency in macrophages under ischemia drives pro-inflammatory macrophage polarization and metabolic reprogramming via suppressing p-AMPK and inducing excess mitochondrial ROS, which limits reparative neovascularization.

## Introduction

Peripheral artery disease (PAD) poses a substantial burden of morbidity and mortality due to tissue damage resulting from acute and chronic occlusive ischemia (1, 2). Angiogenesis is the formation of new blood vessels from pre-existing ones, which requires endothelial cells (ECs) to proliferate, migrate, and differentiate to form new vascular structures and is indispensable for restoring limb perfusion of PAD (3). Therapeutic angiogenesis has faced multiple disappointments, with clinical trials failing to demonstrate a difference in primary endpoint effects (4). Macrophages play an important role in restoring perfusion recovery and revascularization following ischemia via antiinflammatory polarization and producing angiogenic factors, which is required for treatment of PAD (5–9). In the early phases of the response to ischemic injury, a hypoxic and proinflammatory environment attracts proinflammatory M1-type macrophages characterized by enhanced aerobic glycolytic metabolism. Subsequently, a metabolic transition occurs, shifting macrophage phenotypes toward antiinflammatory M2-type macrophages with increased oxidative phosphorylation in mitochondria, thus promoting reparative angiogenesis and neovascularization (10–13). Macrophage phenotype transition is a complex process influenced by tissue-specific and stimulus-specific differentiation, activation, and maturation programs (14). Defects in normal macrophage metabolism and polarization can lead to unresolved tissue injury, and exacerbation of tissue damage and impaired healing processes (10, 11). The critical process of macrophage metabolic reprogramming for tissue repair is in part dependent on mitochondrial metabolism and dynamics (15); however, the underlying mechanisms in the context of ischemia-induced neovascularization are poorly understood.

Mitochondria are highly dynamic organelles that orchestrate metabolic and immune adaptations in response to ischemia. Prolonged ischemia can compromise cellular bioenergetics due to mitochondrial dysfunction (16). Mitochondrial dynamics, continuously adapting to extracellular stimuli, are tightly regulated by mitochondrial fission proteins, including dynamin-related GTPase DRP1 and mitochondrial fission factor 1 (MFF1), and mitochondrial fusion proteins, including mitofusins (MFN1and MFN2) and ortic atrophy1 (OPA1). Recent reports suggest the role of mitochondrial dynamics in regulating mitochondrial reactive oxygen species (mitoROS) levels, calcium homeostasis, and oxidative phosphorylation (17). Altered mitochondrial dynamics in macrophages are a universal response to a variety of inflammatory stimuli. In a context-dependent fashion, DRP1 plays a role in regulating pro- or antiinflammatory macrophage phenotypes (18–22). It has been shown that the inhibition of DRP1 using Mdivi-1 or *Drp1* siRNA transfection leads to a reduction in glycolysis, ROS production, and NF-κB–dependent proinflammatory M1 macrophage polarization when stimulated with lipopolysaccharide (LPS) (20). By contrast, DRP1 deficiency exacerbates LPS-induced systemic inflammation and liver injury in an in vivo murine model (19). However, the role of macrophage DRP1 in reparative neovascularization during ischemia in an experimental PAD has not been reported.

In the present study using myeloid-specific *Drp1*-knockout (*M*ɸ*Drp1*^KO^) mice with hindlimb ischemia (HLI), an animal model of PAD, we provide evidence that *M*ɸ*Drp1*^KO^ mice exhibit impaired blood flow recovery, neovascularization, and muscle regeneration in response to HLI. This was associated with increased proinflammatory M1-like macrophage polarization, p-NF-κB, and TNF-α, and decreased antiinflammatory M2-like macrophage polarization and phosphorylation of AMP-activated protein kinase (p-AMPK) in ischemic muscle. In vitro studies using bone marrow–derived macrophages (BMDMs) from wild-type (WT) and *M*ɸ*Drp1*^KO^ mice exposed to hypoxia serum starvation (HSS) showed that *Drp1*^KO^ BMDMs under HSS had enhanced glycolysis via reducing p-AMPK. These cells also exhibited a decreased mitochondrial oxygen consumption rate (OCR) and excessive mitoROS production, which in turn increased M1-genes and decreased M2-genes, and impaired angiogenic responses in cultured ECs. Our study revealed macrophage DRP1 as a positive regulator and therapeutic target for promoting reparative neovascularization by enhancing antiinflammatory macrophage polarization and metabolic reprogramming under ischemia.

## Results

### Myeloid DRP1 deficiency impairs reparative neovascularization via inhibiting angiogenesis and arteriogenesis in response to HLI.

To assess the role of DRP1 in reparative neovascularization, we used the mouse HLI model that induces ischemia by femoral artery ligation and excision (23). Immunofluorescence (IF) analysis revealed that DRP1 was highly expressed in F4/80^+^ macrophages in ischemic muscles versus non-ischemic muscles on day 3 after HLI (Figure 1A). To determine the role of macrophage DRP1 in post-ischemic neovascularization, we generated *M*ɸ*Drp1*^KO^ mice by crossing homozygous *Drp1^fl/fl^* mice with mice expressing Cre recombinase under control of the lysozyme M promoter (*LysM*-Cre^+/–^) (Figure 1B). Selective deletion of DRP1 in macrophages was confirmed by protein analysis in BMDMs and peritoneal macrophages, but not in the lungs or hearts isolated from *M*ɸ*Drp1*^KO^ and WT mice (Figure 1C). Using laser speckle contrast perfusion imaging, we found no difference in blood flow recovery following HLI between *LysM*-Cre^+/–^ *Drp1^+/+^* WT and *LysM*-Cre^–/–^ *Drp1^fl/fl^* WT mice. In contrast, *M*ɸ*Drp1*^KO^ mice exhibited a reduction in blood flow recovery by day 21 after HLI compared with both WT groups (Figure 1D). Immunohistochemical analysis revealed that *M*ɸ*Drp1*^KO^ mice had fewer CD31-positive capillary-like ECs (Figure 1E) and α-smooth muscle actin–positive (αSMA-positive) arterioles (Figure 1F) in the ischemic gastrocnemius (GC) muscles compared with WT mice. However, there were no differences in CD31-positive ECs or αSMA-positive arterioles between the *LysM*-Cre^+/–^ *Drp1^+/+^* and *LysM*-Cre^–/–^ *Drp1^fl/fl^* WT groups (Supplemental Figure 1, A and B; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.177334DS1). H&E staining showed that the increase in collateral lumen and wall area in semimembranous muscle induced by HLI was reduced in *M*ɸ*Drp1*^KO^ mice (Figure 1G). This was associated with increased necrotic myofibers and delayed muscle regeneration in ischemic muscles of *M*ɸ*Drp1*^KO^ mice versus WT mice (Figure 1H). Thus, macrophage DRP1 is required for restoring limb perfusion and promoting neovascularization by enhancing angiogenesis, arteriogenesis, tissue repair, and protection against necrosis in ischemic muscles following HLI.

### Myeloid DRP1 deficiency increases proinflammatory M1-like macrophages and decreases antiinflammatory M2-like macrophages without affecting the recruitment of Ly6C^hi^ monocytes in ischemic muscles.

Macrophages are required for revascularization during HLI (5–9). To determine whether myeloid DRP1 regulates macrophage accumulation and polarization in ischemic hind limbs (Figure 2A), we performed IF analysis. We observed an increase in F4/80^+^ macrophages in the ischemic muscles of WT mice on days 3 and 7 after HLI, which was reduced in *M*ɸ*Drp1*^KO^ mice (Supplemental Figure 2A). These findings were further confirmed by flow cytometry analysis, showing a reduction in CD45^+^CD11b^+^Ly6G^–^Ly6C^lo^ monocyte–derived F4/80^+^CD64^+^ macrophages isolated from the ischemic muscles of WT (*LysM*-Cre^+/–^ or *Drp1^fl/fl^*) and *M*ɸ*Drp1*^KO^ mice on days 3 and 7 after HLI (Figure 2B).

We next examined the polarization of F4/80^+^ macrophages into CD80^+^ proinflammatory M1-like macrophages and CD206^+^ antiinflammatory M2-like macrophages in ischemic muscles. The IF analysis demonstrated an increase in CD206^+^ M2-like macrophages and CD80^+^ M1-like macrophages in ischemic muscles of WT mice on days 3 and 7 after HLI. However, in *M*ɸ*Drp1*^KO^ mice, the number of CD206^+^ M2-like macrophages was reduced at both time points (Supplemental Figure 2B), while the number of CD80^+^ M1-like macrophages showed an increase on day 7 compared with WT mice (Supplemental Figure 2C). Colocalization analysis with F4/80^+^ cells revealed a decrease in F4/80^+^CD206^+^ M2-like macrophages in *M*ɸ*Drp1*^KO^ mice on days 3 and day 7 after HLI (Figure 2C). In contrast, F4/80^+^CD80^+^ M1-like macrophages were elevated in *M*ɸ*Drp1*^KO^ mice on day 7 after HLI compared with WT controls (Figure 2D). These findings were further confirmed by flow cytometry, which showed altered proportions of F4/80^+^CD64^+^CD206^+^ M2-like macrophages and F4/80^+^CD64^+^CD80^+^ M1-like macrophages in the ischemic muscles on days 3 and 7 after HLI (Figure 2, E and F), according to the gating strategy illustrated in Supplemental Figure 3. Notably, Ly6C^hi^-derived F4/80^+^CD64^+^ mature macrophages were negligible, with no detectable M1- and M2-like macrophages at these points. These results suggest that F4/80^+^CD64^+^ total macrophages originate from infiltrating CD45^+^CD11b^+^Ly6G^–^Ly6C^lo^ monocytes.

We next examined whether myeloid DRP1 deficiency–induced decrease in F4/80^+^ macrophages in ischemic muscles was due to a decrease in immune cell mobilization from the BM or their recruitment/infiltration or macrophage differentiation. To characterize the immune cells, we performed flow cytometry analysis in BM, peripheral blood, and ischemic muscle after HLI (gating strategy and antibody panel are shown in Supplemental Figure 3 and Table 2). We found that the numbers of Ly6G^+^ neutrophils and Ly6C^hi^ monocytes in BM (Supplemental Figure 4A) and peripheral blood (Supplemental Figure 4B) were similar between WT and *M*ɸ*Drp1*^KO^ mice on days 3 and 7 after HLI. Supplemental Figure 4C shows that, in ischemic muscles, the numbers of Ly6G^+^ neutrophils were increased in *M*ɸ*Drp1*^KO^ mice versus WT mice, while those of Ly6C^hi^ monocytes were similar between *M*ɸ*Drp1*^KO^ mice and WT mice on day 3 after HLI (Supplemental Figure 4C). Then, both Ly6G^+^ neutrophils and Ly6C^hi^ monocytes were reduced by day 7. These findings suggest that loss of myeloid DRP1 limits the polarization of antiinflammatory M2-like macrophages, which originate from CD45^+^CD11b^+^Ly6G^–^Ly6C^lo^ monocytes, as well as the differentiation of Ly6C^hi^ monocytes into mature F4/80^+^CD64^+^ macrophages. Importantly, this occurs without affecting the release of monocytes from the BM or their recruitment to the ischemic muscle. This in turn impairs ischemia-induced revascularization during HLI.

### Myeloid DRP1 deficiency increases proinflammatory genes and signaling and decreases antiinflammatory genes and signaling in ischemic muscle.

To confirm further the role of myeloid DRP1 in regulating macrophage polarization during HLI, we isolated F4/80^+^ macrophages from ischemic muscle on day 3 after HLI and found that proinflammatory M1-marker genes, including *Nos2*, *Ptgs2*, and *Il1b*, were upregulated. By contrast, antiinflammatory M2-marker genes, including *Arg1* and *Retnla*, were downregulated in *M*ɸ*Drp1*^KO^ mice compared with WT mice (Figures 3A). This was associated with a decrease in proangiogenic growth factor genes such as *Vegf* and *Tgfb* in macrophages isolated from ischemic muscles of *M*ɸ*Drp1*^KO^ mice versus WT mice (Figure 3A). Previous studies showed that proinflammatory NF-κB signaling and antiinflammatory AMPK signaling contribute to macrophage polarization toward M1 and M2 phenotypes, respectively (24–27). We found that expression of p-NF-κB, but not total NF-κB protein, was increased in ischemic muscles on day 3 after HLI of *M*ɸ*Drp1*^KO^ mice versus WT mice, which was associated with increased expression of proinflammatory TNF-α (Figure 3B). In contrast, expression of p-AMPK, but not total AMPK protein, was reduced in ischemic tissues on day 3 after HLI of *M*ɸ*Drp1*^KO^ mice versus WT mice (Figure 3C). Taken together, these results suggest that myeloid DRP1 deficiency enhanced the proinflammatory genes and p-NF-κB–mediated M1-like macrophage axis, while it decreased antiinflammatory genes and p-AMPK signaling associated with M2-like macrophage polarization in ischemic muscles. This imbalance resulted in impaired reparative neovascularization following HLI.

### Drp1^KO^ BMDMs under HSS exhibit mitochondrial hyperfusion, which is associated with enhanced M1 macrophage polarization and reduced M2 macrophage polarization.

To explore the mechanisms by which DRP1 deficiency regulates macrophage polarization during ischemia, we performed in vitro studies using BMDMs isolated from WT and *M*ɸ*Drp1*^KO^ mice, subjected to HSS as an in vitro model for PAD (Figure 4A), as previously described (28, 29). MitoTracker Green staining revealed that WT BMDMs under HSS induced mitochondrial fission, peaking at 1 to 2 hours and returning to baseline levels by 8 hours (data not shown) (Supplemental Figure 5A). However, HSS did not alter p-Ser616-DRP1, p-Ser637-DRP1, DRP1 protein levels, or the expression of the mitochondrial fission protein MFF1 or fusion proteins MFN1 and OPA1 in BMDMs (Supplemental Figure 5B). In contrast, *Drp1*^KO^ BMDMs exhibited mitochondrial fusion 2 hours after HSS stimulation (Figure 4B). Electron microscopy further confirmed an increase in mitochondrial length and volume in *Drp1*^KO^ BMDMs following HSS stimulation compared with WT BMDMs (Supplemental Figure 5C).

We next investigated the role of DRP1 in macrophage polarization using BMDMs under in vitro HSS. Consistent with the in vivo HLI model, BMDM exposure to HSS increased M1 marker gene *Nos2* and decreased M2 marker gene *Retnla* in a time-dependent manner (Supplemental Figure 6A). *Drp1*^KO^ BMDMs with HSS exhibited enhanced M1-marker genes (*Nos2* and *Ptgs2*) and further decreased M2-marker genes (*Arg1* and *Retnla*) compared with *LysM-*Cre or *Drp1^fl/fl^* (WT) BMDMs with HSS (Supplemental Figure 6B). These findings suggest that loss of DRP1 in macrophages under HSS promotes proinflammatory macrophage polarization and reduces antiinflammatory macrophage polarization in vitro. Given that we observed a reduction in the total number of F4/80^+^ macrophages in ischemic muscles of *M*ɸ*Drp1*^KO^ mice, we further investigated whether DRP1 deficiency affects macrophage proliferation or cell death under HSS in vitro. There was no difference in cell death, as determined by the CCK-8 assay, or in cell proliferation, assessed using the BrdU assay, between WT and *Drp1*^KO^ BMDMs under HSS (Supplemental Figure 6, C and D).

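BMDMs are macrophages grown from bone marrow, and hypoxia with serum starvation (HSS) is the paper's culture model of ischemia. BMDMs were differentiated for 7 days and exposed to HSS for 8 hours, and poly(A) RNA was sequenced with paired-end reads in 3 WT and 3 *Drp1* KO libraries. The authors quantified the reads with kallisto and deposited, for each library, an estimated count and a TPM value for each of 116873 transcripts. The estimated counts summed to 24269850, 26211835 and 28650715 in WT libraries 1 to 3, with a median of 26211835. They summed to 23389488, 32231206 and 32153112 in *Drp1* KO libraries 1 to 3, with a median of 32153112. By identifier, 99.4% of the transcripts matched a gene of the GRCm39 annotation, and at most 0.575% of a library's counts lay on transcripts that did not. The estimated counts of each gene's transcripts were added and rounded to whole numbers. Genes with at least 10 counts over the 6 libraries were kept, which is the paper's filter, and the 18506 genes left were tested with edgeR's quasi-likelihood test after TMM normalization. Levels are given as CPM, counts scaled to normalized library size, with the SD over 3 libraries, log2 fold changes are *Drp1* KO relative to WT, and adjusted p-values are from that test with Benjamini-Hochberg adjustment. The floor of 3 counts lies between 0.0917 and 0.136 CPM in these libraries and covers counting error only. For a single gene, 3 libraries against 3 cannot give an exact two-sided permutation p below 0.1.
The targeted gene, *Dnm1l* (ENSMUSG00000022789), lies on chromosome 16 of GRCm39 from 16128677 to 16176904. Its level was 72.6 ± 2.61 CPM in WT BMDMs and 61.9 ± 3.91 CPM in *Drp1* KO BMDMs (SD, n = 3 each), a log2 fold change of -0.23 (standard error 0.092, adjusted p = 0.248, edgeR). Every library labelled *Drp1* KO had a lower level than every WT library (exact permutation test, two-sided p = 0.1, the smallest possible). The fold change stayed between -0.28 and -0.20 with each library left out in turn. With libraries of the same number treated as pairs and each library corrected for GC content, it was -0.34 (adjusted p = 0.0152, edgeR). Over the 18 other settings tried the adjusted p lay between 0.0152 and 0.519. Neither the paper nor the labels state that the libraries are paired, and their correlations cannot settle it for libraries 2 and 3. The counts do not show which exons the reads came from. All 6 libraries held RNA of the Y-linked gene *Ddx3y*, at 148 ± 6.89 CPM in WT and 134 ± 4.70 CPM in *Drp1* KO BMDMs (SD, n = 3 each).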

To further explore whether DRP1 promotes the expression of typical M2-like macrophage markers, we performed bulk RNA sequencing (RNA-seq) on BMDMs isolated from *M*ɸ*Drp1*^KO^ and *LysM-*Cre^+/–^ *Drp1*^+/+^ (WT) mice following 8 hours of HSS stimulation (Supplemental Figure 7). The volcano plot revealed 2,325 differentially expressed genes, with 1,208 upregulated and 1,117 downregulated in *Drp1*^KO^ BMDMs compared with WT (Supplemental Figure 7A). 

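With the paper's criteria, a fold change over 1.25 and an unadjusted p under 0.05, edgeR's test called 2345 of the 18506 genes, of which 1331 were higher and 1014 lower in *Drp1* KO BMDMs. DESeq2's Wald test called 2173 genes, 1177 higher and 996 lower, and 2092 genes were called by both tools. A log2 fold change over 1.25 in place of a fold change over 1.25 moved the count most, to 465 genes. In simulated counts of 18149 genes, the same criteria called 707 genes that had not been changed, 3.94% of them. The simulated genes were drawn independently, without a difference between libraries 1 and the rest, so 707 is not an estimate of the false calls here. Other splits of the 6 real libraries gave 161 to 1591 genes past the same criteria. The number of genes with adjusted p under 0.05 was 621, of which 424 were higher and 197 lower. With libraries of the same number treated as pairs it was 2212, and each of the 621 was among them. Without WT library 2, the number was 181, without WT library 3 it was 217, without *Drp1* KO library 2 it was 268 and without *Drp1* KO library 3 it was 348. None of the 621 genes overlapped between the groups, and among all genes tested the groups did not overlap for 21.9%, where chance gives 10%.
Among genes with a mean of at least 1 CPM, those with the smallest p that were higher in *Drp1* KO BMDMs were *Lars2*, *Usp18*, *Ifi213*, *Rtp4* and *Ly6a*. *Usp18* (ENSMUSG00000030107, chromosome 6, 121222848 to 121247877) rose from 5.59 ± 1.49 CPM to 49.8 ± 8.48 CPM (SD, n = 3 each), a log2 fold change of 3.16 (standard error 0.207, adjusted p = 0.000197, edgeR). *Ly6a* (ENSMUSG00000075602, chromosome 15, 74863840 to 74869880) rose from 0.188 ± 0.102 CPM to 5.75 ± 0.884 CPM, a log2 fold change of 4.90 (standard error 0.347). *Lars2* (ENSMUSG00000035202, chromosome 9, 123195952 to 123291731) was listed at 165 ± 2.58 CPM and 1620 ± 513 CPM, but its 6 transcripts without a repeated stretch of the last exon were at 2.22 ± 0.585 CPM in WT and 2.12 ± 0.559 CPM in *Drp1* KO BMDMs. The genes with the smallest p that were lower were *Adam19*, *F13a1*, *Galnt10*, *Fam221b* and *Slc9a9*. *F13a1* (ENSMUSG00000039109, chromosome 13, 37051152 to 37234277) fell from 72.2 ± 7.15 CPM to 25.4 ± 2.43 CPM, a log2 fold change of -1.51 (standard error 0.116, adjusted p = 0.000276, edgeR). The log2 fold changes of *Adam19*, *Galnt10*, *Fam221b* and *Slc9a9* were -1.69, -1.20, -1.35 and -0.96. All 10 genes kept an adjusted p under 0.05 under each of the 18 other settings tried.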

Notably, similar to the gene expression profile observed in macrophages isolated from ischemic muscle, WT BMDMs exhibited a coordinated upregulation of M2-associated and proangiogenic genes, while *Drp1*^KO^ BMDMs showed increased expression of M1-associated genes and decreased proangiogenic gene expression (Supplemental Figure 7B). 

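The 34 genes of the heat maps were tested one by one. The study chose them, perhaps on these libraries, so neither the counts over all genes nor those over a list alone are independent evidence. All 11 M1 genes were higher in *Drp1* KO BMDMs, with a median log2 fold change of 0.85. Of these, 3 had an adjusted p under 0.05 over all genes tested (edgeR), and 6 did when adjusted over the list alone. *Rsad2* (chromosome 12, 26492745 to 26506451) rose from 86.4 ± 20.9 CPM to 361 ± 77.7 CPM (SD, n = 3 each), a log2 fold change of 2.06 (standard error 0.205, adjusted p = 0.000624, edgeR). *Ccl5* (chromosome 11, 83416602 to 83425942) rose from 2.60 ± 0.822 CPM to 6.40 ± 0.920 CPM. Treating libraries of the same number as pairs brought the count to 7, with *Gbp5*, *Lcn2*, *Nfkbiz* and *Cxcl10* added, and leaving out *Drp1* KO library 1 brought it to 5. *Nos2* had a log2 fold change of 0.30 (standard error 0.296) that turned to -0.20 without *Drp1* KO library 1. *Tnf* differed by 0.14 on the log2 scale (standard error 0.151).
Of the 8 M2 genes, 6 were lower and 2, *Il4i1* and *Tgm2*, were higher by 0.10 and 0.06 on the log2 scale (standard errors 0.265 and 0.204). Without WT library 3 these became -0.018 and -0.048, and without *Drp1* KO library 1 that of *Tgm2* became -0.26. *Myc*, lower by 0.11, rose by 0.05 without WT library 1 and by 0.14 without *Drp1* KO library 3. The median log2 fold change was -0.53. Over all genes tested, 1 passed, *Mrc1* (chromosome 2, 14234151 to 14336926), which encodes CD206 and fell from 1490 ± 65.7 CPM to 1115 ± 34.3 CPM, a log2 fold change of -0.42 (standard error 0.0937, adjusted p = 0.0407, edgeR). It no longer passed with length-scaled counts, with a correction for gene length, or without any one of WT libraries 1, 2 and 3 or *Drp1* KO libraries 2 and 3, so that the count was then 0. Adjusted over the list alone, 3 passed. With the paired fit, the counts were 3, with *Egr2* and *Mgl2* added, and 5 over the list alone. *Mgl2* had 39 counts over the 3 WT libraries and 8 over the 3 *Drp1* KO libraries. *Arg1*, at 1.91 ± 0.523 CPM and 1.24 ± 0.364 CPM, had a log2 fold change of -0.64 (standard error 0.319, adjusted p = 0.364, edgeR).
All 15 angiogenesis genes were lower in *Drp1* KO BMDMs, with a median log2 fold change of -0.48. Over all genes tested, 6 passed, *Mmp25*, *Mmp9*, *Angptl4*, *Adam17*, *Igfbp4* and *Igf1*, and adjusted over the list alone 9 did. *Mmp25* (chromosome 17, 23847285 to 23864251) fell from 4.27 ± 1.01 CPM to 1.07 ± 0.0660 CPM, a log2 fold change of -1.99 (standard error 0.251, adjusted p = 0.00229, edgeR). *Igf1* (chromosome 10, 87693642 to 87772904) fell from 1023 ± 18.9 CPM to 713 ± 78.9 CPM, a log2 fold change of -0.52 (standard error 0.106). The count of 6 became 2 with length-scaled counts, 2 without WT library 2, 2 without WT library 3, 1 without *Drp1* KO library 2 and 3 without *Drp1* KO library 3. Other settings added genes of the list. *Jag1* (adjusted p = 0.104, edgeR) passed under 5 of the 18 other settings, and *Map2k2* (0.313) under 1. *Fgf1* had at most 17 counts in a WT library and at most 4 in a *Drp1* KO library. *Jag2*, at -0.15, rose by 0.21 without *Drp1* KO library 1.

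**Figure D1:**
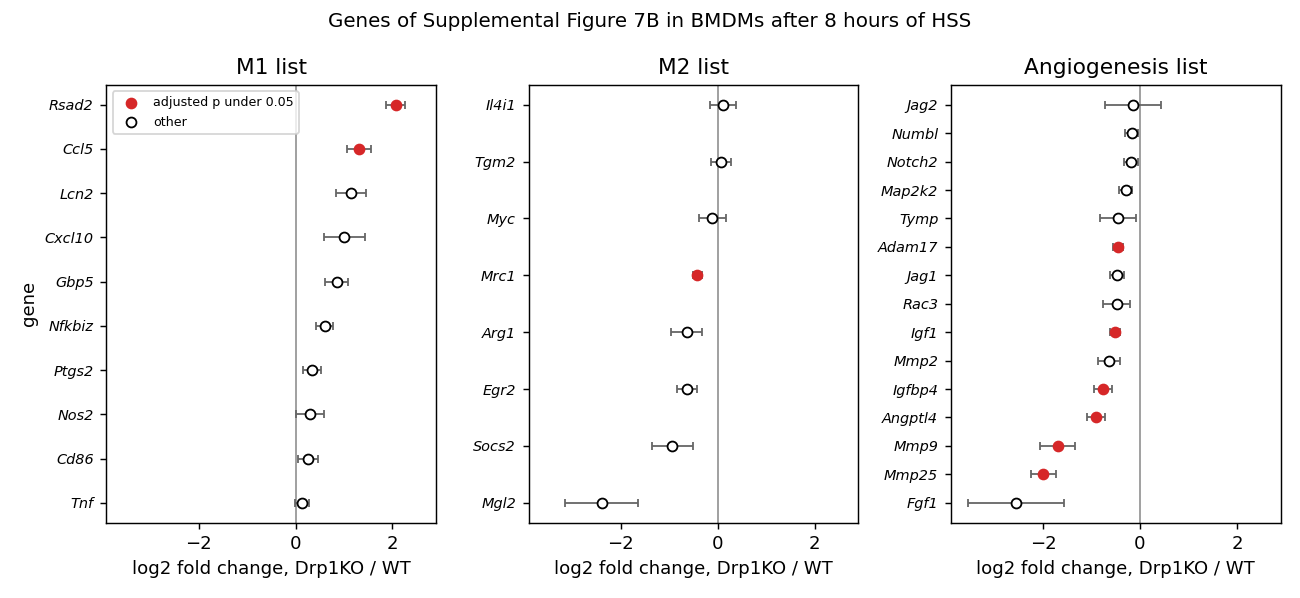
Log2 fold change (*Drp1* KO relative to WT, horizontal axis) of genes of the M1 (10 of 11 shown), M2 and angiogenesis heat maps, with bars for the standard error from edgeR's fit of 3 libraries per group and filled red points for an adjusted p under 0.05 over all genes tested. The M1 genes shown lie above 0, the 15 angiogenesis genes lie below 0, and 2 of the 8 M2 genes lie above 0.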

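In place of GO and KEGG terms, which were not used here, 17 gene sets written down before the data were examined were tested with limma's camera on log2 CPM, at a preset correlation between genes of 0.01. Of these, 7 had an adjusted p under 0.05, with libraries of the same number treated as pairs as well as without. The M2 list moved down (median log2 fold change -0.53, 6 of 8 genes lower, adjusted p = 0.0106), as did the angiogenesis list (-0.48, 15 of 15 lower, adjusted p = 1.47e-08). The M1 list moved up (0.85, 11 of 11 higher, adjusted p = 1.21e-05). These lists are the study's own, so their p-values are not independent evidence if the genes were chosen on these libraries. A list of 39 interferon-stimulated genes had a median log2 fold change of 1.91, with 39 of 39 higher in *Drp1* KO BMDMs (adjusted p = 1.96e-39) and 34 with an adjusted p under 0.05 one by one (edgeR). Integrated stress response genes moved up (0.64, 13 of 14 higher, adjusted p = 0.000107), as did neutrophil markers (0.86, 9 of 11 higher, adjusted p = 0.0284). The last of the 7 was a list of glycolysis genes. The number of sets past the threshold was 11 without WT library 2 and 11 with no filter beyond 1 count, and 5 with edgeR's filterByExpr, which lost the M2 list (adjusted p = 0.0560) and the neutrophil markers (0.0635). The call of the M2 list was lost without WT library 1 (adjusted p = 0.0898) and without *Drp1* KO library 3 (0.0540), and its adjusted p lay between 0.000803 and 0.380 over the 20 other settings tried. That of the neutrophil markers was lost without the same libraries (0.0540 and 0.0736), with a range from 0.00053 to 0.341. Under limma's fry, 2 of the 7 calls held, those of the interferon-stimulated genes and the angiogenesis list (adjusted p = 0.0120 each), and with a correlation estimated from the 6 libraries none did, where 2 sets had an unadjusted p under 0.05. A list of 23 NF-κB target genes did not pass (median 0.09, 14 higher, camera, adjusted p = 0.938), and its median was -0.12 without WT library 3 and -0.16 without *Drp1* KO library 1.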

Gene Ontology (GO) (Supplemental Figure 7C) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway (Supplemental Figure 7D) enrichment analyses confirmed that pathways associated with an M2-like phenotype were more active in WT BMDMs. The identified GO and KEGG pathways included genes involved in transcription, translation, cell activation, energy metabolism, intracellular transport, cell-cell interactions, and growth factors and cytokines linked to angiogenesis and muscle regeneration during ischemia (11, 30). These findings suggest that the loss of myeloid DRP1 impairs reparative M2 macrophage polarization under ischemic conditions.

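Sets for translation and energy metabolism were tested as well. The 83 ribosomal protein genes had a median log2 fold change of -0.08, from -0.145 to -0.015 with a library left out. The 89 nuclear genes of oxidative phosphorylation had -0.05, from -0.174 to -0.011. Neither set passed (camera, adjusted p = 0.0602 and 0.0713). Both passed without WT library 2 (0.0150 and 0.0264) and without *Drp1* KO library 1 (0.000361 and 0.00104), and the second also without WT library 3 (0.0396). Both also passed with library size only (0.0433 each) and with no filter beyond 1 count (0.0448 and 0.0491), and the first with length-scaled counts (0.0469). Over the 20 other settings tried, their adjusted p reached 0.819 and 0.673. The 13 mitochondrially encoded mRNAs had a median of -0.46 (adjusted p = 0.0602), from -0.71 to -0.23 with a library left out. They passed with a correction for GC content (adjusted p = 0.00202) and with that correction in the paired fit (0.0112). They also passed with no filter beyond 1 count (0.0448) and without WT library 1 (2.49e-08), with a range up to 0.664. The 39 proteasome subunits had a median of 0.06 (adjusted p = 0.0815), from 0.022 to 0.114 with a library left out. They passed without WT library 1 (0.00382) and without *Drp1* KO library 3 (0.0152), with a range up to 0.664. The 20 glycolysis genes moved down (median -0.15, from -0.230 to -0.095 with a library left out, 16 lower, adjusted p = 0.0106). Their call was lost with the correction for GC content (adjusted p = 0.0766) and without WT library 1 (0.181), *Drp1* KO library 2 (0.106) or *Drp1* KO library 3 (0.0503), with a range from 0.000602 to 0.652. A one-sided Fisher's exact test looked for an excess of genes past the paper's criteria. It was chosen after the data were seen, because the paper's own enrichment starts from called genes. It gave 29 of the 83 ribosomal protein genes, 9 higher and 20 lower, against 12.7% of all genes tested (adjusted p = 1.3e-06). Under fry the ribosomal protein genes did not pass (adjusted p = 0.555). Fisher's test treats genes as independent, while the estimated correlation was 0.332 among the ribosomal protein genes and 0.692 among the integrated stress response genes. It gave 10 of 14 integrated stress response genes, all higher (adjusted p = 3.66e-06), but 16 of 89 nuclear oxidative phosphorylation genes (adjusted p = 0.175) and 0 of 20 glycolysis genes (adjusted p = 1), of which 4 had an unadjusted p under 0.05.
Of 882 Reactome sets tested with camera, 13 moved up and 9 down in *Drp1* KO BMDMs at an adjusted p under 0.05. Interferon gamma signaling (80 genes, 54 higher, adjusted p = 3.55e-07) and Interferon Signaling (110 genes, 72 higher, adjusted p = 1.39e-06) came first. Sets that moved down included Collagen formation (57 genes, 17 higher, adjusted p = 0.0333) and Binding and Uptake of Ligands by Scavenger Receptors (33 genes, 7 higher, adjusted p = 0.0376). Also among them were Glycolysis (30 genes, 6 higher, adjusted p = 0.0483) and Glucose metabolism (69 genes, 24 higher, adjusted p = 0.0464). With libraries of the same number treated as pairs, the counts were 8 up and 0 down. The sets that moved up numbered 137, 5 and 4 without WT libraries 1, 2 and 3, and 5 and 97 without *Drp1* KO libraries 1 and 3. The sets that moved down numbered 15, 2 and 0 without WT libraries 1, 2 and 3, and 34, 0 and 20 without *Drp1* KO libraries 1, 2 and 3. Under fry 1 of the 882 sets passed, Synthesis of Leukotrienes LT and Eoxins EX (10 genes, 2 higher, adjusted p = 0.0272). Interferon gamma signaling and Interferon Signaling did not (adjusted p = 0.0535 each, fry). With an estimated correlation no set passed, where 15 had an unadjusted p under 0.05.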

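Beyond the heat maps, transcripts of several polarization and angiogenesis genes that the paper measures elsewhere were read in the same libraries. *Cd80* was at 9.25 ± 1.48 CPM in WT and 12.4 ± 1.90 CPM in *Drp1* KO BMDMs (SD, n = 3 each), a log2 fold change of 0.42 (standard error 0.167, adjusted p = 0.238, edgeR). In the paired fit its adjusted p was 0.0265, with a range up to 0.543 over the 18 other settings tried. *Il1b*, at 1.09 ± 0.309 CPM and 1.51 ± 0.875 CPM, had a log2 fold change of 0.49 (standard error 0.449, adjusted p = 0.676, edgeR). With a library left out, that of *Il1b* lay between 0.053 and 0.839. *Retnla* had 2 counts in the WT libraries and 0 in the *Drp1* KO libraries, so that no difference was detectable at this depth. *Vegfa* was at 519 ± 82.7 CPM and 488 ± 175 CPM, a log2 fold change of -0.09 (standard error 0.224), and it rose by 0.14 without *Drp1* KO library 3 and by 0.04 without WT library 1. *Tgfb1* was at 228 ± 9.91 CPM and 208 ± 30.4 CPM, with a log2 fold change of -0.13 (standard error 0.114) that was 0.09 with length-scaled counts. In *Drp1* KO BMDMs the paper found lower M2-associated and proangiogenic genes and higher M1-associated genes. From these and its GO and KEGG results, it proposes that myeloid DRP1 is needed for reparative M2 polarization under ischemia. The paper has other evidence too: fewer CD206+ macrophages in ischemic muscle, and lower *Arg1* and *Retnla* by qRT-PCR in muscle macrophages and BMDMs. It also reports that AICAR and Mito-TEMPO reversed the lower *Retnla* in *Drp1* KO BMDMs.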

### Drp1^KO^ BMDMs under HSS exhibit hyperglycolysis through reduced AMPK activation, leading to increased M1 macrophage and decreased M2 macrophage polarization.

Since proinflammatory macrophage polarization has been shown to undergo metabolic reprogramming from oxidative phosphorylation to aerobic glycolysis (12, 13), we measured the extracellular acidification rate (ECAR) using a Seahorse assay. Figure 4C shows that *Drp1*^KO^ versus WT BMDMs under HSS exhibited increased glycolysis and glycolytic capacity. To address the mechanism by which DRP1 deficiency in macrophages under HSS enhances glycolysis, we measured p-AMPK, which has been shown to promote antiinflammatory and proangiogenic M2-macrophage polarization via suppression of glycolysis (26, 27). In line with observations in ischemic tissue in vivo, we found a reduction in p-AMPK and its substrates, detected by antibodies targeting the p-AMPK substrate motif [LXRXX(pS/pT) in *Drp1*^KO^ BMDMs compared with WT BMDMs under HSS, but not under normoxia (Figure 4D and Supplemental Figure 8, B and C). To determine whether decreased AMPK activity contributes to enhanced glycolysis and proinflammatory macrophage polarization in *Drp1*^KO^ BMDMs under HSS, we performed rescue experiments using the AMPK activator 5-aminoimidazole-4-carboxiamide ribonucleotide (AICAR) (27, 31). We found that activating AMPK with AICAR, at a concentration that did not affect glycolysis in WT BMDMs under HSS, restored the reduced p-AMPK and its substrates while enhancing glycolytic activity in *Drp1*^KO^ BMDMs under HSS (Figure 4E and Supplemental Figure 8, B and C). Furthermore, this AMPK activation rescued the elevated expression of proinflammatory M1 genes *Nos2* and *Ptgs2* in *Drp1*^KO^ BMDMs under HSS, as compared with those observed in HSS-exposed WT BMDMs (Figure 4F). Notably, AICAR also rescued the reduced expression of genes associated with the antiinflammatory M2 phenotype in *Drp1*^KO^ BMDMs under HSS (Figure 4F). To address how DRP1 activates AMPK, we examined whether DRP1 regulates upstream AMPK kinases such as CAMKK and LKB1 in BMDMs exposed to HSS. We found a reduction in p-LKB1, but not in p-CAMKK, in HSS-stimulated *Drp1*^KO^ BMDMs compared with WT BMDMs (Supplemental Figure 8A). These findings suggest that DRP1 activates AMPK through LKB1 in macrophages under ischemic conditions.

### Drp1^KO^ BMDMs under HSS exhibit mitochondrial dysfunction and increased mitoROS production, leading to promoting M1-like macrophage polarization while inhibiting M2-like macrophage polarization.

Next, we examined the role of macrophage DRP1 in mitochondrial respiration by measuring OCR using the Seahorse assay. Figure 5A showed that *Drp1*^KO^ BMDMs under HSS exhibited a reduction in basal respiration, maximal respiration, and ATP production compared with WT BMDMs exposed to HSS. Note that basal OCR in both WT and *Drp1*^KO^ BMDMs under normoxic conditions was not different (Supplemental Figure 9A). This mitochondrial dysfunction was associated with excess mitoROS production in *Drp1*^KO^ BMDMs under HSS, as measured by MitoSOX fluorescence (Figure 5B). We then investigated the impact of increased mitoROS in *Drp1*^KO^ BMDMs on macrophage polarization under ischemic conditions. Our findings show that the mitochondria-specific O_2_^–^ scavenger, Mito-TEMPO, reversed the elevated expression of proinflammatory M1-genes, *Nos2* and *Ptgs2*, and reduced expression of the antiinflammatory M2-gene *Retnla*, in *Drp1*^KO^ BMDMs under HSS. Mito-TEMPO had no effects on M1 or M2 gene expression in WT BMDMs (Figure 5D) or on the elevated glycolysis (ECAR) in *Drp1*^KO^ BMDMs under HSS (Figure 5C). Notably, Mito-TEMPO restored the reduced basal respiration in *Drp1*^KO^ BMDMs, although it did not affect the decreased maximal respiration or ATP production of OCR, nor did it influence OCR in WT BMDMs (Supplemental Figure 9B). These results suggest that elevated mitoROS in *Drp1*^KO^ macrophages under HSS contributes to reduced basal respiration and M2-like polarization while promoting M1-like polarization, without altering glycolysis. Additionally, activation of AMPK by AICAR did not mitigate the excess mitoROS production in *Drp1*^KO^ BMDMs under HSS (Supplemental Figure 9C). Consequently, our results suggest that the concurrent elevation of excess mitoROS and glycolysis coupled with reduced AMPK activation collectively contribute to the promotion of M1-like macrophage polarization and the inhibition of M2-like macrophage polarization in *Drp1*^KO^ BMDMs under HSS conditions.

### Conditioned medium from WT BMDMs under HSS promotes angiogenesis in ECs, whereas medium from Drp1^KO^ BMDMs under HSS does not.

To investigate how myeloid DRP1 affects angiogenesis in ECs, we analyzed the impact of paracrine factors from the conditioned media (CM) of WT and *Drp1*^KO^ BMDMs exposed to HSS using ex vivo aortic ring and scratch-wound assays (Figure 6A). CM from HSS-exposed WT-BMDMs, but not CM from HSS-exposed *Drp1*^KO^ BMDMs, increased the number of sprouts in the aortic ring assay (Figure 6B). Additionally, CM obtained from HSS-exposed WT-BMDMs, but not HSS-exposed *Drp1*^KO^ BMDMs, enhanced EC migration in a scratch-wound assay with confluent EC cultures (Figure 6C). In contrast, CM from normoxia-exposed WT or *Drp1*^KO^ BMDMs had a minimal effect on EC migration, with no difference between them (Figure 6C). The impaired proangiogenic effects of media from HSS-stimulated *Drp1*^KO^ BMDMs were associated with increased secretion of proinflammatory TNF-α and IL-6 (Figure 6D). Notably, the impaired EC migration was restored when the CM from HSS-stimulated *Drp1*^KO^ BMDMs were treated with an anti–TNF-α antibody, but not with a control IgG (Figure 6E). These results suggest that elevated TNF-α production by HSS-treated *Drp1*^KO^ macrophages contributes to reduced EC migration.

## Discussion

Macrophages play a vital role in restoring perfusion and promoting revascularization after ischemia, largely due to their ability to polarize into antiinflammatory M2 types and produce angiogenic factors. These functions are essential for the effective treatment of PAD (5–9). This study uncovers myeloid DRP1 as a key regulator of reparative macrophage responses during ischemia, with potential for therapeutic neovascularization via antiinflammatory macrophage polarization and metabolic reprogramming. Here we show that: (a) *M*ɸ*Drp1*^KO^ mice exhibited reduced limb perfusion, neovascularization, and muscle regeneration in ischemic muscle after HLI. These effects were accompanied by increased proinflammatory M1-like macrophage polarization, p-NF-κB and TNF-α levels, and decreased antiinflammatory M2-like polarization and p-AMPK in the ischemic muscle microenvironment. (b) In vitro, *Drp1*^KO^ BMDMs exposed to HSS, an in vitro model of PAD, showed enhanced glycolytic activity due to reduced p-AMPK, along with mitochondrial dysfunction and excess mitoROS production, leading to increased M1 and decreased M2 gene expression. (c) CM from HSS-treated *Drp1*^KO^ BMDMs showed elevated proinflammatory cytokine secretion and suppressed angiogenic responses in cultured ECs.

Growing evidence highlights the critical role of mitochondrial dynamics as a key intracellular signaling platform for regulating innate immune responses (17, 32, 33). However, the specific role of macrophage DRP1 in inflammatory responses remains a subject of conflicting findings. Some studies suggest that lack of DRP1 in macrophages and microglia reduces inflammatory responses (18, 21). Furthermore, in vivo pharmacological inhibition of DRP1 with Mdivi-1, which is known to have off-target effects, including inhibition of Complex I activity (34), reduces cytokine production and mitigates inflammation in infections and inflammatory diseases (20, 35, 36). Notably, the impact of myeloid DRP1 varies across different pathological conditions. For instance, macrophage DRP1 promotes vascular injury–induced intimal thickening by enhancing proinflammatory responses (18), whereas liver-specific DRP1 deficiency accelerates LPS-induced acute liver injury by increasing inflammation (19). In vitro studies using DRP1 knockdown in macrophages have shown increased mitochondrial fusion and IL-1β production via NLRP3 inflammasome activation (22). Therefore, the role of the mitochondrial fission GTPase DRP1 in modulating inflammatory phenotypes appears to depend on the context and cell type. Our current study provides the evidence to show the function of macrophage DRP1 in ischemia-induced neovascularization.

The present studies using myeloid *Drp1*–deficient mice with HLI, an experimental model of PAD, revealed that macrophage DRP1 plays a role in promoting reparative neovascularization in response to tissue ischemia. Flow cytometry and IF analyses found that *M*ɸ*Drp1^KO^* mice showed reduction in CD45^+^CD11b^+^Ly6G^–^Ly6C^lo^ alternative monocyte-derived naive M0-like F4/80^+^CD64^+^ macrophages and CD206^+^ M2-like macrophages on days 3 and 7 after HLI, without affecting Ly6C^hi^ monocyte recruitment into ischemic muscles. Notably, *M*ɸ*Drp1*^KO^ mice exhibited higher numbers of Ly6G^+^ neutrophils in the ischemic muscle on day 3 after HLI, followed by an increase in CD80^+^ M1-like macrophages and a decrease in M2-like macrophages by day 7. This aligns with previous studies of atherosclerotic plaques, where increased neutrophils promote the differentiation of infiltrating monocytes into M1 macrophages (37, 38). Furthermore, it has been shown that the enhanced clearance of infiltrated apoptotic neutrophils in ischemic muscles by macrophages contributes to the polarization of M2 macrophages, facilitating inflammation resolution and tissue regeneration (39). Notably, DRP1-mediated mitochondrial fission in macrophages is essential for the continuous clearance of apoptotic cells (40). Therefore, the elevated neutrophils in *M*ɸ*Drp1*^KO^ ischemic muscles may further limit M2 macrophage polarization and neovascularization. These findings suggest that, in ischemic conditions, macrophage DRP1 is critical for promoting monocyte-to-macrophage differentiation, enhancing antiinflammatory M2-like macrophage polarization and suppressing proinflammatory macrophage polarization. In this study, we also used BMDMs isolated from WT and *M*ɸ*Drp1*^KO^ mice with HSS stimulation, an in vitro model of PAD, and performed bulk RNA-seq, along with volcano plot analysis, and GO and KEGG pathway assessments. The results suggest that pathways associated with an M2-like phenotype and proangiogenesis were upregulated in WT BMDMs, while *Drp1*^–/–^ BMDMs exhibited increased expression of M1-related genes and decreased M2-related gene and proangiogenic gene expression.

Our study also found that the macrophage DRP1 deficiency–driven, impaired inflammatory M2-like macrophage phenotype in ischemic muscles is likely due to an increase in proinflammatory NF-κB signaling and a concurrent decrease in the activation of antiinflammatory p-AMPK. This finding aligns with previous reports demonstrating the detrimental role of proinflammatory NF-κB in hypoxia-induced ischemic brain injury and inflammation (24, 25). In contrast, AMPKa1 has been shown to promote HLI-induced arteriogenesis by regulating the production of angiogenic growth factors such as VEGF, TGF-β, and FGF2 by M2-like macrophages (26, 27). Note that proinflammatory macrophages shift their metabolic profile from oxidative phosphorylation to aerobic glycolysis (12, 13). AMPK has been shown to promote antiinflammatory and proangiogenic M2 macrophage polarization by suppressing proinflammatory glycolysis (26, 27). In line with our in vivo results in ischemic tissue, in vitro studies also demonstrated a reduction in AMPK activity, and enhanced induction of M1 genes *Nos2* and *Ptgs2* in *Drp1*^KO^ BMDMs under HSS when compared with WT BMDMs. Consequently, CM from *Drp1*^KO^ macrophages exposed to HSS showed increased secretion of proinflammatory cytokines TNF-α and IL-6, and exhibited impaired proangiogenic effects on cultured ECs compared with WT macrophages. Mechanistically, the reduced levels of p-AMPK and its substrate phosphorylation in *Drp1*^KO^ BMDMs were linked to enhanced glycolysis, as demonstrated by the ECAR. This effect was reversed with the AMPK activator AICAR. Additionally, AMPK activation decreased the elevated expression of M1 genes *Nos2* and *Ptgs2* in *Drp1*^KO^ BMDMs under ischemic conditions, while it increased the reduced expression of the M2 gene *Retnla*. We further investigated the mechanism by which DRP1 activates AMPK in macrophages under HSS. Our findings revealed that the upstream kinase of AMPK, p-LKB1, but not p-CAMKK, was reduced in *Drp1*^KO^ BMDMs following HSS stimulation. These results suggest that DRP1 senses HSS signals by increasing p-LKB levels, thereby activating AMPK in macrophages.

It is unclear how DRP1 is activated in BMDMs in response to HSS without phosphorylation. DRP1 activity is known to be regulated by various posttranslational modifications, such as phosphorylation, sumoylation, and *S*-nitrosylation at Cys644, among others (41, 42). This issue will be explored in more detail in future research. Additionally, the mechanism by which AMPK activation decreases glycolysis and proinflammatory macrophage polarization remains uncertain. It is reported that several downstream targets of AMPK suppress proinflammatory signaling in macrophages. These include the activation of PI3 kinase or SIRT1, leading to the deacetylation and inhibition of NF-κB activity (26, 43). Additionally, the antiinflammatory IL-10–mediated rapid activation of AMPK in macrophages is essential for the activation of the PI3K/Akt/mTORC1- and STAT3-mediated antiinflammatory polarization of macrophages (26, 44). AMPK also has also been shown to downregulate inflammatory metabolism by inhibiting HIF1α through the inactivation of mTORC1 (45). Further investigations are needed to elucidate the downstream targets of AMPK under ischemic conditions, which drive antiinflammatory signaling in macrophages.

Mitochondrial functions are crucial for cellular metabolism under ischemic conditions, and prolonged ischemia exacerbates mitochondrial dysfunction (16). While the role of macrophage DRP1 in driving proinflammatory responses under bacterial LPS stimulation is well documented (20, 36), its involvement in mitochondrial metabolism and inflammatory responses during ischemia remains unclear. For instance, after LPS stimulation, DRP1 activation in macrophages triggers excessive mitoROS production, which amplifies inflammatory cytokine release via NF-κB activation in a DRP1-dependent manner (20). In contrast, the present study demonstrates that *Drp1*^KO^ BMDMs exposed to HSS exhibited mitochondrial dysfunction, as evidenced by reduced OCR and increased mitoROS production. The mitoROS scavenger Mito-TEMPO restored the increased expression of M1 genes and decreased expression of M2 genes, but did not impact the elevated glycolysis or reduced maximal respiration and ATP production of OCR in *Drp1*^KO^ BMDMs. These findings suggest that elevated mitoROS induced by *Drp1*^KO^ macrophages under HSS contributes to enhancing proinflammatory macrophage polarization and suppressing antiinflammatory macrophage polarization without affecting glycolysis or OCR. It has been reported that AMPK and mitoROS can regulate each other (46, 47). For example, AMPK-mediated DRP1 regulation prevents EC dysfunction by suppressing mitoROS and ER stress (47). Under hypoxic conditions, mitoROS can directly activate AMPK through phosphorylation, independently of the AMP/ATP ratio (46). However, in the current study, AICAR treatment did not reduce the elevated mitoROS in *Drp1*^KO^ BMDMs under HSS. Thus, these findings suggest that in *Drp1*^KO^ BMDMs exposed to HSS, hyperglycolysis is driven by the inhibition of AMPK activation independently of mitoROS, while excess mitoROS production occurs in parallel. These mechanisms may contribute to impaired neovascularization with enhanced M1 and reduced M2 macrophage polarization in *M*ɸ*Drp1*^KO^ mice (Figure 7).

To explore the role of myeloid DRP1 in angiogenesis of ECs, we examined the effects of paracrine factors from the CM of WT and *Drp1*^KO^ BMDMs subjected to HSS on angiogenic responses. We utilized an ex vivo aortic ring assay and a scratch-wound-induced EC migration assay for this purpose. Our results indicated that CM obtained from HSS-treated *Drp1*^KO^ BMDMs exhibited reduced proangiogenic function compared with that from HSS-treated WT BMDMs, which was associated with increased secretion of proinflammatory cytokines, including TNF-α and IL-6. Notably, the impaired migration of ECs was restored when the CM from HSS-stimulated *Drp1*^KO^ BMDMs was treated with an anti–TNF-α antibody. These findings indicate that proinflammatory cytokines, particularly TNF-α released from HSS-stimulated *Drp1*^KO^ macrophages, contributes to impairing angiogenesis in ECs. This is in line with our in vivo observations and underscores the crucial role of macrophage DRP1 in facilitating communication between macrophages and ECs, which is necessary for reparative neovascularization following ischemia.

In summary, our findings underscore the essential role of macrophage DRP1-mediated mitochondrial dynamics in driving metabolic reprogramming toward antiinflammatory macrophages, thereby enhancing neovascularization in response to ischemia. Specially, we have identified the activation of AMPK and the concurrent reduction in excessive mitoROS production as crucial downstream targets through which myeloid DRP1 orchestrates the metabolic reprogramming and mitochondrial functions of macrophages, fostering enhanced neovascularization and tissue repair in response to ischemic injury. Future studies will focus on exploring the role of endothelial DRP1 in ischemia-induced neovascularization (48). Furthermore, given the encouraging outcomes from clinical trials using intramuscular cell therapy with BM mononuclear cells in patients with critical limb ischemia (4), our findings suggest that targeting macrophage DRP1 could be a promising therapeutic approach for treating PAD.

## Methods

### Sex as a biological variable.

All experiments involving animals were conducted using both male and female mice at 8 to 12 weeks of age. No phenotype differences were observed between male and female mice in this study.

### Animal study.

Room temperature and humidity were maintained at 22.5°C and between 50% and 60%, respectively. All mice were maintained under a 12-hour light/12-hour dark cycle in individually ventilated cages, with a maximum of 5 or a minimum of 2 mice per cage. *M*ɸ*Drp1*^KO^ mice were generated by crossing *Drp1^fl/fl^* mice (provided by Hiromi Sesaki, Johns Hopkins University, Baltimore, Maryland, USA) with *LysM*-Cre^Tg/Tg^ mice (JAX stock 004781 on a C57BL/6J background). Male mice heterozygous for the *Drp1*-floxed allele and *LysM-*Cre transgene (*Drp1^fl/+^* *LysM*-Cre^Tg/+^) were cross-bred with homozygous *Drp1*-floxed female mice. The *LysM-*Cre^+/–^ *Drp1^fl/fl^* (*M*ɸ*Drp1*^KO^) genotype, as well as their littermate controls (*LysM-*Cre^+/–^ *Drp1*^+/+^ or *LysM-*Cre^–/–^ *Drp1^fl/fl^*), were used for experiments.

### HLI model.

Mice were subjected to unilateral hindlimb surgery under anesthesia with intraperitoneal administration of ketamine (87 mg/kg) and xylazine (13 mg/kg). We performed ligation and segmental resection of the left femoral artery. Briefly, the left femoral artery was exposed, ligated both proximally and distally using 6-0 silk sutures, and the vessels between the ligatures were excised without damaging the femoral nerve. Skin closure was done using 6-0 nylon sutures. We measured ischemic (left)/non-ischemic (right) limb blood flow ratio using a laser Doppler blood flow (LDBF) analyzer (PeriScan PIM 3 System, Perimed), as we reported previously (49, 50). Mice were anesthetized and placed on a heating plate at 37°C for 10 minutes to minimize temperature variation. Before and after surgery, LDBF analysis was performed in the plantar sole. Blood flow was displayed as changes in the laser frequency, represented by different color pixels, and mean LDBF values were expressed as the ratio of ischemic to non-ischemic LDBF.

### Histological and Western blot analyses.

See Tables 1 and 2. For cryosections, mice were euthanized and perfused through the left ventricle with saline, limbs were fixed in 4% paraformaldehyde (PFA) overnight and incubated with 30% sucrose, and GC muscles were embedded in OCT compound (Sakura Finetek). Cryosections (7 μm) for capillary density were stained with anti–mouse CD31 antibody (MEC 13.3, BD Bioscience). For immunohistochemistry, we used R.T.U. Vectorstain Elite (Vector Laboratories) followed by DAB visualization (Vector Laboratories). Arterioles were stained with a Cy3-conjugated anti-αSMA antibody (1A4, Sigma-Aldrich). Macrophages were labeled with anti-F4/80 (BM8, BioLegend), and M1 macrophage and M2 macrophages were labeled with anti-CD80 (16-10A1, BioLegend) and anti-CD206 (C068C2, BioLegend) antibodies, respectively (Table 1). Images were captured by Keyence microscope (BZ-X800) or confocal microscopy (Zeiss) and analyzed by ImageJ v1.52 (NIH) or LSM510 software (Zeiss), respectively. Western blot analysis was performed as previously described (23) (Table 2).

### Isolation and primary culture of BMDMs.

BM cells were harvested from hind leg tibiae and femurs from 2 WT and *M*ɸ*Drp1*^KO^ mice and pooled. Briefly, BM cells were flushed from the bone with a 27-G needle in Dulbecco’s PBS (DPBS) and filtered using a 70 μm filter. Cells were cultured and differentiated in DMEM (Gibco) supplemented with antibiotics, 10% FBS, and 20% CM from the L929 cell line (enriched in M-CSF) for 7 days in polystyrene culture plates, and nonadherent cells were washed and removed every alternate day. The resulting BMDM population was determined by staining with anti-CD11b, anti-Ly6C, and anti-F4/80 antibodies and assessed by flow cytometry (Table 3).

### In vitro HSS.

Cultured BMDMs were washed twice to remove traces of FCS and then incubated in starvation medium (209-250, Cell Applications Inc.) and subjected to hypoxia (2% O_2_) for indicated times (28, 29).

### CM preparation from HSS-stimulated BMDMs.

Cultured BMDMs were exposed to HSS for 8 hours, and CM was collected, filtered through 0.2 μm filters, and stored at –80°C with protease and peptidase inhibitor (1861280, Thermo Fisher Scientific) until further use. Prior to the experiment, BMDM CM was thawed and concentrated using 3K Amicon ultra centrifugal tubes (UFC800396). Briefly, the CM was centrifuged at 3846*g* for 8 minutes at 4°C. Total protein concentration was determined using the Bradford assay.

### BMDM mitochondrial structure and mitoROS measurement.

Normoxia-exposed or HSS-stimulated BMDMs with or without mito-TEMPO (ALX-430-150-M005, Enzo) treatment were stained with MitoTracker Green FM (M7514, Invitrogen) or mitoSOX Red mitochondrial superoxide indicator (M36008, Invitrogen) to visualize mitochondrial structure or mitoROS, respectively. Images were acquired by confocal microscopy (Zeiss LSM 710).

### FACS analysis.

See Table 3. Mouse whole blood and BM cells were collected by cardiac puncture and from femurs and tibias, respectively, using a 27-G needle and EDTA-coated 1 mL syringes and placed in 1.5 mL EDTA-coated Eppendorf tubes for 30 minutes at room temperature. The peripheral blood was spun down at 500*g* for 1 minute at 4°C. The supernatant was discarded, and the cells were resuspended in 1 mL of RBC lysis buffer (00-4300-54, Invitrogen) for 10 minutes at room temperature in the dark. Samples were then washed with DPBS with 2% FCS and centrifuged at 500*g* for 5 minutes at 4°C. Cells were resuspended in cold DPBS with 2% FCS and placed on ice. Excised GC muscles were minced and enzymatically digested in DPBS containing 1 mg/mL collagenase type I (C0130, Sigma-Aldrich), 18 mg/mL collagenase type XI (C7657, Sigma-Aldrich), 1 mg/mL hyaluronidase (H3506, Sigma-Aldrich), and 50 U/mL DNase (D4263, Sigma-Aldrich) at 37°C for 1 hour. Cells were spun and resusupended in DPBS with 2% FCS, followed by passing through 70 μm and 40 μm filters and counted. The cell suspension was incubated with blocking buffer consisting of anti–mouse CD16/CD32 (14-0161-85, eBioscience) and 2% FCS for 15 minutes in ice. Cells were stained with fluorophore-labeled specific antibodies for CD45, CD11b, Ly6G, Ly6C, F4/80, CD64, CD206, and CD80, and then incubated with a fixable viability dye for live cell gating (65-0866-14, Invitrogen) at 4°C for 30 minutes. Simultaneously, fluorophore-labeled isotype controls were used to exclude false positives due to nonspecific antibody binding. All antibodies were diluted at 1:100. Unstained cells and compensation beads (01-3333-42, Invitrogen) served as single-color controls for autocompensation. After staining, cells were washed, fixed with 4% PFA, and analyzed using an Attune Nxt flow cytometer (A24858, Thermo Fisher Scientific). The recorded data were processed using FlowJO 10.10 software (BD Biosciences).

### Isolation of macrophages from GC muscle.

The GC muscles were minced and enzymatically digested as described above in *FACS analysis*. Cells were then magnetically labeled with an anti-F4/80 Microbeads (130-110-443, Miltenyi Biotec) and isolated through magnetic sorting (Miltenyi Biotec).

### Scratch-wound cell migration assay.

Confluent ECs, following 12 hours of serum starvation (0.1% serum media), were scraped using sterilized 10-μL pipette tips and then washed with 0.1% serum media (23). The ECs were incubated with CM (20 ng/mL) derived from HSS-treated WT or *Drp1^–/–^* BMDMs 16 hours with an anti–TNF-α antibody or IgG vehicle control. Images were captured immediately at 0 hours and 16 hours after the wounding.

### Ex vivo aortic ring assay.

Aortic rings from WT mice (1 mm in size) were prepared and placed in 48-well plates coated with growth factor–reduced Matrigel (Corning). The aortic rings were cultured for 5 days, with treatment every other day using CM (20 ng/mL) derived from HSS-treated WT or *Drp1^–/–^* BMDMs. Branch points or sprouting of aortic rings were quantified using ImageJ software.

### RNA-seq.

BMDMs isolated from *M*ɸ*Drp1*^KO^ or *LysM*-Cre^+/–^ *Drp1*^+/+^ (WT) mice simulated with HSS for 8 hours were used. Total RNA was extracted using the RNeasy kit (Qiagen), and RNAs were quantified by spectrophotometry (ND-2000, NanoDrop, Thermo Fisher Scientific). The quality of RNAs was determined using electrophoresis (2100 Bioanalyzer, Agilent Technologies) prior to next-generation sequencing in the Genome Technology Access Center (GTAC) at Washington University. Samples with RNA integrity number (RIN) values greater than 8.0 were subjected to polyA selection, chemical fragmentation, random hexamer priming, cDNA synthesis, and adapter ligation using the TruSeq RNA Library Prep Kit (Illumina), followed by paired-end multiplexed sequencing (HiSeq 2500, Illumina) according to the manufacturer’s instructions.

### RNA-seq analysis.

The FASTQ RNA-seq read files were quantified using Kallisto (v0.46.1, California Institute of Technology) with the transcriptome indices built on the cDNA FASTA files from Ensembl mouse genome assembly GRCm39. Genes with lower than 10 total read counts were filtered for subsequent differential expression analysis. Differential expression analysis was performed using R package DESeq2 (v1.32.0, The University of North Carolina at Chapel Hill) by comparing *Drp1*^KO^ and WT BMDM samples, and the differentially expressed genes were identified using fold change greater than 1.25 and *P* less than 0.05. The GO Consortium and KEGG pathway databases were used to perform GO and pathway enrichment analysis with the R package clusterProfiler (v4.0.2, Southern Medical University).

### Quantitative RT-PCR.

Total RNA was prepared from cells or tissues using Tri Reagent (Molecular Research Center Inc.). and phenol/chloroform. Reverse transcription (RT) was carried out using a high-capacity cDNA reverse transcription kit (Applied Biosystems) with 2 μg of total RNA. PCR was performed as per manufacturer’s protocol using the ABI Prism 7000 Sequence Detection System 26 (Applied Biosystems) and the QuantiFast SYBR Green PCR kit (Qiagen) for specific genes. Primer sequences for qRT-PCR are listed in Table 4. The expression of genes was normalized and expressed as fold change relative to *Hprt*.

### Statistics.

Each experiment was repeated at least 3 times and data are presented as mean ± SEM. Comparison between 2 groups were analyzed by unpaired, 2-tailed Student’s *t* test. Experiments with more than 2 subgroups were analyzed by ANOVA followed by the Tukey’s post hoc or Bonferroni’s multiple-comparison analysis to specify the significance between group differences. A *P* value of less than 0.05 was considered statically significant. Statistical tests were performed using Prism v10 (GraphPad Software).

### Study approval.

All animal studies were carried out following protocols approved by the Institutional Animal Care Committee and institutional Biosafety Committee at Augusta University.

### Data availability.

Gene expression data are available under NCBI GEO accession number GSE280186. All raw data associated with findings presented in the manuscript are included in the Supporting Data Values file.

## Author contributions

MUF, TF, and SY designed the study. SY, VS, AD, DA, SN, and SK performed/assisted research. MUF, TF, SY, VO, and YS analyzed data. YS and VCG discussed data and provided inputs. MM and SK performed mouse genotyping. VCG provided materials. MUF, TF, and SY wrote the manuscript.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
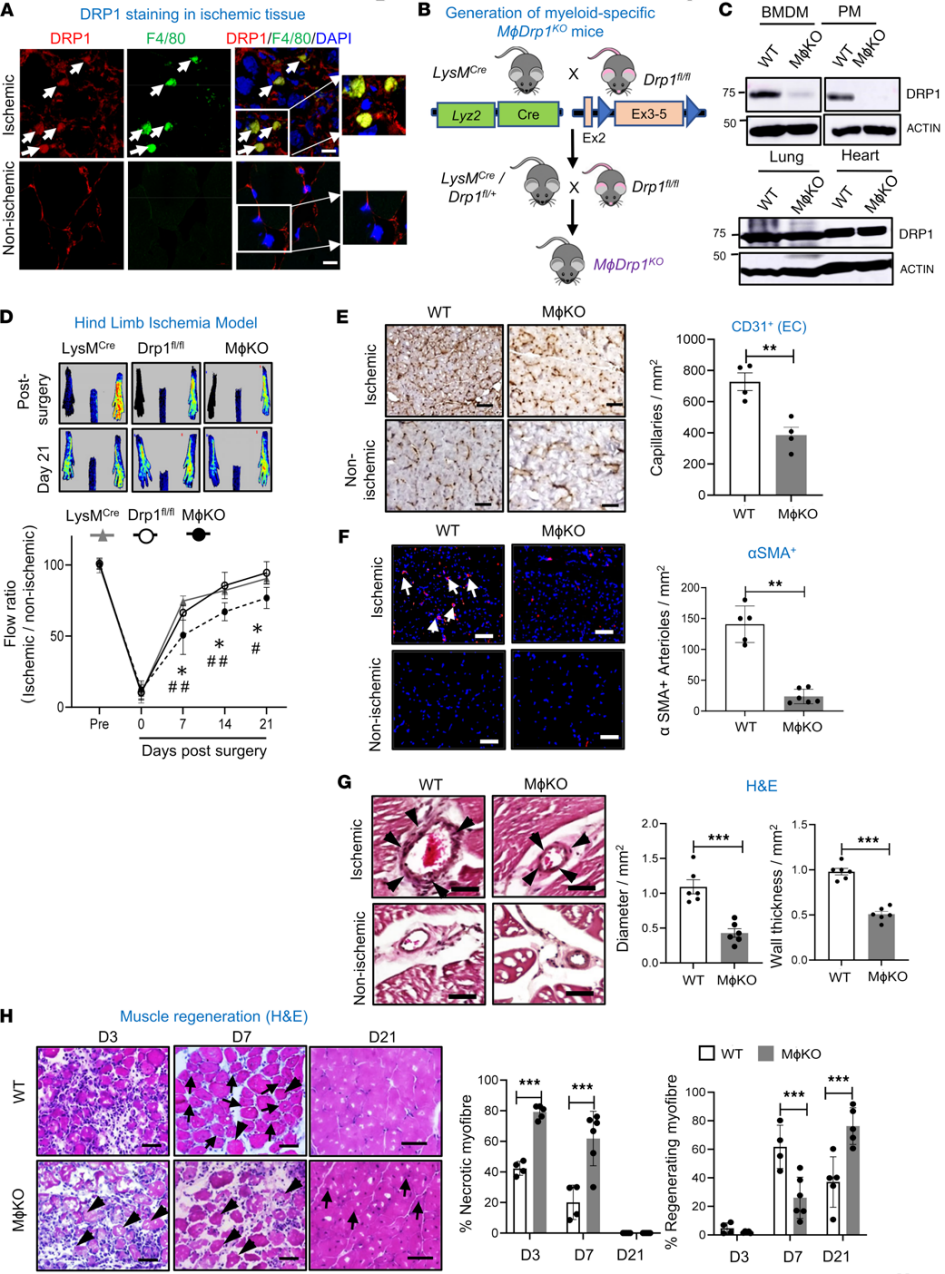
Myeloid *Drp1*^KO^ mice exhibited impaired reparative neovascularization via reducing angiogenesis and arteriogenesis in response to ischemia. (**A**) Immunofluorescence analysis for DRP1 (red) or F4/80^+^ macrophage (green) expression and their colocalization in non-ischemic and ischemic gastrocnemius (GC) muscles on day 3 after HLI. Scale bars: 10 μm. Inset shows region of interest at the same magnification. (**B**) Schematic representation of breeding strategy for generating myeloid-specific *Drp1^–/–^* (*M*ɸ*Drp1*^KO^) mice by crossing *LysM-*Cre mice with *Drp1^fl/fl^* mice. (**C**) Immunoblotting (IB) for DRP1 protein expression in bone marrow-derived macrophages (BMDMs), peritoneal macrophages (PMs), lungs, and hearts isolated from *Drp1^fl/fl^* (WT) and *M*ɸ*Drp1*^KO^ (MɸKO) mice. (**D**) Upper panels show representative laser Doppler images of legs on day 0 and day 21. Lower panels show the blood flow recovery after HLI as determined by the ratio of foot perfusion between ischemic (left) and non-ischemic (right) legs in *Drp1^fl/fl^*, *LysM-*Cre, and MɸKO mice (*n* = 8–12 mice per group, 2-way ANOVA followed by Tukey’s multiple-comparison test). *P < 0.05 for MɸDKO vs. *Drp1^fl/fl^* (WT); ^#^*P* < 0.05, ^##^*P* < 0.01 for MɸDKO vs. *LysM*-Cre^+/–^ *Drp1^+/+^* (WT). (**E**) Immunohistochemical analysis for CD31 staining (capillary density), *n* = 4 mice per group, unpaired, 2-tailed Student’s *t* test. (**F**) Immunofluorescence analysis of αSMA^+^ staining (arterioles) in ischemic and non-ischemic GC muscles in WT and MɸKO mice on day 21 after HLI. Scale bars: 20 μm. *n* = 5–6 mice per group, unpaired, 2-tailed Student’s *t* test. The right panel shows quantification. (**G**) H&E staining of ischemic and non-ischemic adductor (AD) muscles in WT and MɸKO mice on day 7 after HLI. Arrowheads show collateral arteries. Scale bars: 50 μm. The right panels show quantification of diameter and wall thickness of collateral arteries (unpaired, 2-tailed Student’s *t* test). (**H**) H&E staining of ischemic and non-ischemic GC muscles in WT and MɸKO mice on day 3 (D3), D7, and D21 after HLI. Scale bars: 20 μm. The right panels show quantification of percentage of necrotic and regenerating myofiber in these muscles (2-way ANOVA followed by Bonferroni’s multiple-comparison test). Data are mean ± SEM. *n* = 4–6. *P < 0.05; **P < 0.01; ***P < 0.001.

**Figure 2:**
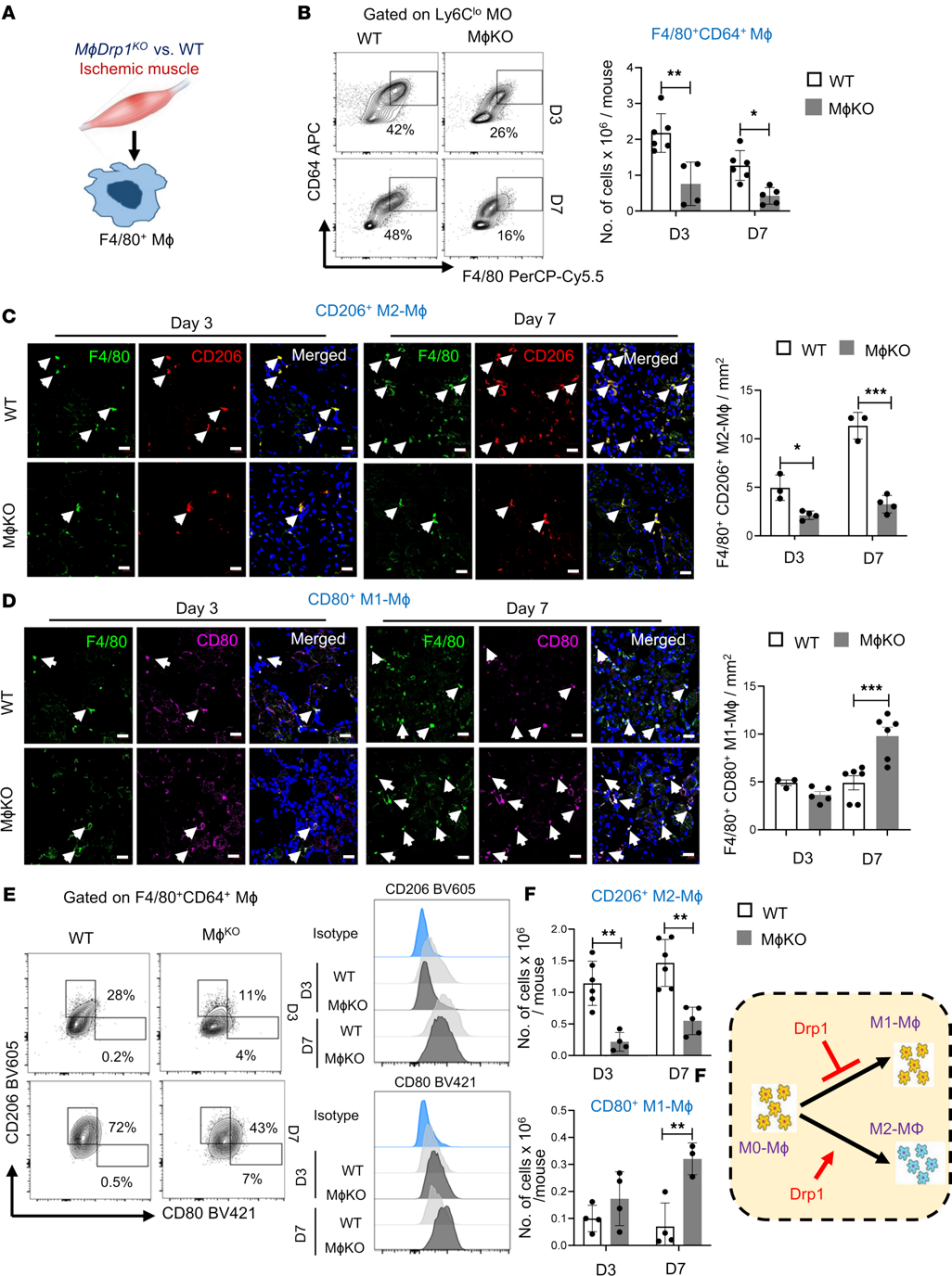
Myeloid *Drp1*^KO^ mice exhibited increase in proinflammatory M1-like macrophages and decrease in antiinflammatory M2-like macrophages in ischemic muscles. (**A**) Scheme showing FACS-based F4/80^+^ macrophage characterization from ischemic GC muscle in WT and *M*ɸ*Drp1*^KO^ mice following HLI. (**B**) Representative flow cytometry contour plots and quantification of numbers of F4/80^+^CD64^+^ macrophages isolated from ischemic GC muscles in WT and *M*ɸ*Drp1*^KO^ (MɸKO) mice on day 3 (D3) and D7 after HLI. (**C** and **D**) Immunofluorescence analysis of F4/80^+^ (green) and CD206^+^ (red) double-positive M2-like macrophages (**C**) or F4/80^+^ (green) and CD80^+^ (pink) double-positive M1-like macrophages (**D**) with DAPI (blue) in ischemic GC muscles in WT and MɸKO mice at indicated times after HLI. White arrowheads show indicated markers. Scale bars: 20 μm. Bottom panels show quantification (2-way ANOVA followed by Bonferroni’s multiple-comparison test). (**E**) Representative flow cytometry contour plots, histograms and (**F**) quantification of CD45^+^CD11b^+^F4/80^+^CD64^+^CD206^+^ M2-like macrophage and CD45^+^CD11b^+^F4/80^+^CD64^+^CD80^+^ M1-like macrophage numbers in ischemic GC muscles in WT and MɸKO mice at indicated times after HLI (2-way ANOVA followed by Bonferroni’s multiple-comparison test). Data are mean ± SEM. *n* = 4–6. *P < 0.05, **P < 0.01, ***P < 0.001. Note: CD80^+^CD206^+^ double-positive Mɸ in M1/M2 contour plots (**E**) were not included in the quantification shown in **F**.

**Figure 3:**
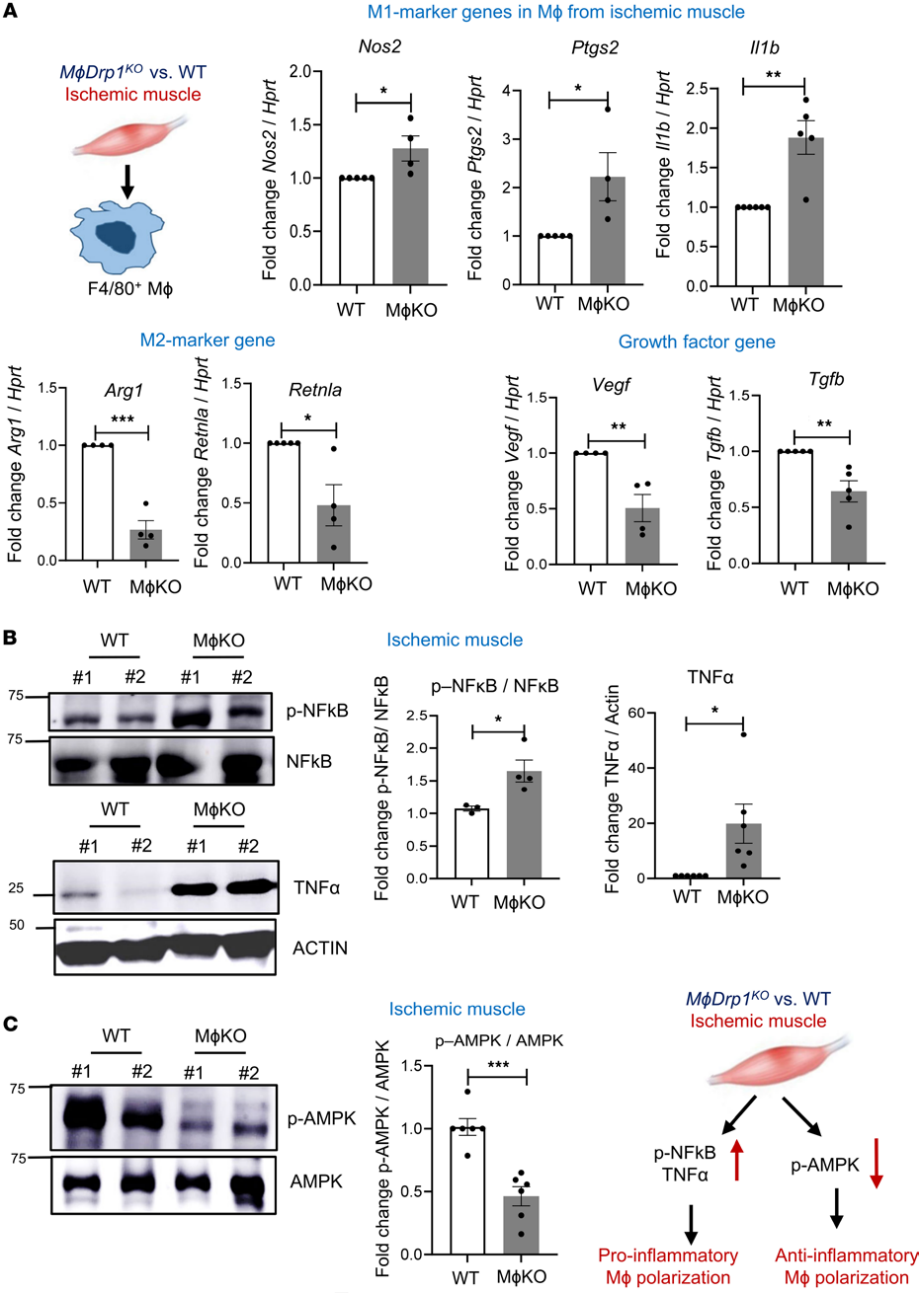
Myeloid *Drp1*^KO^ mice exhibited increase in proinflammatory genes and signaling and decrease in antiinflammatory genes and signaling in ischemic muscle. (**A**) Left: Schematic representation of magnetic bead–based F4/80^+^ macrophage purification from ischemic GC muscle on day 3 after HLI. These macrophages were used to analyze the proinflammatory gene (*Nos2*, *Ptgs2*, and *Il1b*), antiinflammatory gene (*Arg1* and *Retnla*), and proangiogenic growth factor gene (*Vegf* and *Tgfb*) mRNAs using qRT-PCR (fold increase relative to *Hprt*) in WT and *M*ɸ*Drp1*^KO^ (MɸKO) mice on day 3 after HLI (*n* = 4–5 mice per group, unpaired, 2-tailed Student’s *t* test). (**B** and **C**) Western blot analysis of proinflammatory markers (p-NF-κB and NF-κB), (TNF-α and actin [loading control]) (*n* = 3–6 mice per group) (**B**), and antiinflammatory markers (p-AMPK and AMPK) (*n* = 6 mice per group) (**C**), in ischemic tibialis anterior (TA) muscles of WT and MɸKO mice on day 3 after HLI. Blots for **B** and **C** were run separately on different gels using the same biological samples. The right panels show the quantification (unpaired, 2-tailed Student’s *t* test). Data are mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 4:**
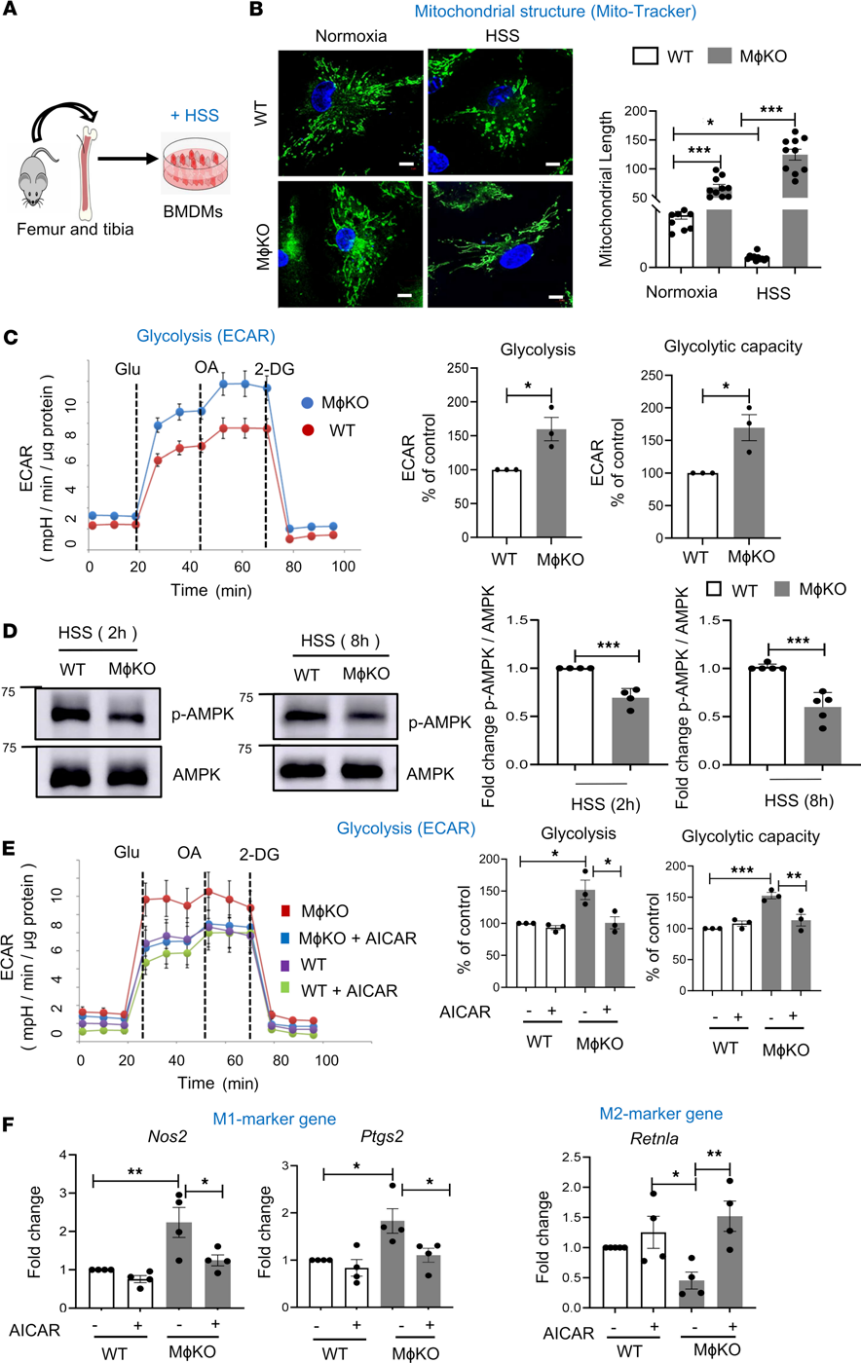
*Drp1*^KO^ BMDMs under HSS exhibited mitochondrial hyperfusion and hyperglycolysis, which was associated with decreased M2-like macrophages via reducing p-AMPK. (**A**) Schematic representation showing cultured mouse BMDMs exposed to hypoxia and serum starvation (HSS), an in vitro PAD model. BMDMs from WT and *M*ɸ*Drp1*^KO^ mice were cultured for 7 days and then exposed to HSS. (**B**) Analysis of mitochondrial structure by MitoTracker Green staining in WT and *M*ɸ*Drp1*^KO^ (MɸKO) BMDMs with or without HSS stimulation for 2 hours. Scale bars: 5 μm. Right panel shows quantification of mitochondrial length (*n* = number of cells analyzed from 3 independent experiments) by ImageJ (1-way ANOVA followed by Tukey’s multiple-comparison test). (**C**) Analysis of glycolysis measured by extracellular acidification rate (ECAR) using Seahorse XF analyzer in WT and MɸKO BMDMs under HSS for 2 hours. Right panels show quantification *n* = 3 (unpaired, 2-tailed Student’s *t* test). 2-DG, 2-deoxy-D-glucose; Glu, glucose; OA, oligomycin. (**D**) Western blot analysis for p-AMPK and AMPK expression in WT and MɸKO BMDMs with HSS stimulation for 2 hours and 8 hours. Right panels show quantification. *n* = 4–5 (unpaired, 2-tailed Student’s *t* test). (**E**) Effects of AMPK activator AICAR (pretreatment for 2 hours at 100 mM) on glycolysis (ECAR) measured by Seahorse XF analyzer (*n* = 3, 1-way ANOVA followed by Tukey’s multiple-comparison test). (**F**) mRNA expression for M1 markers (*Nos2* and *Ptgs2*) and M2 marker *Retnla* measured by qRT-PCR (*n* = 4, 1-way ANOVA followed by Tukey’s multiple-comparison test) in WT and MɸKO BMDMs under HSS for 2 hours (**E**) or 8 hours (**F**). Data are mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 5:**
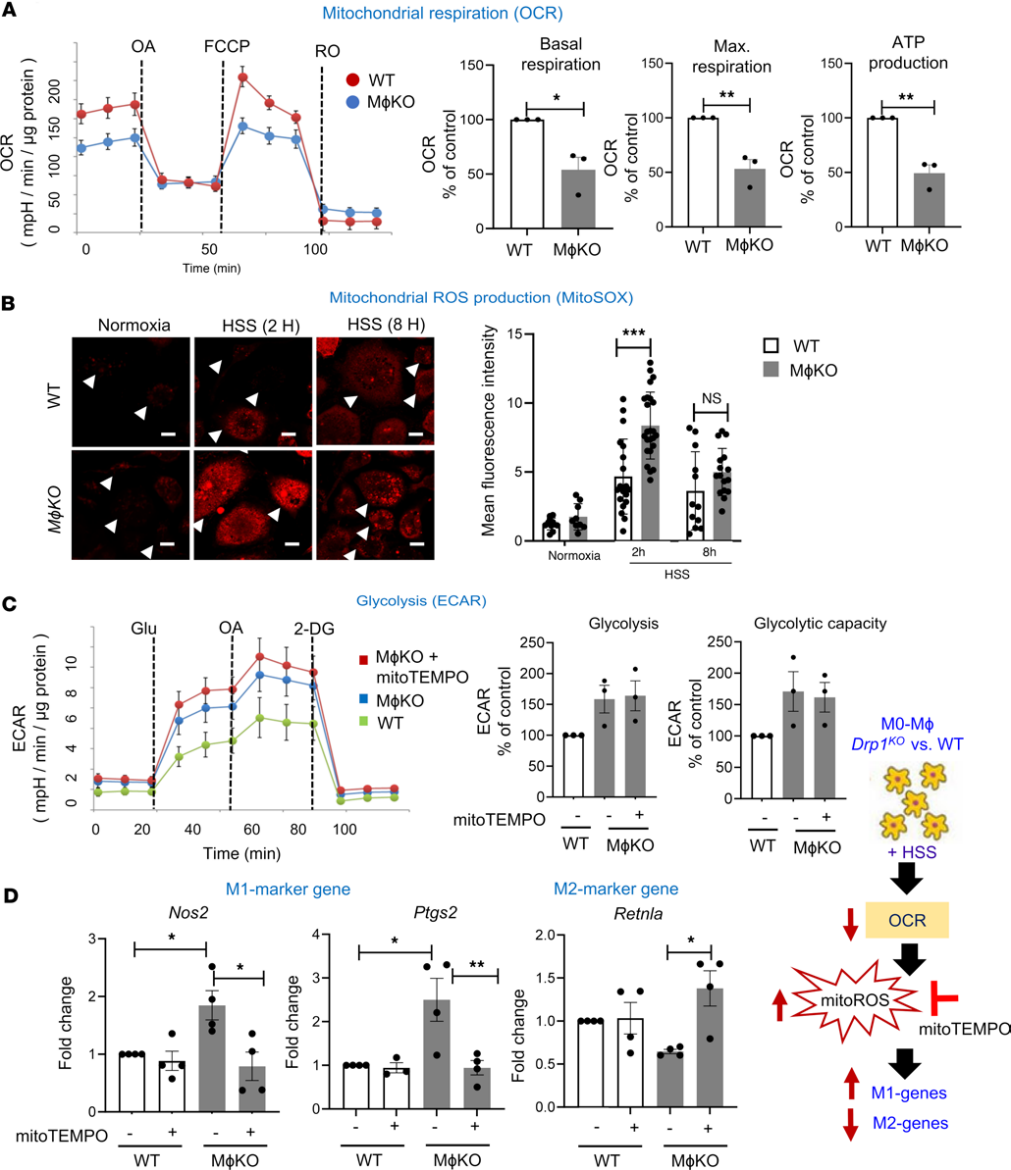
*Drp1*^KO^ BMDMs under HSS induced mitochondrial dysfunction and mitochondrial ROS (mitoROS) production, which in turn promoted M1-like macrophage polarization and reduced M2-like macrophage polarization. (**A**) Analysis of mitochondrial respiration measured by OCR using Seahorse XF analyzer in WT and *M*ɸ*Drp1*^KO^ (MɸKO) BMDMs under HSS for 2 hours. Right panels show quantification (*n* = 3, unpaired, 2-tailed Student’s *t* test). FCCP, carbonyl cyanide-*p*-trifluoromethoxyphenylhydrazone; OA, oligomycin; RO, rotenone. (**B**) mitoROS production measured by MitoSOX under normoxia or HSS for 2 hours and 8 hours in WT and MɸKO BMDMs. Scale bars: 5 μm. Right panels show the average fluorescence intensity quantified by ImageJ (*n* = number of cells analyzed from 3 independent experiments, 2-way ANOVA followed by Tukey’s multiple-comparison test). (**C** and **D**) Effects of Mito-TEMPO (pretreatment for 16 hours at 20 mM) on glycolysis (ECAR) using Seahorse assay (*n* = 3) (**C**) as well as mRNA expression for M1 markers (*Nos2* and *Ptgs2*) and M2 marker *Retnla* measured by qRT-PCR (**D**) (*n* = 3–4, 1-way ANOVA followed by Tukey’s multiple-comparison test) in WT and MɸKO BMDMs under HSS for 2 hours (**C**) or 8 hours (**D**). Data are mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 6:**
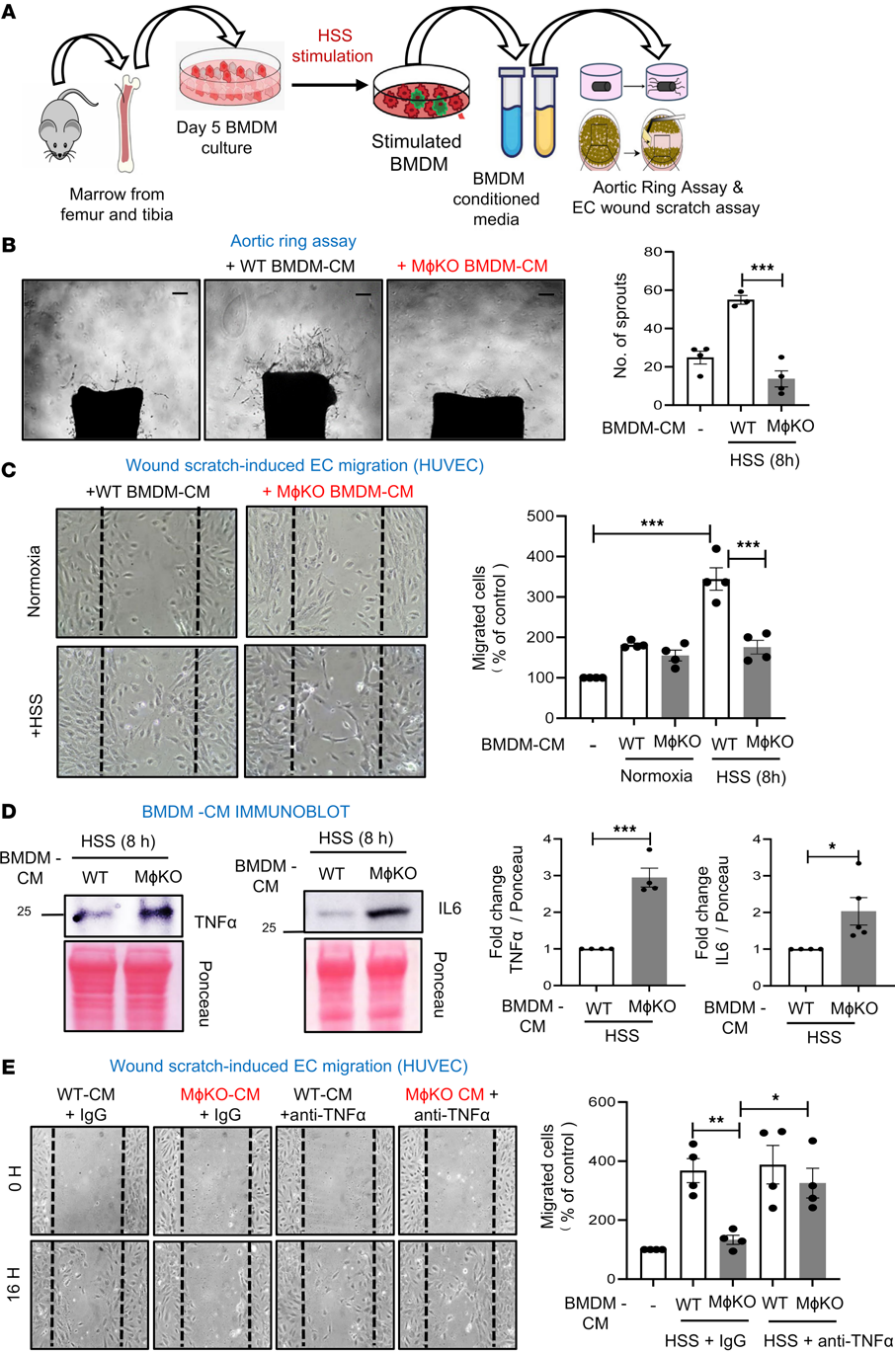
Conditioned medium (CM) from HSS-stimulated WT BMDMs, but not from *Drp1*^KO^ BMDMs, promoted angiogenesis in ECs. (**A**) Schematic representation of the isolation of CM from HSS-stimulated mouse BMDMs and its application on aortic ring assay and confluent human umbilical vein ECs (HUVECs) subjected to a scratch-wound assay. (**B**) Aortic ring assay showing the number of sprouts emerging from 1-mm aortic rings derived from WT mice, embedded on Matrigel, and incubated with CM (20 ng/mL) from HSS-stimulated WT or *M*ɸ*Drp1*^KO^ (MɸKO) BMDMs for 5 days. Scale bars: 1 mm (*n* = 4, 1-way ANOVA followed by Tukey’s multiple-comparison test). (**C**) EC migration using the scratch-wound assay on confluent HUVEC monolayers treated with CM from WT or MɸKO BMDMs exposed to normoxia or HSS for 8 hours. Representative bright-field images (left) and quantification of number of migrated cells per field (right) in HUVECs at 16 hours after wounding. Scale bars: 20 μm (*n* = 4, 1-way ANOVA followed by Tukey’s multiple-comparison test). (**D**) Representative protein expression of proinflammatory markers TNF-α and IL-6 and respective ponceau staining in CM from WT or MɸKO BMDMs stimulated with HSS for 8 hours. Blots were run separately on different gels using the same biological samples. Right panels show quantification (*n* = 4, unpaired, 2-tailed Student’s *t* test). (**E**) EC migration using the scratch-wound assay on confluent HUVEC monolayers treated with CM from WT or MɸKO BMDMs stimulated with HSS for 8 hours in the presence of either IgG (control) or anti–TNF-α antibody (1 μg/mL). Representative bright-field images (left) and quantification of number of migrated cells per field (right) for HUVECs at 0 hours and 16 hours after wounding. Scale bars: 20 μm (*n* = 4, 1-way ANOVA followed by Bonferroni’s multiple-comparison test). Data are mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 7:**
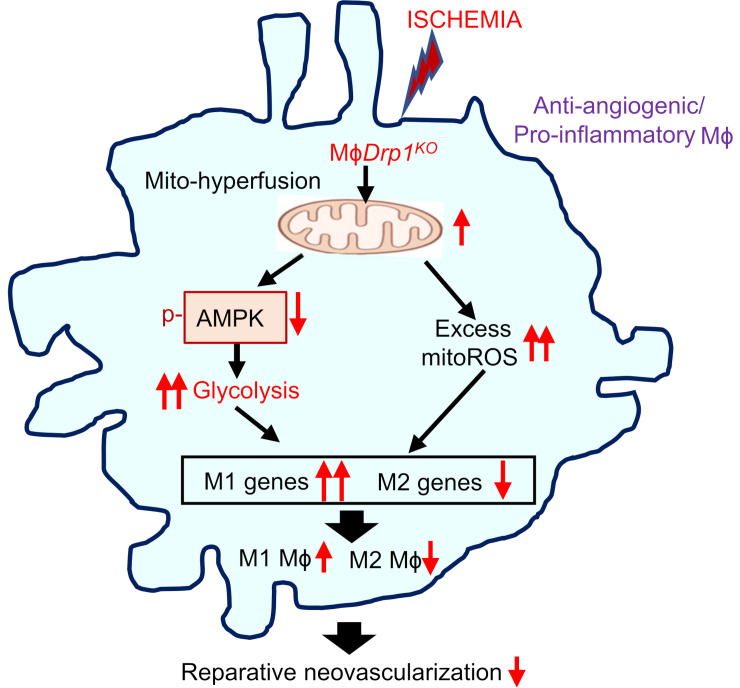
Schematic model illustrating that DRP1 deficiency in macrophages under ischemia induces metabolic reprogramming characterized by hyperglycolysis. This occurs due to reduced AMPK activation and a mitochondrial dysfunction–excess mitoROS axis, leading to an increase in proinflammatory M1-like macrophage polarization and a decrease in antiinflammatory M2-like macrophage polarization. Consequently, this impairs reparative neovascularization in response to ischemic injury.

**Table 1:**
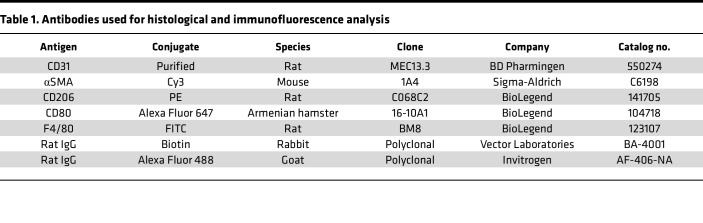
Antibodies used for histological and immunofluorescence analysis

**Table 2:**
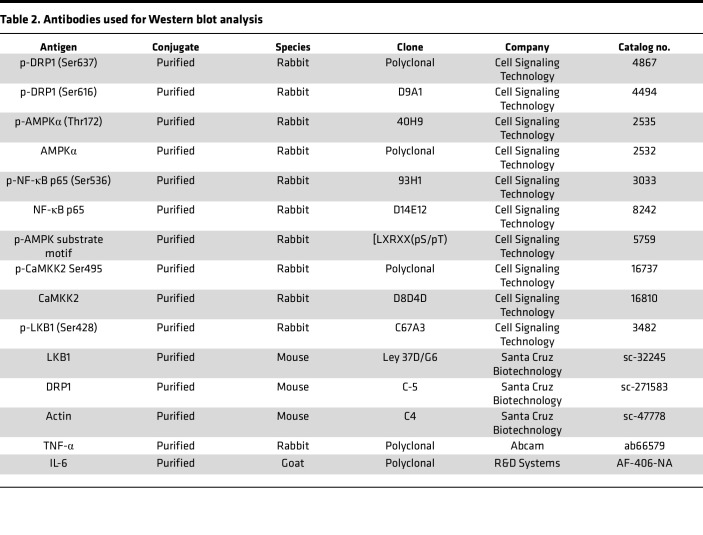
Antibodies used for Western blot analysis

**Table 3:**
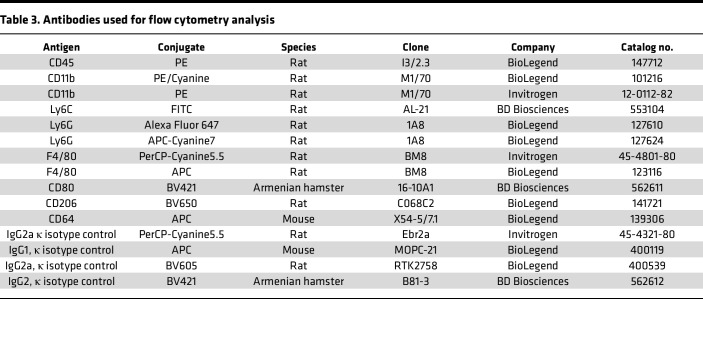
Antibodies used for flow cytometry analysis

**Table 4:**
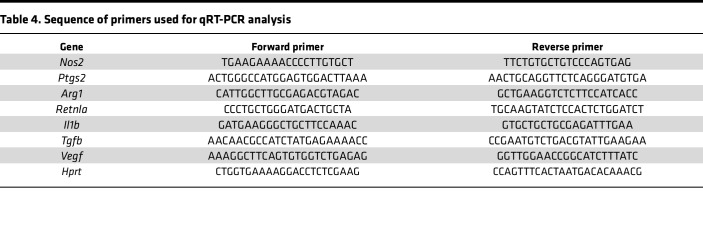
Sequence of primers used for qRT-PCR analysis

# Supplementary material for: Myeloid DRP1 deficiency limits revascularization in ischemic muscles via inflammatory macrophage polarization and metabolic reprogramming
**Source:** JCI Insight. 2025 Jan 9;10(1):e177334. doi: 10.1172/jci.insight.177334
**Supplement:** Supplemental data

## Supplemental Material

### Myeloid DRP1 Deficiency Limits Revascularization in Ischemic Muscles via Inflammatory Macrophage Polarization and Metabolic Reprogramming

Shikha Yadav<sup>1</sup>, Vijay Ganta<sup>1,2</sup>, Sudhahar Varadarajan<sup>1,3,4</sup>, Vy Ong<sup>5</sup>, Yang Shi<sup>5</sup>, Archita Das<sup>1,3,4</sup>, Dipankar Ash<sup>1,3</sup>, Sheela Nagarkoti<sup>1</sup>, Margorzata McMenamin<sup>1,4</sup>, Stephanie Kelley<sup>1</sup>, Tohru Fukai<sup>1,3,4</sup>, Masuko Ushio-Fukai<sup>1,2</sup>

**Running Title:** Macrophage Drp1 and angiogenesis

Masuko Ushio-Fukai, Ph.D

Vascular Biology Center

Department of Medicine (Cardiology)

Medical College of Georgia at Augusta University

Augusta, GA 30912, USA

## Supplemental Figure S1

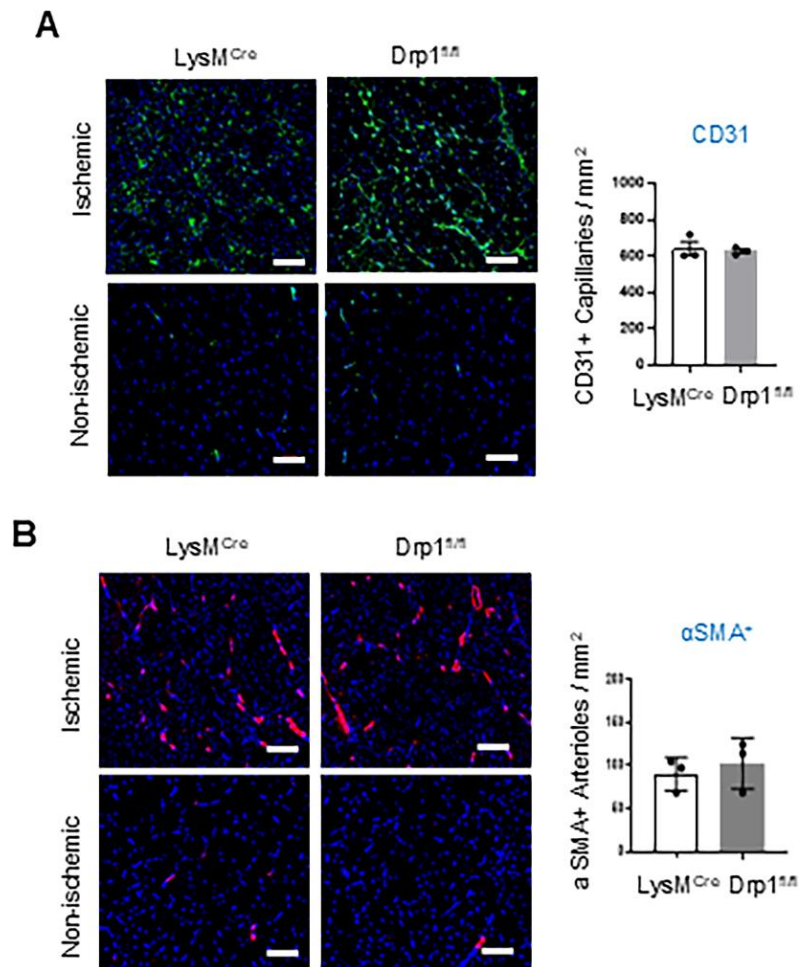

**Figure S1: *Drp1<sup>fl/fl</sup>* and *LysM-Cre* mice exhibited no difference in the number of CD31<sup>+</sup> capillary endothelial cell (EC) and  $\alpha$ SMA<sup>+</sup> arterioles in ischemic muscles following hindlimb ischemia (HLI). A and B. Immunofluorescence (IF) images (left) and quantification (right) of CD31<sup>+</sup> capillary-like EC (A) and  $\alpha$ -smooth muscle cells (SMA<sup>+</sup>) (arterioles) (B) in ischemic and non-ischemic GC muscles at day 21 post-HLI. scale bar=20  $\mu$ m. n=3. Data are mean  $\pm$  SEM.**

## Supplemental Figure S2

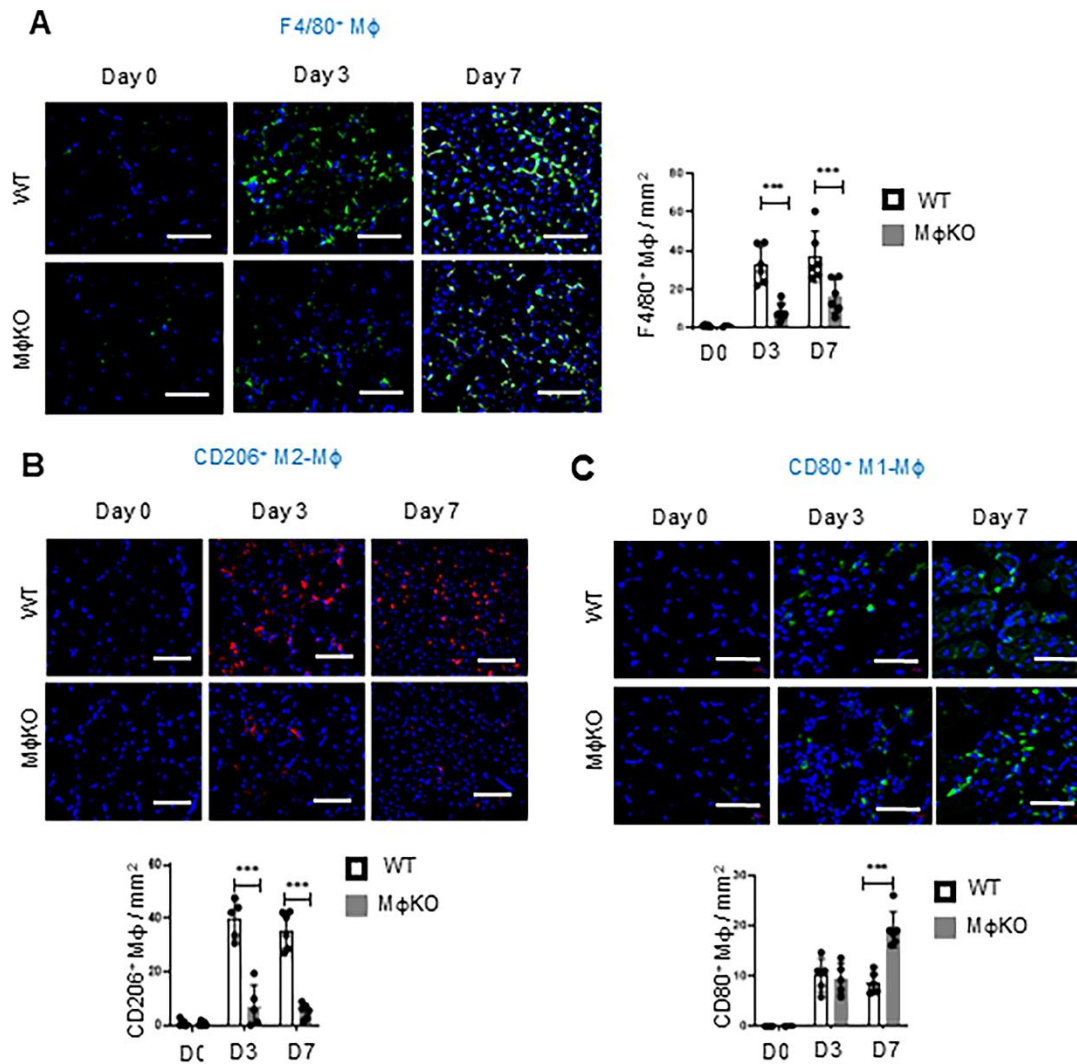

**Figure S2: Myeloid *Drp1*<sup>KO</sup> mice exhibited a reduction in F4/80<sup>+</sup> macrophages and anti-inflammatory CD206<sup>+</sup> M2-like macrophages, along with an increase in pro-inflammatory CD80<sup>+</sup> M1-like macrophages in ischemic muscles.** **A.** IF analysis of F4/80<sup>+</sup> macrophages (green) with DAPI (blue) staining in non-ischemic and ischemic GC muscles of WT and M $\phi$ KO mice at the indicated times after HLI. Scale bar=20 $\mu$ m. **B-C** IF analysis of CD206<sup>+</sup> (red) M2-like macrophages (**B**) and CD80<sup>+</sup> (green) M1-like macrophages (**C**) with DAPI (blue) in ischemic GC muscles of WT and M $\phi$ KO mice at the indicated times post-HLI. Scale bar=20 $\mu$ m, bottom panels show quantification. n=3-5 mice per group, (two-way ANOVA followed by Tukey's multiple comparison test). Data are mean  $\pm$  SEM. \*\*\*p<0.001.

## Supplemental Figure S3

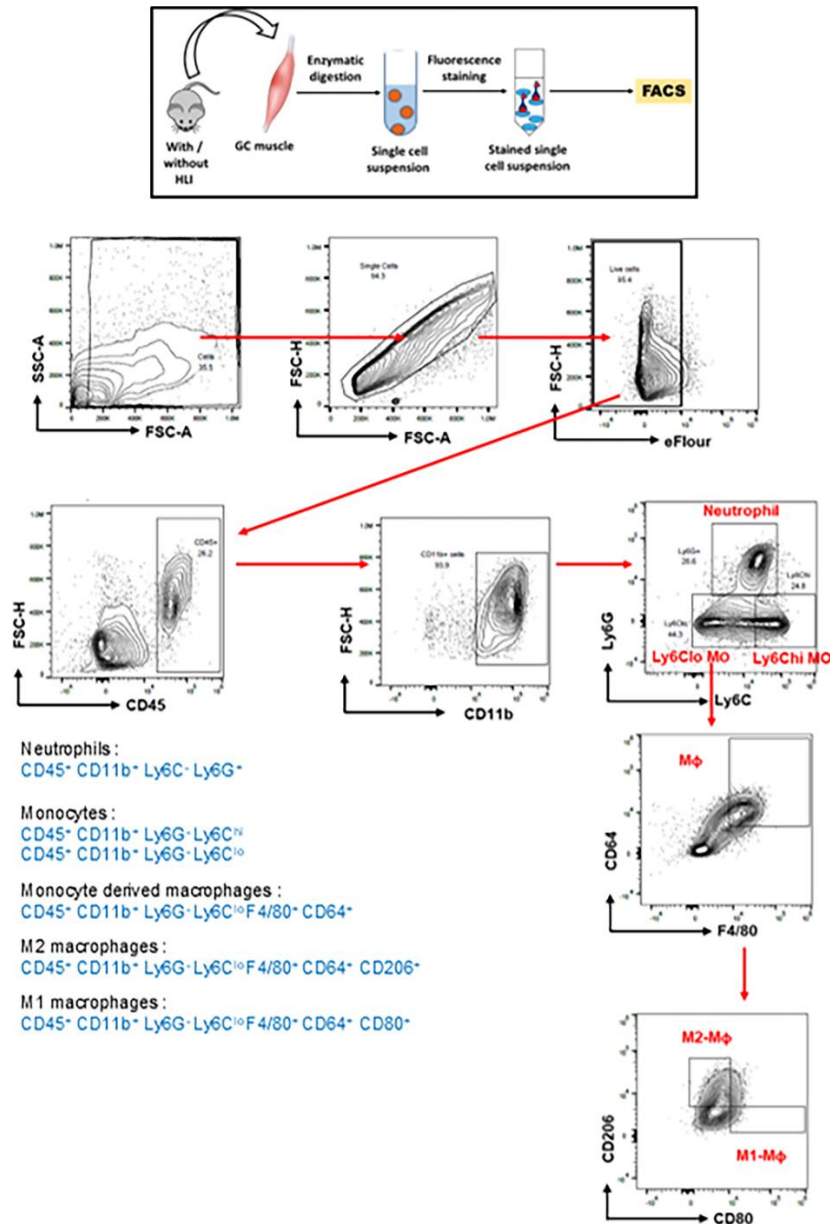

**Figure S3: Schematic representation of the gating strategy for flowcytometry based immunophenotyping of gastrocnemius muscle.** Gating strategy for flow cytometry-based analysis to identify and quantify neutrophils, monocytes, naïve (M0) macrophages, pro-inflammatory M1 macrophages, and anti-inflammatory M2 macrophages isolated from ischemic GC muscle at the indicated time after HLI. Cells were first gated based on FSC-A and SSC-A for singlets, followed by gating for live cells and CD45<sup>+</sup>/CD11b<sup>+</sup> double-positive leukocytes. Neutrophils (Ly6G<sup>+</sup>), monocyte (Ly6C<sup>hi</sup>), naïve M0 Macrophages (Ly6C<sup>lo</sup>/F4/80<sup>+</sup>/CD64<sup>+</sup>), M1 macrophages (Ly6C<sup>lo</sup>/F4/80<sup>+</sup>/CD64<sup>+</sup>/CD80<sup>+</sup>), and M2 macrophages (Ly6C<sup>lo</sup>/F4/80<sup>+</sup>/CD64<sup>+</sup>/CD206<sup>+</sup>) were quantified. Note CD80<sup>+</sup>CD206<sup>+</sup> double positive MΦ in M1/M2 contour plots are not considered in the quantification.

## Supplemental Figure S4

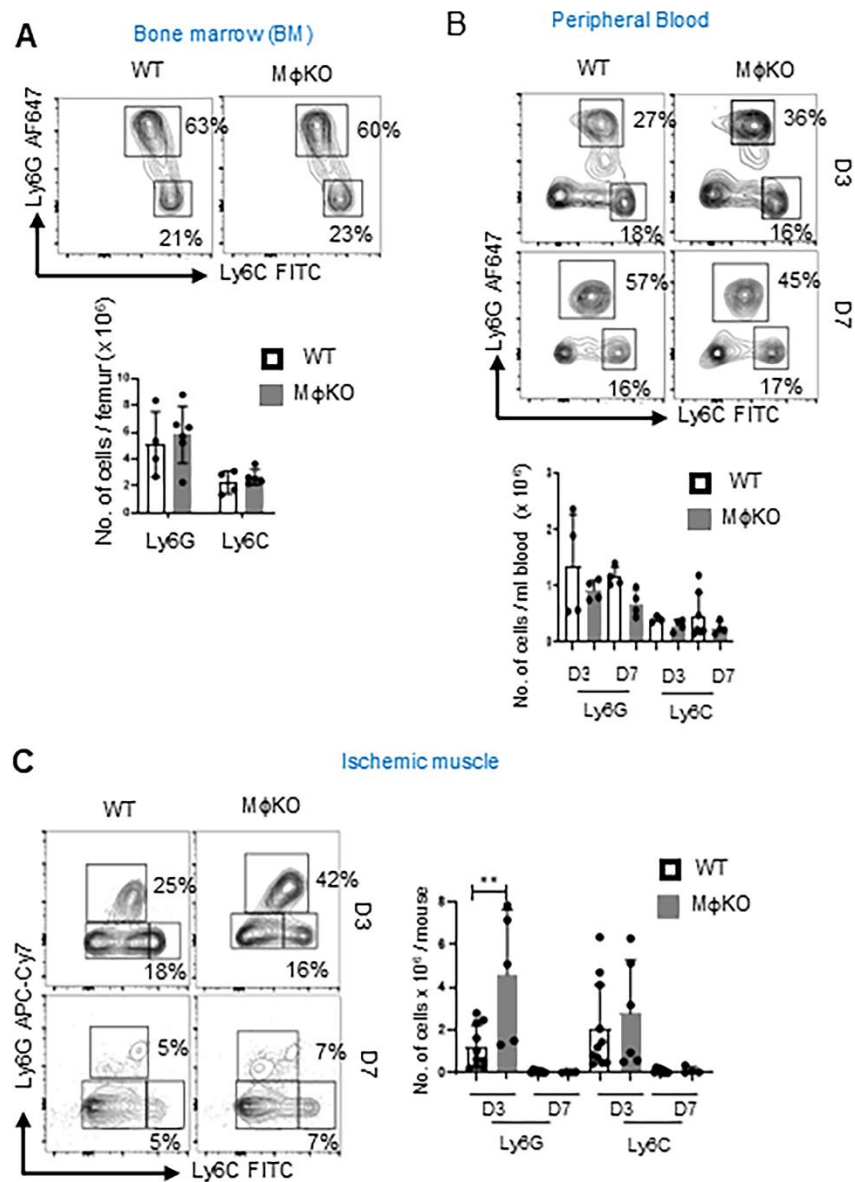

**Figure S4: Neutrophils and monocytes in peripheral blood, bone marrow (BM), and ischemic GC muscles of WT and Myeloid *Drp1*<sup>KO</sup> mice following HLI.** Representative flow cytometry contour plots and quantification of Ly6G<sup>hi</sup> neutrophils and Ly6C<sup>hi</sup> monocytes in the BM (A) and peripheral blood (B) at day 3 post-HLI, as well as in ischemic GC muscle at days 3 and 7 post-HLI in WT and M $\phi$ KO mice. n=3-10 mice per group. Data are mean  $\pm$  SEM. n=3-5. \*\*p<0.01.

## Supplemental Figure S5

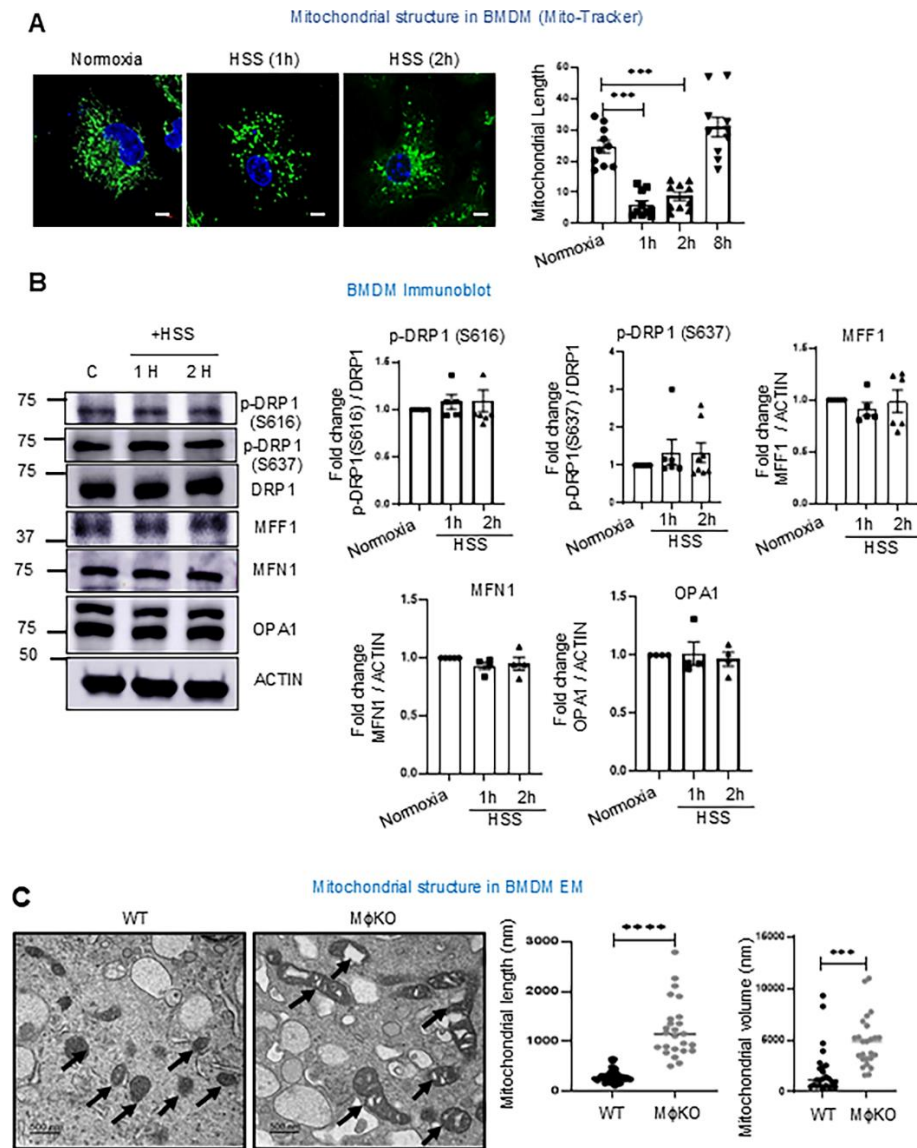

**Figure S5: BMDMs under HSS exhibited increased mitochondrial fission without changes in the expression of key mitochondrial fission/ fusion proteins, while *Drp1*<sup>KO</sup> BMDMs under HSS showed mitochondrial fusion.** **A.** Mitochondrial structure in WT-BMDMs stained with MitoTracker Green after HSS stimulation for the indicated time (left). The right panel shows quantification of mitochondrial length measured using image J (right). Scale bar=5μm, n=number of cells analyzed from 3 independent exp. \*\*\*p<0.001 (one-way ANOVA followed by Tukey's multiple comparison test). **B.** Western blot analysis of p-DRP1-S616, p-DRP1-S637, total DRP1, MFF1, MFN1, OPA1 and ACTIN (loading control) in WT-BMDM exposed to HSS for the indicated time. The right panels show quantification. Data are mean ± SEM. n=4-5. **C.** Electron microscopy images and quantification of mitochondrial length and volume in WT and MφKO BMDMs after 1 h of HSS stimulation. n=number of cells analyzed per group. Data are mean ± SEM. \*\*\*\*p<0.0001 (unpaired t test).

## Supplemental Figure S6

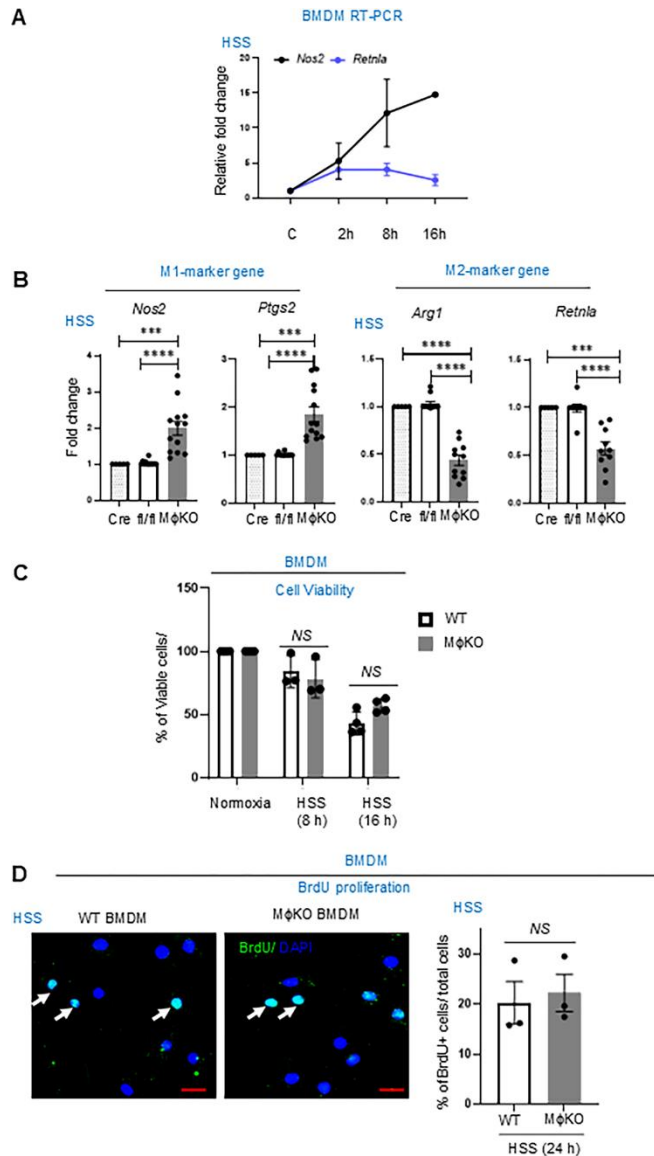

**Figure S6: *Drp1*<sup>KO</sup> BMDMs under HSS showed an increase in M1-marker genes and a decrease in M2-marker gene expression without affecting cell viability or proliferation. **A.** Quantitative RT-PCR (relative to *Hprt*) analysis of M1 marker gene *Nos2* and M2 marker gene *Retnla* mRNA levels in WT-BMDMs exposed to HSS for the indicated time. Data are expressed as fold change from normoxic controls. **B.** mRNA levels of M1 markers (*Nos2* and *Ptgs2*) and M2 markers (*Arg1* and *Retnla*) in *LysM*-Cre WT, *Drp1*<sup>fl/fl</sup> WT, and MφKO BMDMs under HSS for 8 h. Data are mean ± SEM. n=3-7. \*\*\*\*p<0.0001, \*\*\*p<0.001 (one-way ANOVA followed by Tukey's multiple comparison test). **C.** Cell viability in WT and MφKO BMDMs exposed to either HSS or normoxia for the indicated time, as measured by a CCK-8-based colorimetric assay. **D.** IF images (left) and quantification (right) of proliferating BrdU<sup>+</sup> (green) with nuclei stained by DAPI (blue) after 24 h of HSS exposure in WT and MφKO BMDMs. Scale bar=20 μm. Data represent n=3-4 independent experiments and are shown as mean ± SEM.**

## Supplemental Figure S7

BMDM HSS bulk RNA Seq.

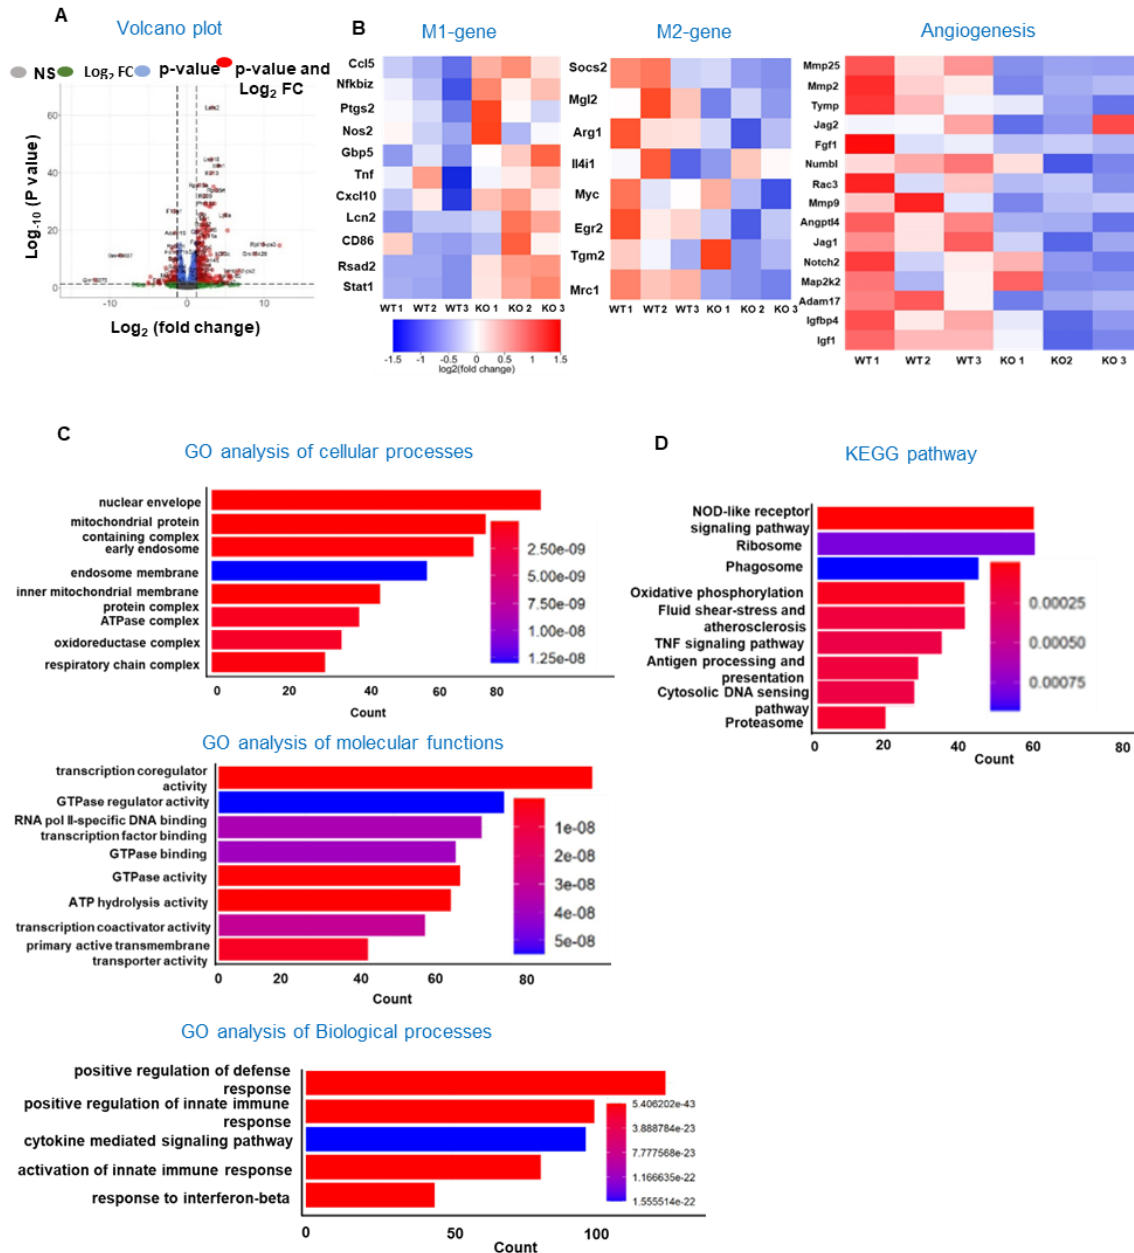

**Figure S7: *Drp1*<sup>KO</sup> BMDM exposed to HSS exhibited increased expression of pro-inflammatory M1 genes and decreased anti-inflammatory M2 genes and pro-angiogenic genes.** RNA-Seq analysis was performed on BMDMs from WT and M $\phi$ KO mice (n = 3 per group) that were cultured for 7 days and then exposed to HSS for 8h. **A.** A volcano plot showing the differentially expressed genes. **B.** Heat maps depicting the expression patterns of pro-inflammatory M1 genes, anti-inflammatory M2 genes, and pro-angiogenic genes. **C.** Gene Ontology (GO) enrichment analysis of the differentially expressed genes. **D.** KEGG pathway enrichment analysis of the differentially expressed genes.

## Supplemental Figure S8

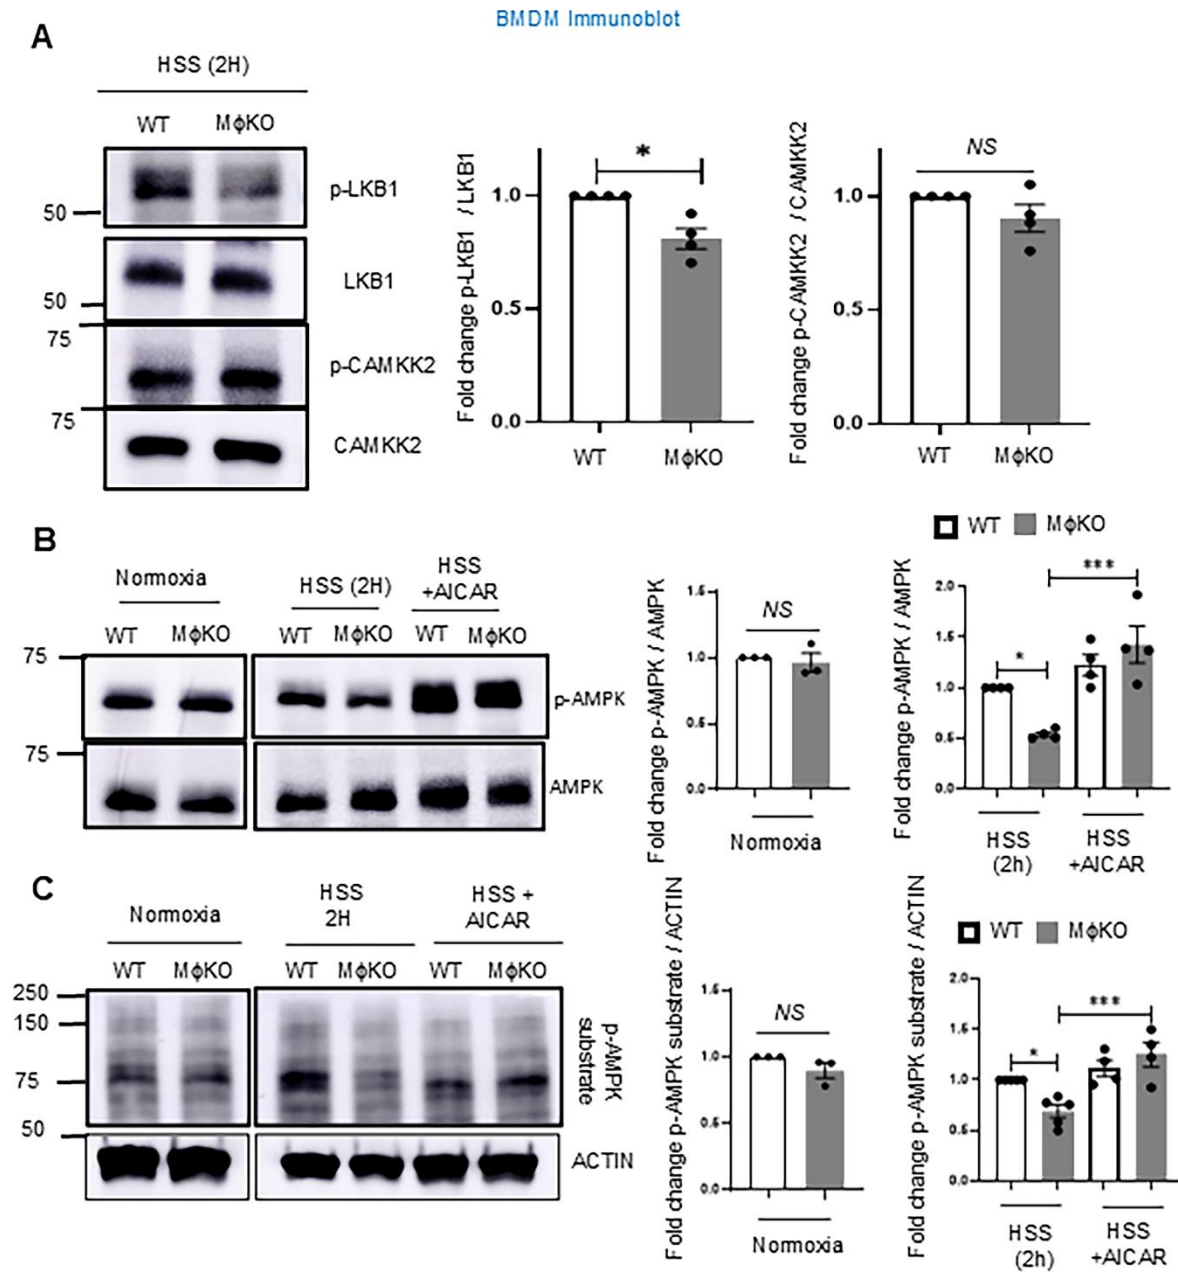

**Figure S8: Reduced AMPK activation in *Drp1*<sup>KO</sup> BMDM under HSS was restored by AMPK activator AICAR.** WT and M $\phi$ KO BMDMs were subjected to 2 h of HSS stimulation and analyzed by Western blot using anti- p-LKB1, LKB1, p-CAMKK2 and CAMKK2 antibodies. Right panels show quantification. Data are mean  $\pm$  SEM. (n=4, unpaired t test). **B.** WT and M $\phi$ KO BMDMs were exposed to normoxia or HSS for 2 h with or without AICAR pre-treatment (100  $\mu$ M for 2h) and analyzed by Western blot using anti-p-AMPK, AMPK, total p-AMPK substrate, and ACTIN antibodies. Right panels show quantification. Data are mean  $\pm$  SEM. n=4-5. (ANOVA followed by Tukey's multiple comparison test).

## Supplemental Figure S9

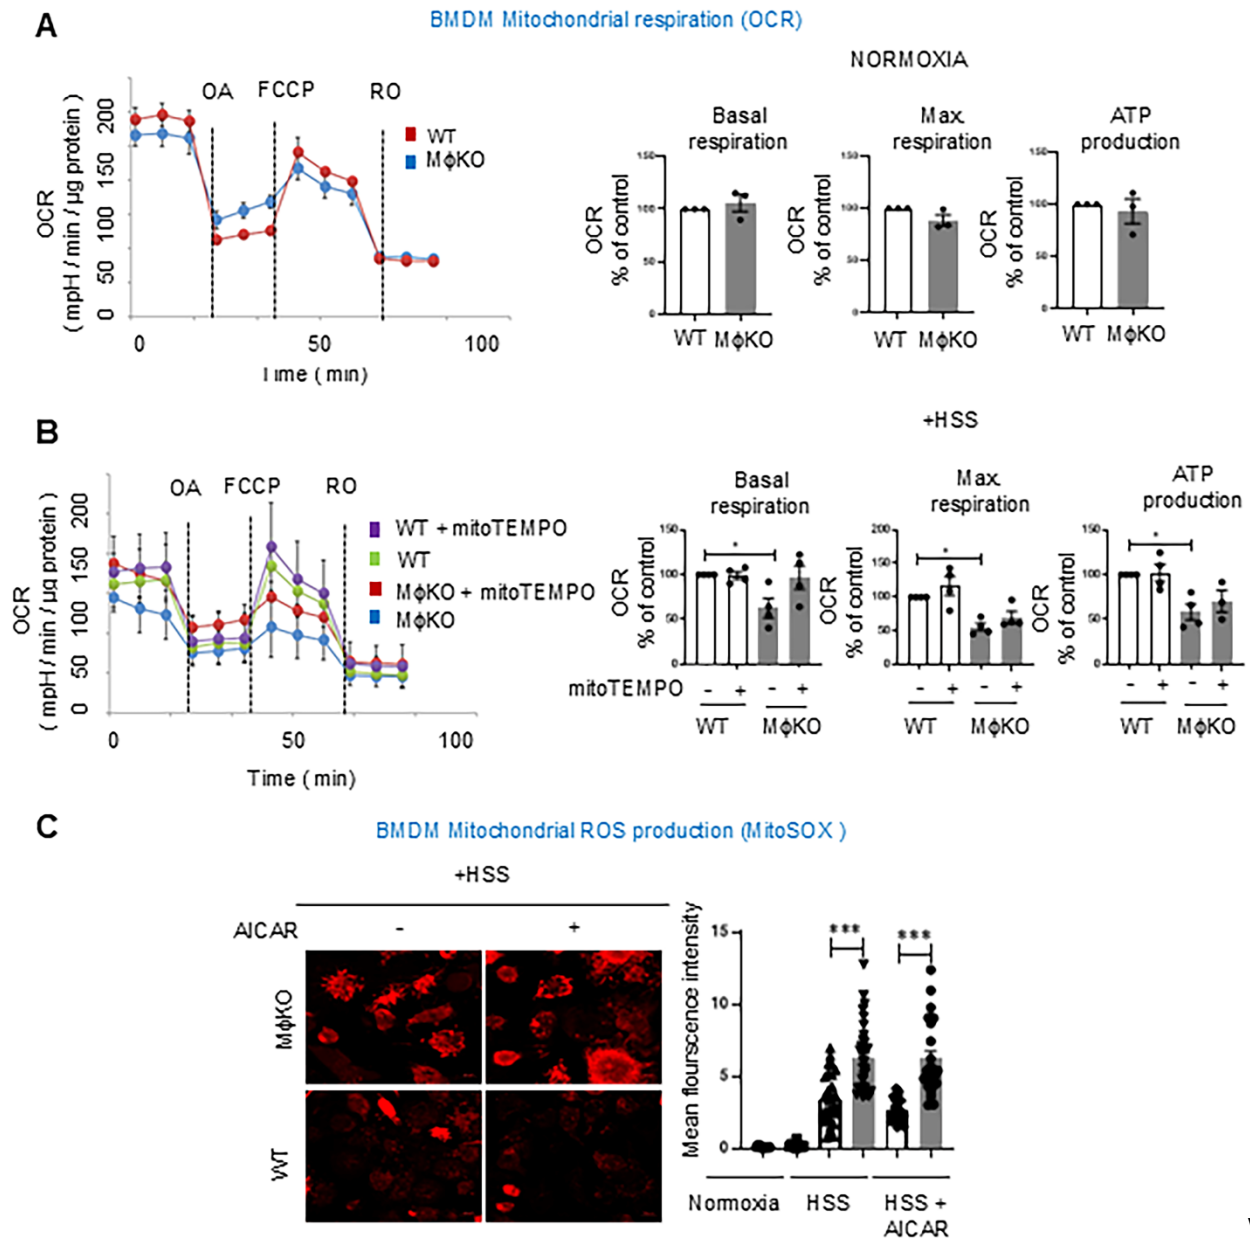

**Figure S9: Excess mitoROS production in *Drp1*<sup>KO</sup> BMDMs under HSS does not precede mitochondrial dysfunction and is not suppressed by the AMPK activator.** **A.** Mitochondrial respiration (OCR) measured via Seahorse XF analyzer in WT and MφKO BMDMs under normoxia for 2h. **B.** OCR in WT and MφKO BMDMs after 2h of HSS stimulation, with or without mitoTEMPO pre-treatment (16 h at 20 μM). Right panels show quantification. Data represent n=3 (one-way ANOVA followed by Tukey's multiple comparison test). **C.** Left, Mitochondrial ROS production measured by MitoSOX after 2 h of HSS stimulation in WT and MφKO BMDMs, with or without AMPK activator AICAR pre-treatment (2 h at 100 μM). Right: Quantification of mean fluorescence intensity using ImageJ. Scale bars=5μm. \*p<0.05, \*\*\*p<0.001 (one-way ANOVA followed by Tukey's multiple comparison test). Data are mean ± SEM.

# Supplementary material for: Myeloid DRP1 deficiency limits revascularization in ischemic muscles via inflammatory macrophage polarization and metabolic reprogramming
**Source:** JCI Insight. 2025 Jan 9;10(1):e177334. doi: 10.1172/jci.insight.177334

**Fig. 1C Generation of myeloid-specific Drp1<sup>KO</sup> mice**

**Bone marrow macrophages (BMDM)**

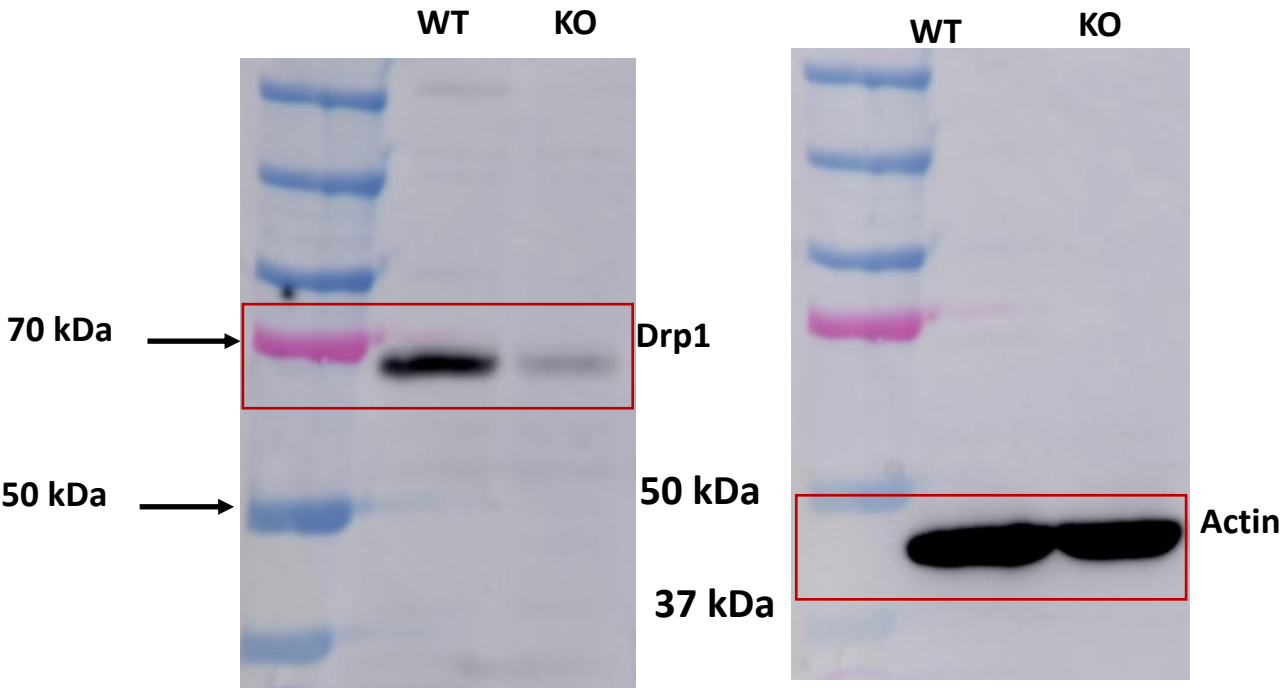

**Peritoneal macrophages (PM)**

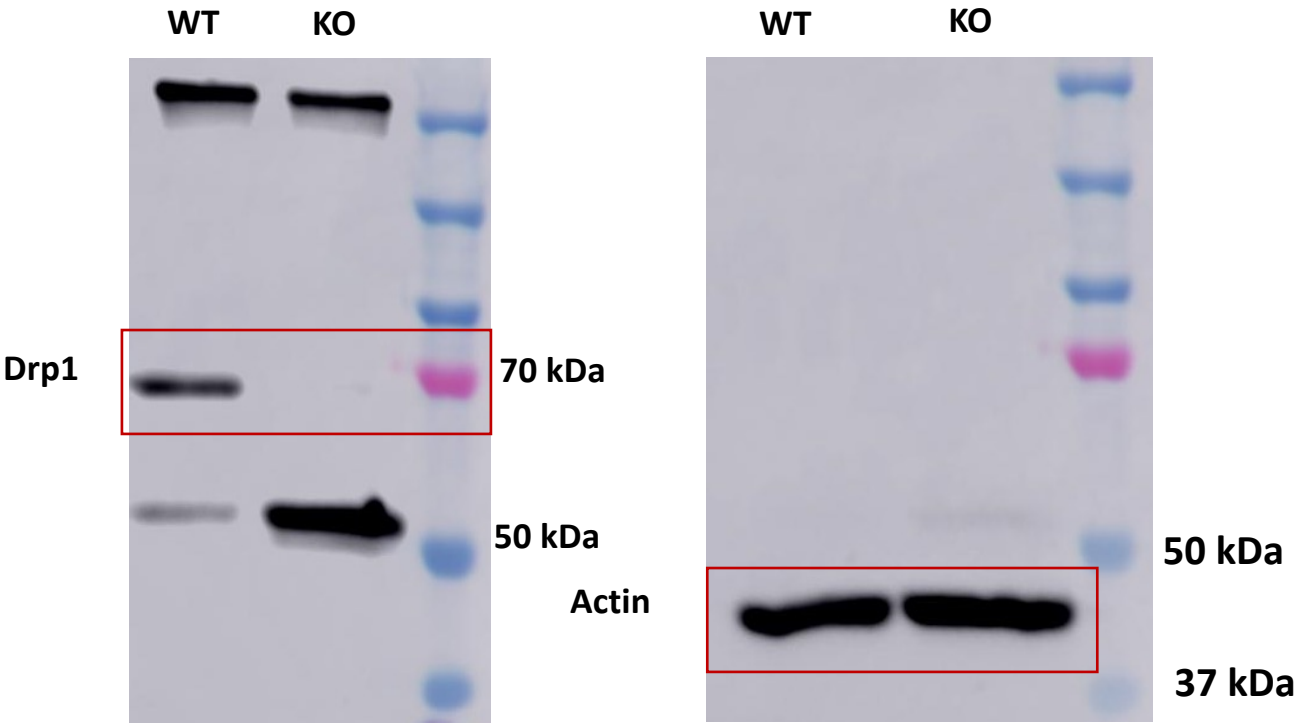

Fig. 1C Generation of myeloid-specific Drp1<sup>KO</sup> mice

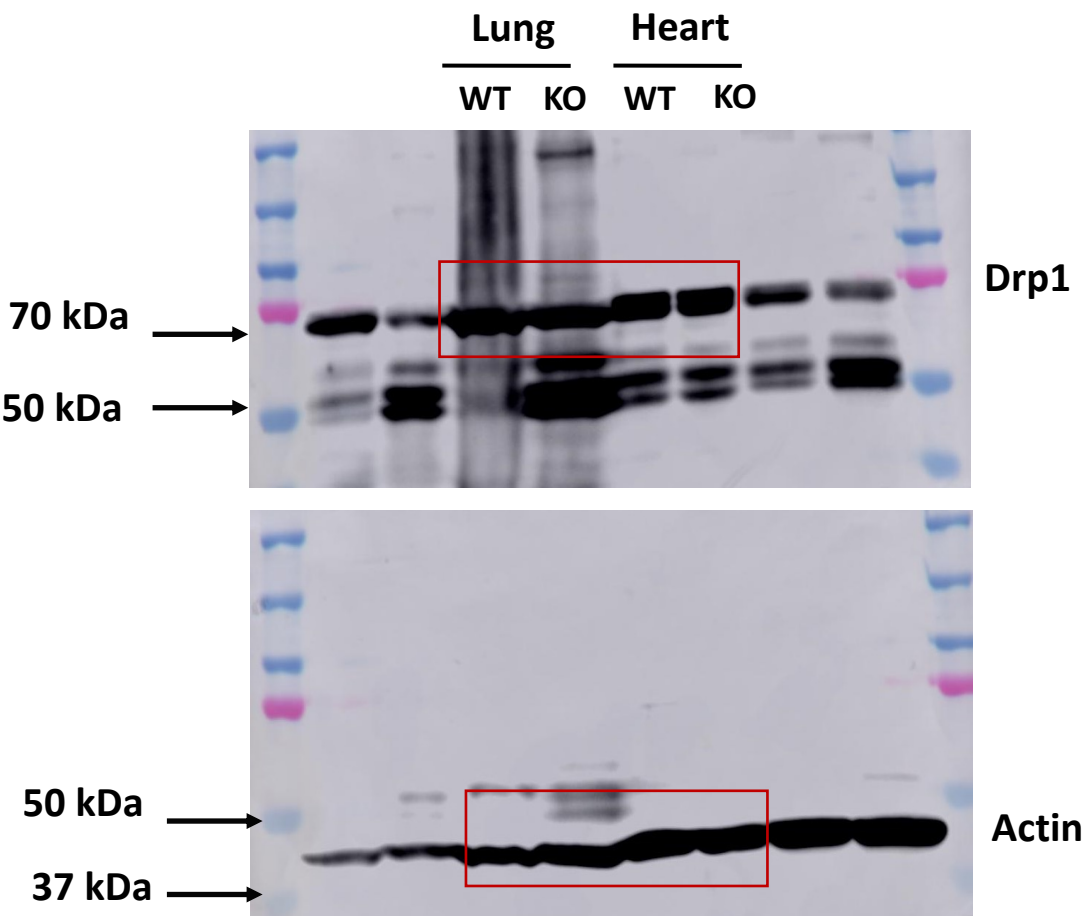

Fig. 3B Ischemic muscle immunoblot

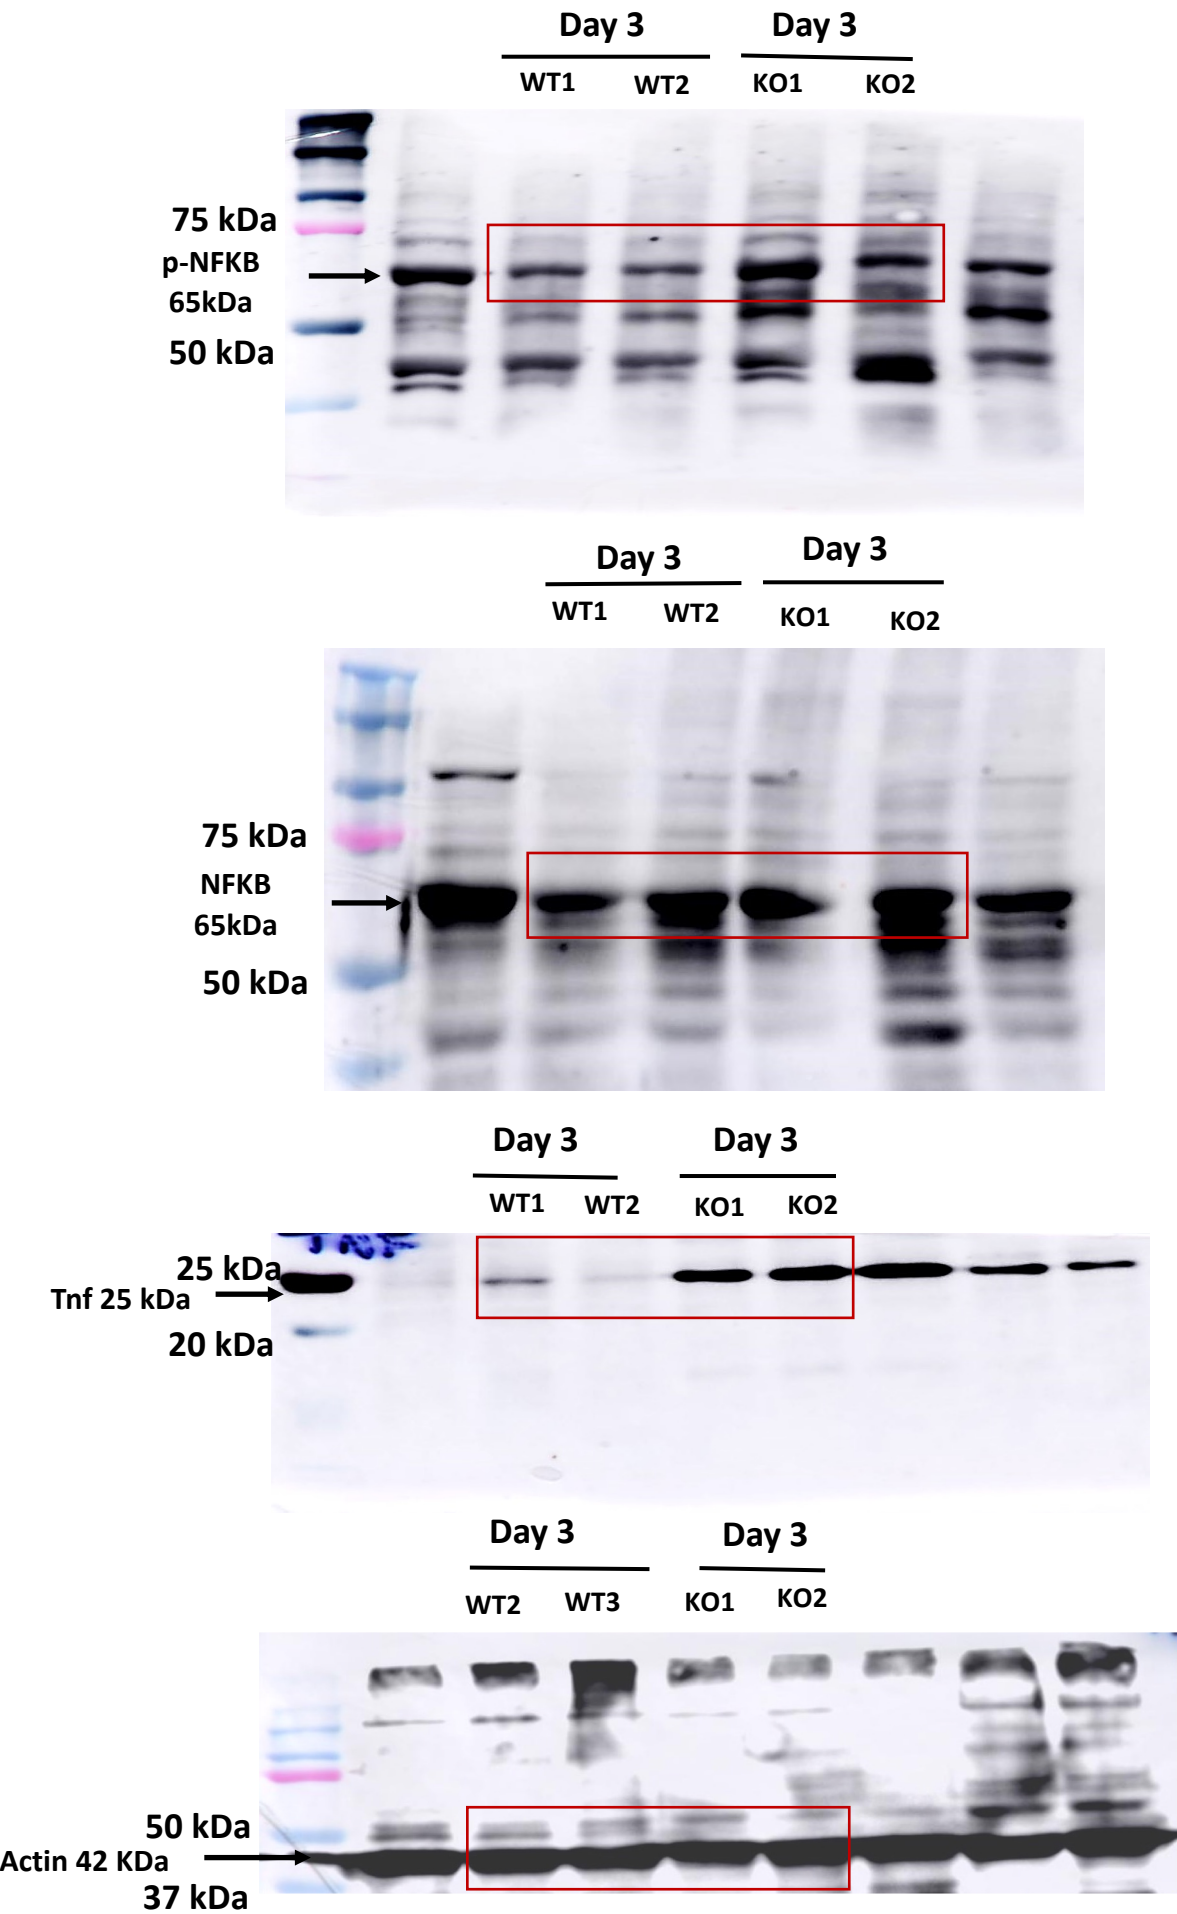

Fig. 3C Ischemic muscle immunoblot

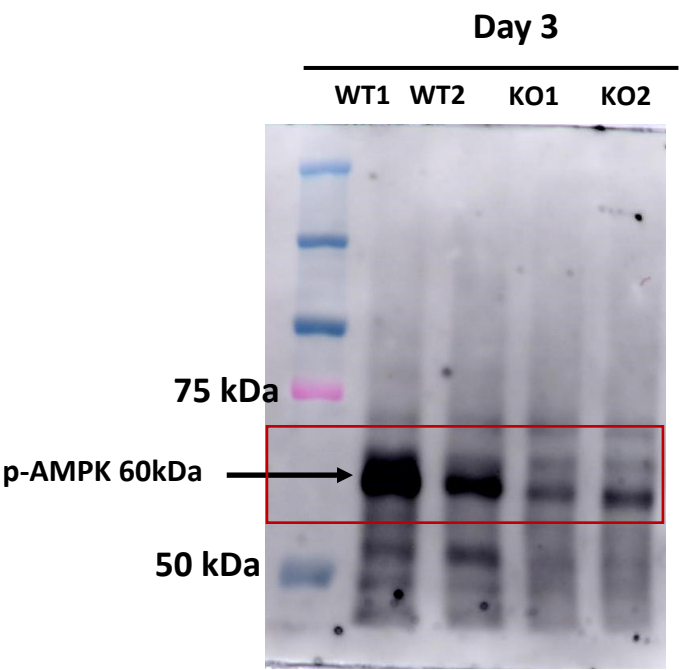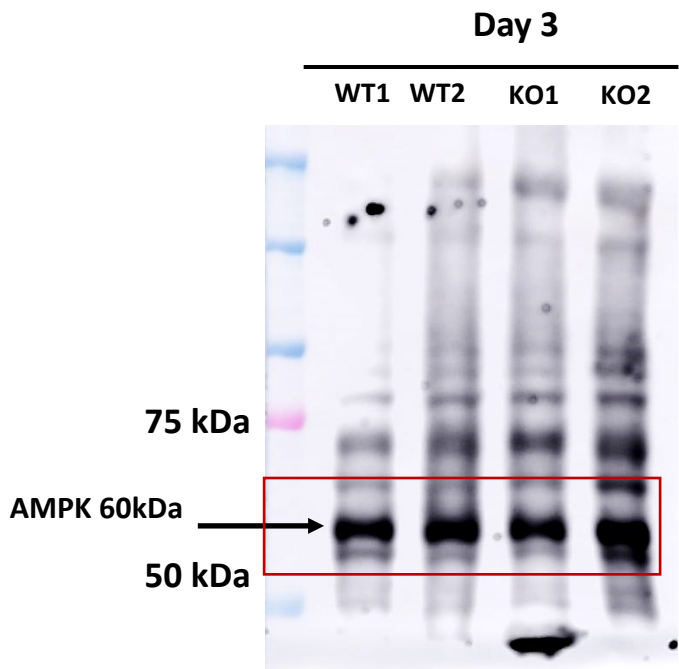

Fig. 4D BMDM Immunoblot

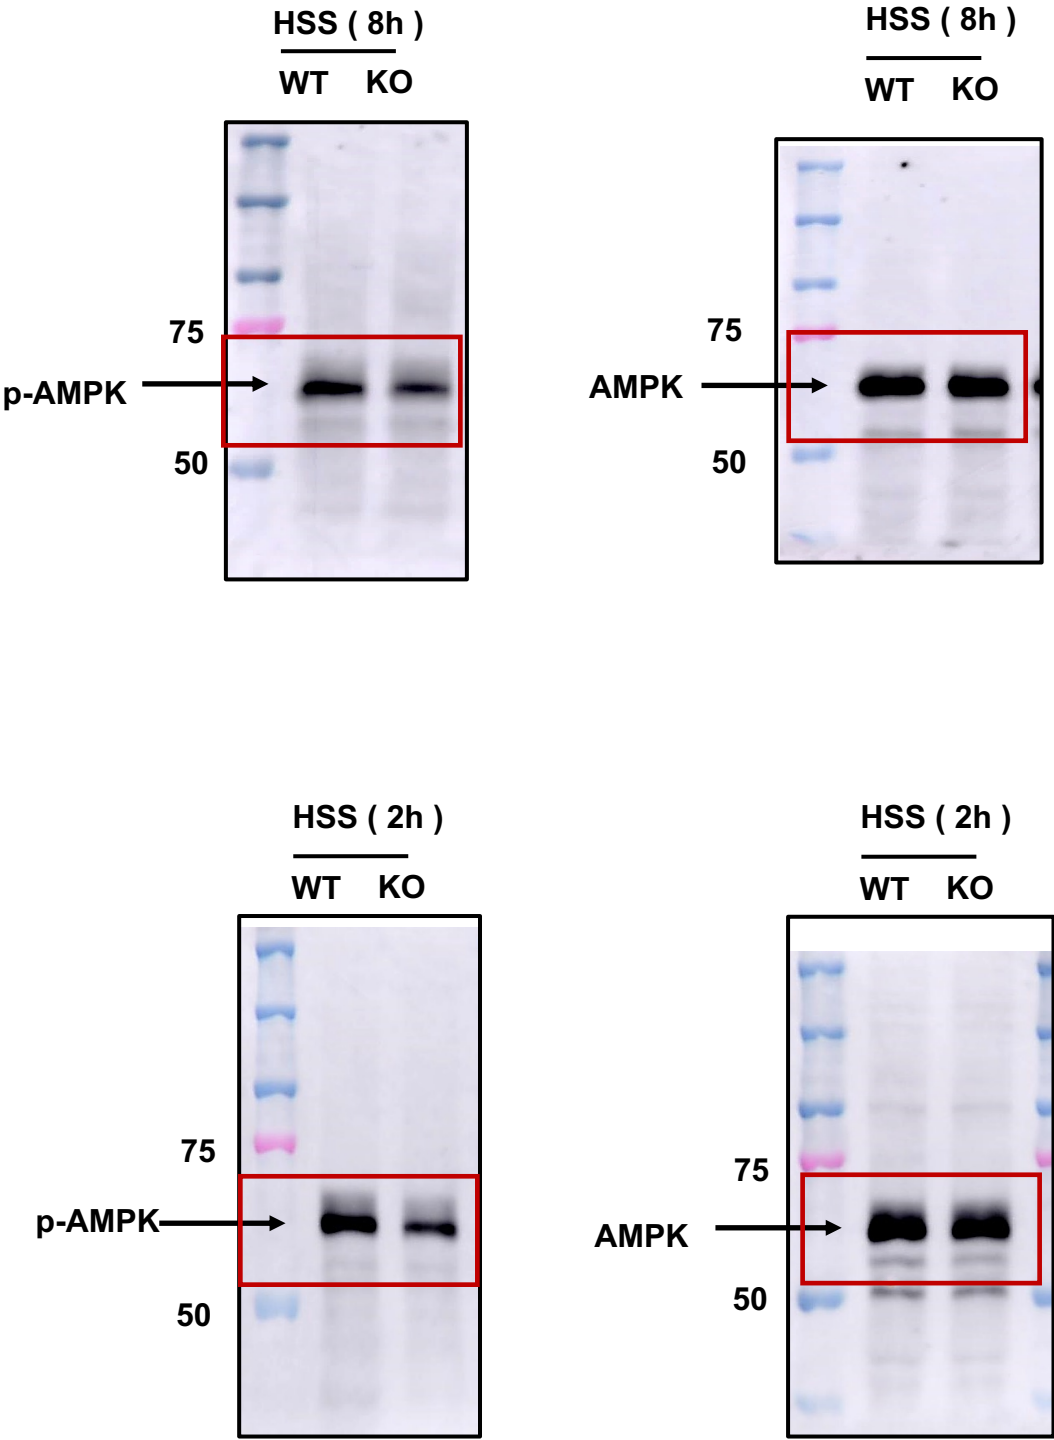

Fig. 6D BMDM HSS CM immunoblot

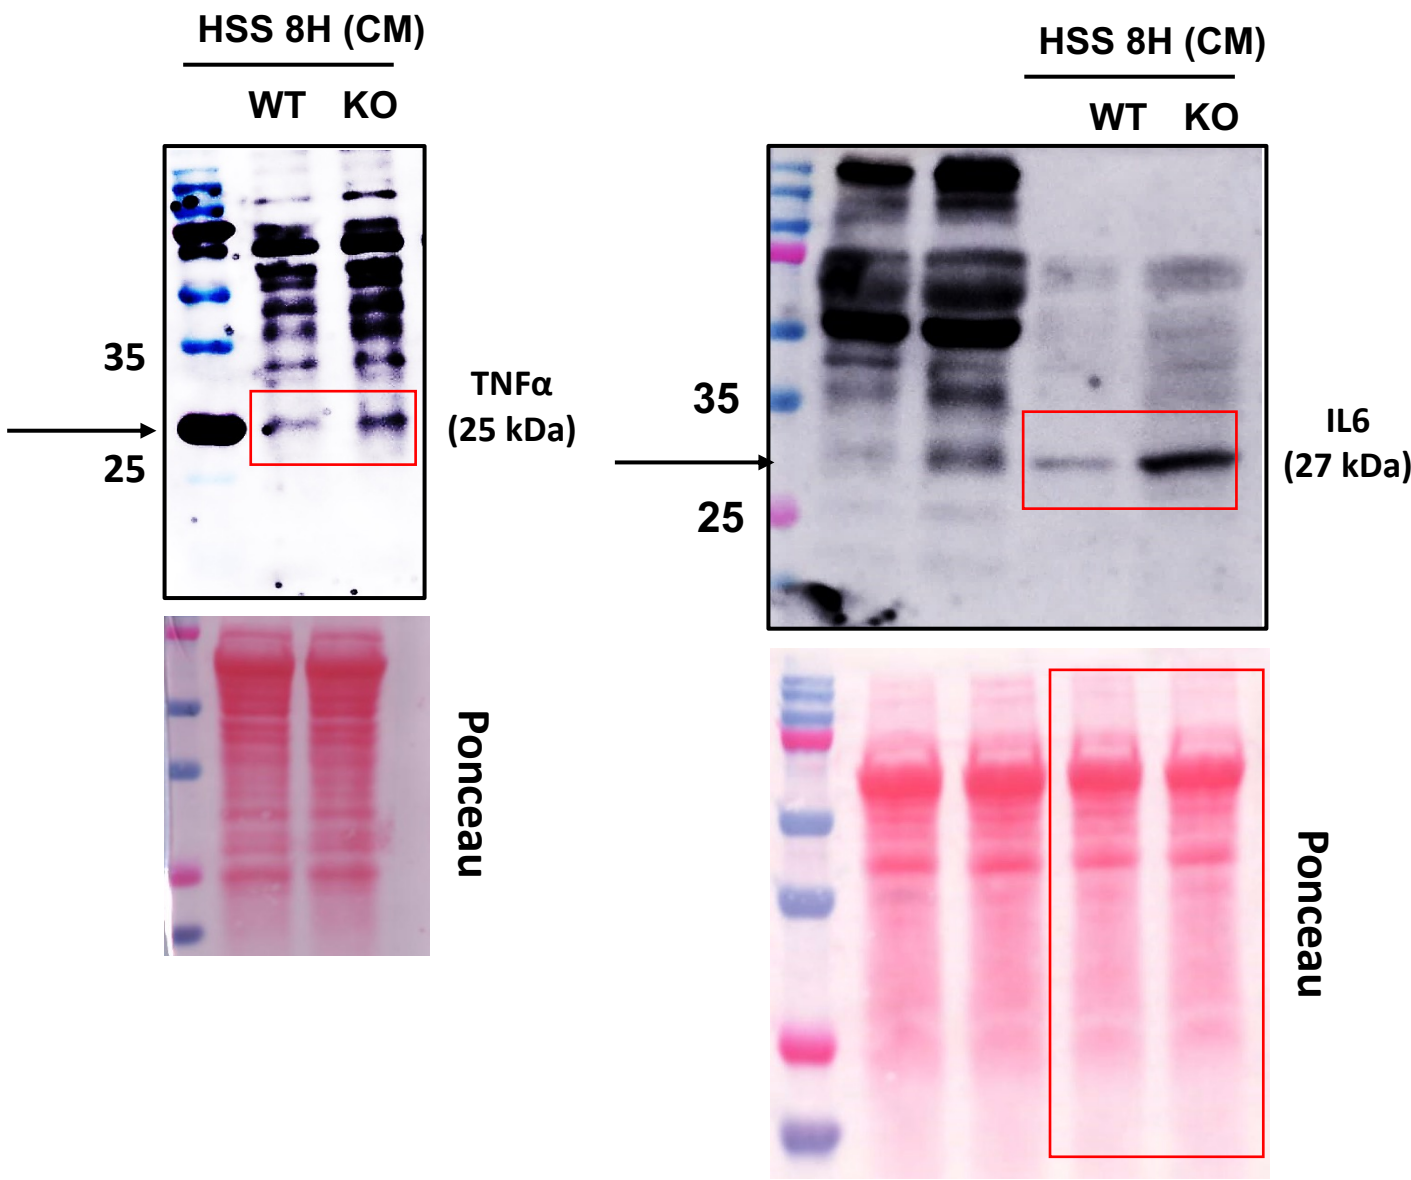

Fig. S5B BMDM Immunoblot

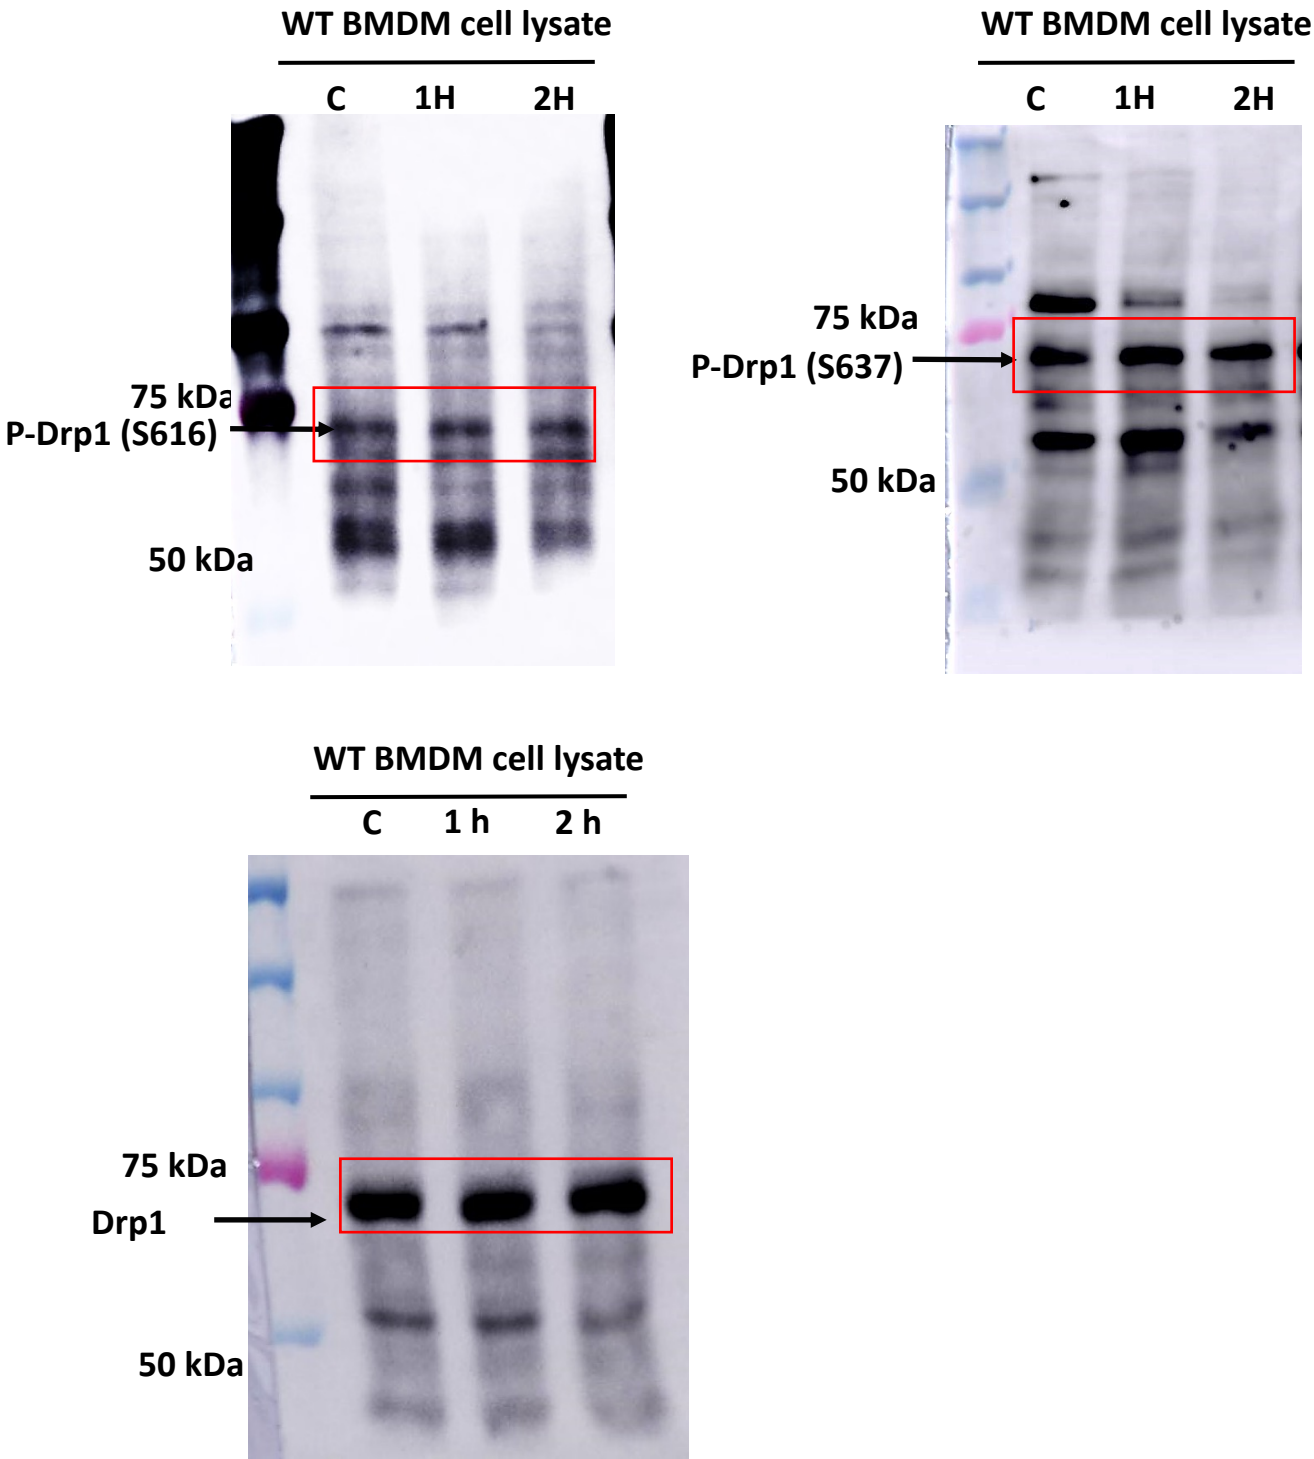

Fig. S5B BMDM Immunoblot

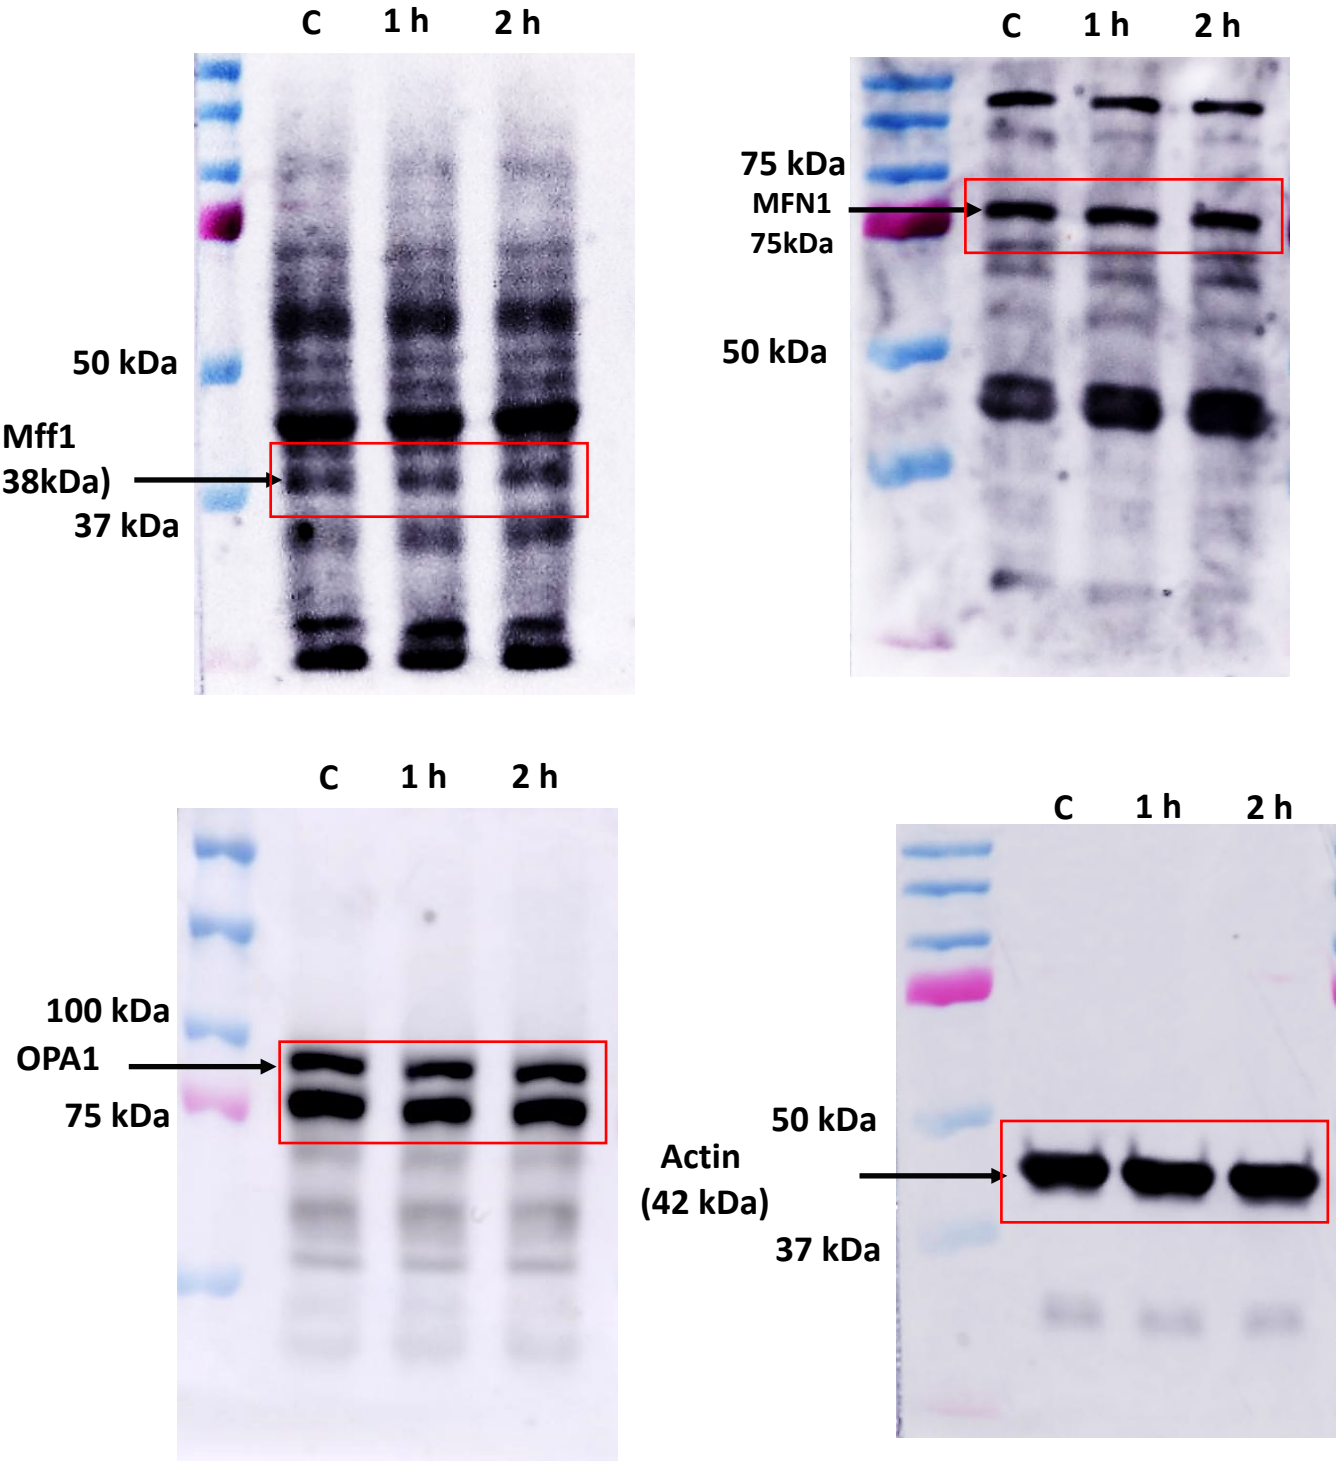

Fig. S8A BMDM Immunoblot

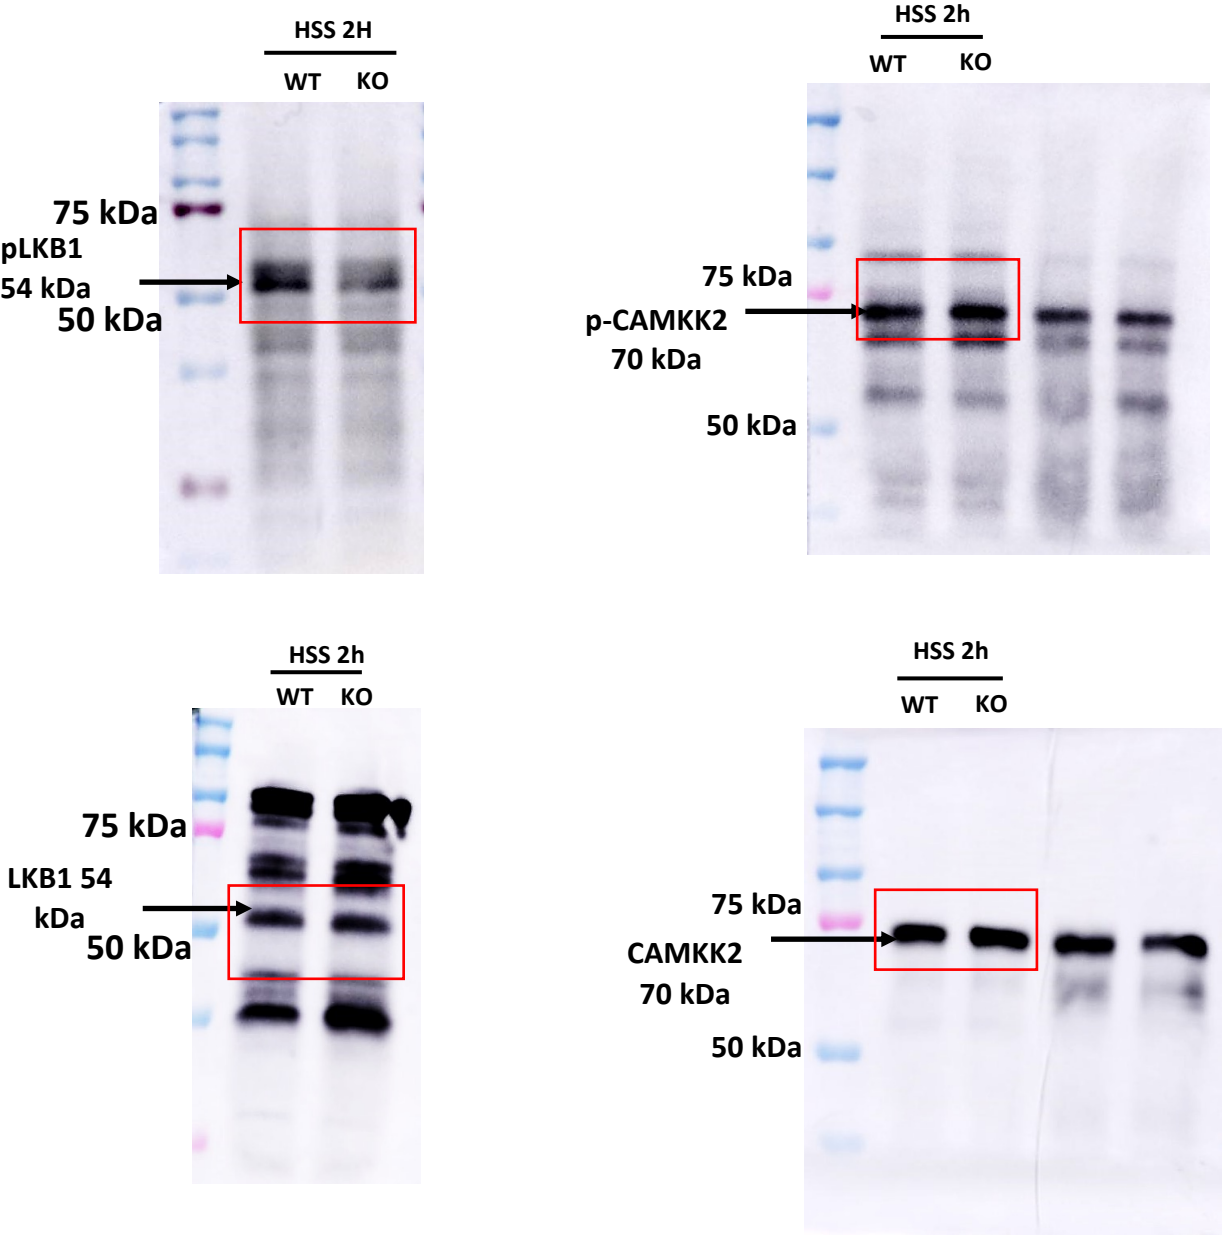

Fig. S8B BMDM Immunoblot

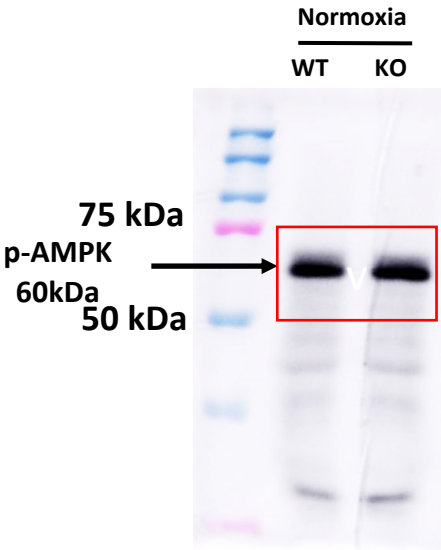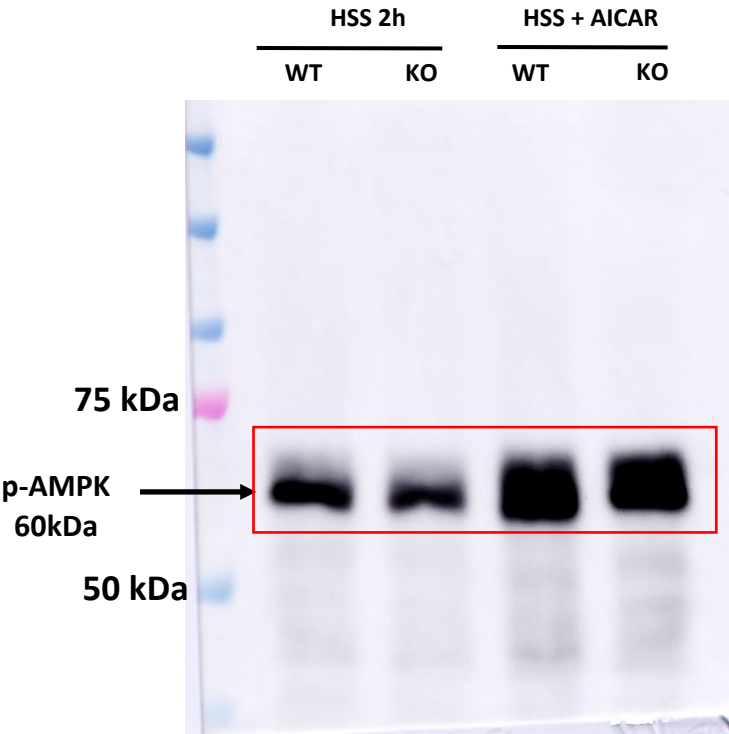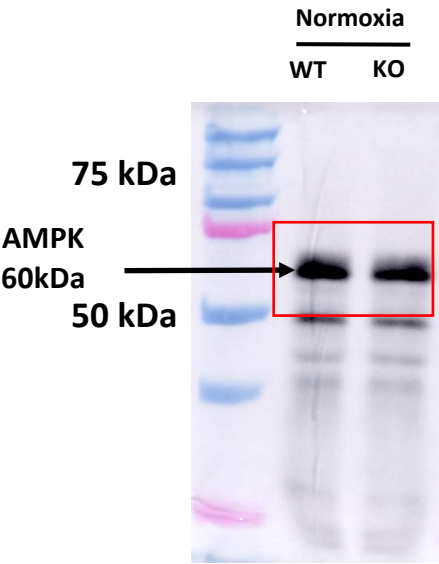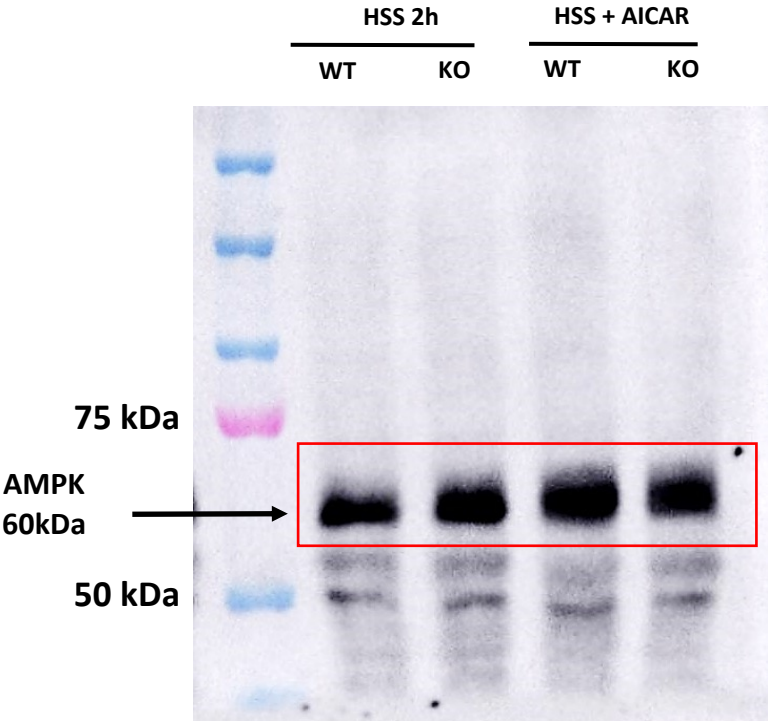

Fig. S8C BMDM Immunoblot

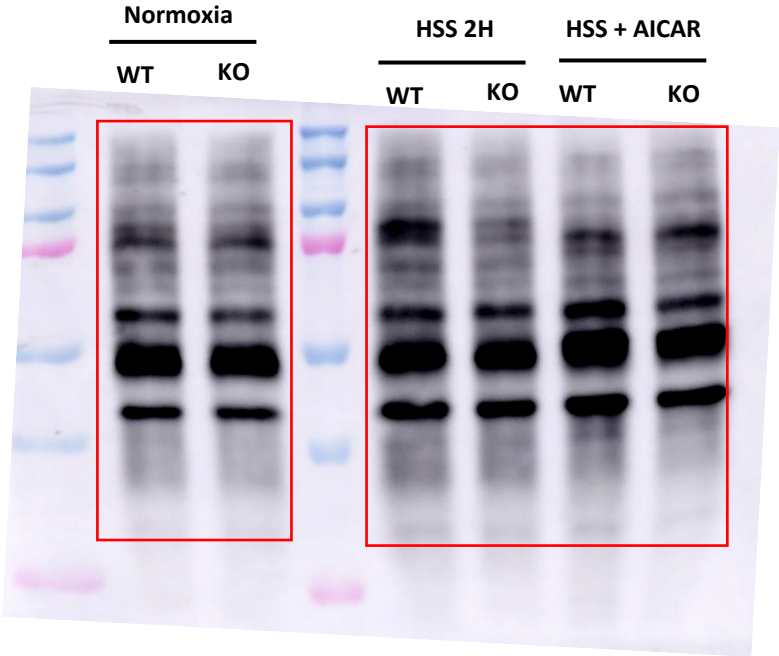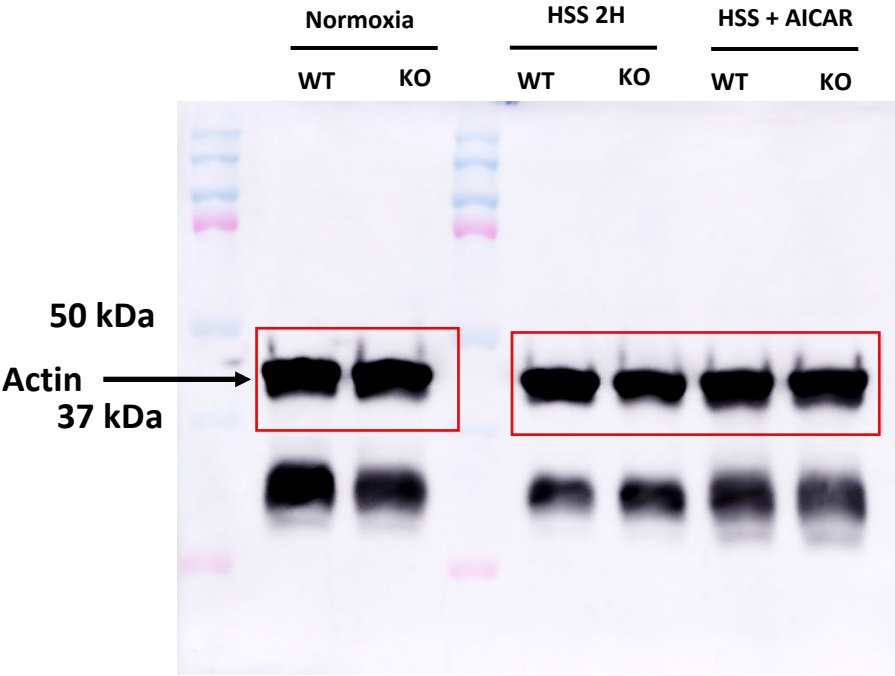

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

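RNA from BMDMs after 8 hours of HSS was analysed in 3 WT and 3 *Drp1* KO libraries. The paper gives 2% oxygen and 20% L929 medium for these cultures, and the sample labels give 2.1% and 10%. The paper's BMDM methods state that bone marrow of 2 mice per genotype was pooled; its text does not say whether each library comes from a separate pool. The authors built a kallisto index from the Ensembl cDNA sequences of GRCm39 and deposited one table per library with the length, effective length, estimated count and TPM of each transcript. The deposited estimated counts are not whole numbers and are not scaled between libraries. The deposited TPM values were used only for the length-scaled alternative. In 17986 transcripts the effective length exceeded the length in at least 1 library, and the paper does not state whether kallisto's correction for sequence bias was used.

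Transcripts were matched by identifier to the GENCODE annotation of GRCm39. Of 116873 transcripts, 116159 (99.4%) matched, on 36137 genes, and 0.542% to 0.575% of each library's counts lay on the others, which were left out. Estimated counts were added per gene and rounded. Depth was 24269850 to 28650715 estimated reads in WT and 23389488 to 32231206 in *Drp1* KO libraries. A level of 3 counts, taken as the floor, is 0.0917 to 0.136 CPM, and a fold change against a group with every library at or under it was given only as a lower bound. The 10 most abundant genes took 10.2% to 10.9% of the counts of each library, and mitochondrially encoded genes 0.297% to 0.690%.

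The fit used edgeR 4.0.16 in R 4.3.3, with TMM normalization, genes with at least 10 counts in total, and the quasi-likelihood test of *Drp1* KO against WT with no covariate. The thresholds counted were the paper's (fold change over 1.25 and unadjusted p under 0.05) and a Benjamini-Hochberg adjusted p under 0.05. Standard errors are the fold change divided by the square root of the test's F. Gene sets were tested with camera and fry of limma 3.58.1 on log2 CPM with a prior count of 2. The 17 sets were the 3 heat-map lists of Supplemental Figure 7B, read from the figure, and lists for interferon-stimulated genes, NF-κB targets, glycolysis, hypoxia, the integrated stress response, neutrophil, dendritic cell, fibroblast, lymphocyte and macrophage markers, ribosomal proteins, nuclear oxidative phosphorylation subunits, mitochondrially encoded mRNAs and proteasome subunits. Sets that did not pass and are given nowhere else had these median log2 fold changes: hypoxia -0.09, dendritic cell markers -0.24, fibroblast markers -0.24, lymphocyte markers 0.35 (0.07 with genes at the floor set to their bound, and 0.03 without WT library 3) and macrophage markers -0.06. Some of them passed under other settings (adjusted p, camera): the hypoxia list without *Drp1* KO library 1 (0.0414), dendritic cell markers without WT library 1 (0.0289) and without *Drp1* KO library 3 (0.0177), lymphocyte markers without WT library 2 (0.0433), and fibroblast markers without WT library 2 (0.0181), WT library 3 (0.0280) or *Drp1* KO library 2 (0.0359), with length-scaled counts (0.0350) and with no filter beyond 1 count (0.0491). With a library left out, the median of the hypoxia list ran from -0.166 to -0.047 and that of dendritic cell markers from -0.511 to -0.040. For fibroblast markers it ran from -0.433 to -0.283. With length-scaled counts, dendritic cell markers had -0.031 and fibroblast markers -0.520. The Reactome sets are those supplied with fgsea 1.28.0, of which 882 had 10 to 500 genes tested, and 87.5% of their gene identifiers matched.

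The test was run on simulated data first. In counts drawn for 18149 genes from the real means and library sizes, with 200 genes changed 2-fold, the test recovered 85.5% of the changed genes at an adjusted p under 0.05 and called 11 unchanged genes, 6.04% of its calls. The median fitted log2 fold changes were 1.00 and -0.99. Genes were drawn independently, so these rates do not cover correlation between genes or a shared batch. A set of 20 raised genes had a camera p of 8.97e-30 and a set of 20 unchanged genes 0.849.

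The groups share the replicate numbers 1 to 3 in the sample labels. Deviations from the group mean correlated at 0.510 between WT and *Drp1* KO libraries 1, 0.204 between libraries 2 and 0.298 between libraries 3, over 12248 genes with a mean of at least 1 CPM. Each is over 0.1, so the numbers were taken to pair the libraries, from the data and not from a statement of the paper. WT library 2 and *Drp1* KO library 3 correlated at 0.326, and the 6 pairs with different numbers ranged from -0.443 to 0.326. WT library 2 thus correlated more with *Drp1* KO library 3 than with *Drp1* KO library 2, so the rule cannot show how libraries 2 and 3 pair. The first principal component (30.7% of the variance) set libraries 1 of both groups apart from libraries 2 and 3, and the second (29.7%) set the genotypes apart. The statistic of a chi-square test per degree of freedom was at least 9.50 for each pair of libraries, so no library was a copy of another.

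Alternatives set before the data were examined were DESeq2 1.42.0, limma-voom, size factors by the median of ratios, library size only, edgeR's filterByExpr, no filter beyond 1 count, length-scaled TPM counts, protein-coding genes only, loess corrections for gene length and for GC content, the replicate number as a block with and without the GC correction, each library left out in turn, a log2 fold change over 1.25, an adjusted p with the same fold change, fry, and camera with an estimated correlation. Fisher's exact test for over-representation was added after the data were seen. The paper used DESeq2, and edgeR replaced it here as the main tool.

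Genes named in the text are those of the 3 heat maps, those the paper names for macrophages, the legible labels of the volcano plot, *Lyz2* and sex-linked genes, the 5 genes with the smallest p in each direction among those with an adjusted p under 0.05, a mean of at least 1 CPM and no overlap between groups, and up to 3 genes with the smallest p of each gene set that passed. *Rpl15-ps3*, *Gm12918*, *Gm15429*, *Gm49037*, *Igkc*, *Jchain*, *Ngp*, *S100a8*, *S100a9*, *Ltf*, *Cd79a*, *Cd79b*, *Rpl13*, *Rpl15*, *Aph1a*, *Mapk6*, *Phgdh*, *Csf3r* and *Mmp8* include genes outside that rule that were chosen after their values were seen. Sequences of 31 bases shared between transcripts were counted in Python 3.11.15 on the GENCODE sequences, and the longest *Lars2* transcript model, 3934 bases with all 21 exons, was aligned to the GRCm39 genome with BLAST 2.17.0. The GO and KEGG annotation was not used here. *Xist* has no value here, and *Retnla* had too few counts to be tested.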

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

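The paper's text does not discuss the genes below, although its Supplemental Figure 7C lists a term for the response to interferon-beta and its volcano plot labels *Lars2*. They were singled out because they differ between *Drp1* KO and WT BMDMs. With 3 libraries per group, it was not tested whether a library lies apart from its group. The tests of GC content, gene length and depth for the interferon-stimulated genes and of mitochondrial RNA for *Lars2* were set before their results were seen, and the other tests here were chosen after the result was seen.

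The 39 interferon-stimulated genes had a median log2 fold change of 1.91, from 0.55 to 3.57, and all 39 were higher in *Drp1* KO BMDMs. The set passed under camera and fry (adjusted p = 1.96e-39 and 0.0120) but not with an estimated correlation between genes (0.309), where the estimate was 0.654. With the replicate numbers as a block, the median was 1.92 after correction for GC content, 1.91 after correction for gene length, 1.89 after thinning to the smallest library, and 1.89 with library size only and without the 50 most abundant genes. Without each library in turn it lay between 1.75 and 2.05. These values argue against GC content, length, depth, a few abundant genes and a single library as the cause. Of the 10 splits of the 6 libraries, 1 gave a median as large, the real one, and the next gave 0.85; 10 splits cannot give a share under 0.1. A higher interferon response of cells that lack DRP1 may explain the pattern, as a hypothesis found in these data. A difference between the mice or cultures of the 2 genotypes other than DRP1 stays open and was not tested.

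The 14 integrated stress response genes had a median log2 fold change of 0.64, with 13 higher, and *Psat1*, *Asns*, *Trib3* and *Phgdh* had an adjusted p under 0.05 (edgeR). None of these 4 kept it without WT library 2 (0.106 for *Psat1*, 0.196 for *Asns*, 0.199 for *Trib3* and 0.210 for *Phgdh*), and the same held without WT library 3 (0.0975 for *Psat1*, 0.141 for *Asns*, 0.178 for *Trib3* and 0.207 for *Phgdh*) and without *Drp1* KO library 2 (0.0733 for *Psat1*, 0.153 for *Asns*, 0.152 for *Trib3* and 0.153 for *Phgdh*). Without *Drp1* KO library 1 only *Psat1* kept it (0.0734 for *Trib3* and 0.0832 for *Phgdh*), and without *Drp1* KO library 3 *Phgdh* alone lost it (0.0550). Over the 18 other settings tried, *Psat1*, *Asns* and *Trib3* kept it in 14 each and *Phgdh* in 12. The set passed under camera (adjusted p = 0.000107, and 3.47e-06 with the replicate block), not under fry (0.214) and not with an estimated correlation (0.557). With the replicate block and the GC correction the median was 0.66, and without each library in turn it lay between 0.51 and 0.77, which argues against GC content and against 1 library as the cause. Of the 10 splits, 2 gave a median as large. The other one put WT library 1 with *Drp1* KO libraries 1 and 2 and gave 0.66, so the list also follows the difference between libraries 1 and the rest; in the 4 splits that part all 3 pairs, the real one was largest and the next gave 0.28. Whether the rise comes from genotype cannot be settled with 10 splits.

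*Lars2* had a log2 fold change of 3.29 (standard error 0.200, adjusted p = 0.000197, edgeR), from 3.01 to 3.43 without each library in turn. Reads of mitochondrial ribosomal RNA are excluded as a source through shared 31-base stretches, since 0 of them occur in both *Lars2* transcripts and the mitochondrial genome. A stretch of 383 bases in the last of its 21 exons (chromosome 9, 123290866 to 123291248) aligned to 24 other places of the genome, at up to 99.3% identity, and no alignment lay outside the stretch in the whole transcript. The 6 *Lars2* transcripts without the stretch, with 33 to 84 counts per library, had a log2 ratio of -0.069, while the 3 with it had 3.31 together. Among these 3 the rise lay in the one of 3756 bases (log2 ratio 3.67). The one of 3934 bases, which also carries the stretch, went from 38.5 to 28.5 CPM (-0.44), and the one of 889 bases had at most 3.08 counts. Reads from repeated copies of that stretch are a candidate source of the difference, if they were counted on the transcript of 3756 bases and not on that of 3934 bases. A rise of the former itself is not excluded, and which RNA the reads come from was not tested.

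*Gm12918*, a processed copy of *Rpl13*, had 0 counts in each WT library and 30.1 ± 20.3 CPM in *Drp1* KO BMDMs, at least 265-fold higher, and 100% of its 31-base stretches occur in other genes. *Rpl13* fell from 519 ± 28.5 CPM to 377 ± 54.0 CPM, a log2 fold change of -0.46 (adjusted p = 0.0678, edgeR, and 0.00402 in the fit with the block, with a range up to 0.189). Of the 35 genes with an adjusted p under 0.05 and a log2 fold change beyond 3 either way, 15 were pseudogenes (42.9%), against 13.0% of all genes tested, although among all 621 genes with an adjusted p under 0.05 pseudogenes made up 7.09% and among the 2345 past the paper's criteria 9.21%. *Rpl15-ps3* was at least 57.1-fold higher, *Gm15429* at least 27.1-fold higher and *Gm49037* at least 25.5-fold lower. The 35 pseudogenes with an adjusted p under 0.05 and a close copy fall into 34 families by their most abundant copy. Over the 34, the median absolute log2 fold change of the pseudogene was 1.59, and that of the sum over the copies was 0.20. An earlier plan was to test these sums, but a sum is ruled by its most abundant copy, so the direction of that copy was tested in its place after the values were seen. It moved the other way in 21 of the 34 families, too few to tell from chance. An exchange of reads between copies, a sequence variant between the mice that makes reads fit one copy better, and true expression of the copies cannot be told apart, because each of these pseudogenes shares at least 81.3% of its 31-base stretches with other copies.

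*Igkc*, the constant region of the immunoglobulin kappa chain, had a log2 fold change of 2.84 (standard error 0.257, adjusted p = 0.000399, edgeR), with levels of 1.82 ± 0.255 CPM and 13.0 ± 3.99 CPM. *Jchain* rose from 0.731 ± 0.371 CPM to 2.81 ± 1.09 CPM. Among the other B-cell transcripts, *Cd79b* had a log2 fold change of 0.56 (adjusted p = 0.232, edgeR), *Cd79a* had at most 4 counts in any library, and the lymphocyte list as a whole did not pass (adjusted p = 0.168). RNA of B-lineage cells in the *Drp1* KO cultures cannot be told apart from expression in the BMDMs, because *Cd79b* was already at 4.07 CPM in WT and how much of the other transcripts such cells would bring was not measured.

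The 11 neutrophil markers had a median log2 fold change of 0.86, also when genes at the floor were set to their bound. None had an adjusted p under 0.05 one by one (edgeR), where 5 had an unadjusted p under 0.05, and the set did not pass under fry (0.134). *S100a8*, *S100a9*, *Ngp* and *Ltf*, picked after their values were seen, had log2 fold changes of 1.38, 1.30, 1.32 and 1.03, and in the fit with the block their adjusted p-values were 0.00145, 7.85e-05, 0.00264 and 0.0194, with ranges up to 0.364, 0.397, 0.379 and 0.590 over the 18 alternatives. *S100a9* was at 8.59 ± 4.56 CPM in WT and 21.2 ± 8.87 CPM in *Drp1* KO BMDMs, and *Drp1* KO library 1 lay within the range of the WT libraries for *S100a8* and *S100a9*. Over the 11 markers the log2 fold changes ran from -0.11 to 2.02. *Csf3r*, for which WT library 1 was at 45.2 CPM, had -0.045 (standard error 0.0924), and *Mmp8*, at 89.0 CPM in that library, had 0.86. Neutrophils or their RNA in the *Drp1* KO cultures cannot be told apart from a change in the BMDMs, because markers with a high level in WT would hide a small share and others had few counts.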

How the results depend on the processing

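Alternatives were set before the data were examined, apart from Fisher's exact test, and the cause of a change was not tested unless stated. The number of genes past the paper's criteria lay between 2137 and 2845 under the 12 alternatives of tool, normalization, filter, counting, correction and pairing. It was 465 (323 higher and 142 lower) with a log2 fold change over 1.25 and 621 (424 higher and 197 lower) with an adjusted p, which are stricter by construction. Without each library in turn it lay between 1935 and 2771. Of the 10 splits of the 6 libraries, 1 gave as many genes, the real one, and the largest of the others gave 1591; it put WT library 1 with *Drp1* KO libraries 1 and 2. The splits other than the real one that part all 3 pairs of equal number gave at most 286.

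The 621 genes with adjusted p under 0.05 became 1155 with DESeq2, 1065 with no filter beyond 1 count, 2212 with the replicate block and 1994 with the block and the GC correction. In the same order, the 424 genes with adjusted p under 0.05, higher in Drp1KO BMDMs, became 663, 645, 1246 and 1051, and the 197 genes with adjusted p under 0.05, lower in Drp1KO BMDMs, became 492, 420, 966 and 943. The fits that each left out one library gave 181 to 904 genes, 139 to 526 higher and 42 to 413 lower: 181 without WT library 2, 217 without WT library 3, 268 without *Drp1* KO library 2, 348 without *Drp1* KO library 3, and 413 lower genes without *Drp1* KO library 1. Of the 10 splits, 1 gave as many, the real one, and the others gave 0, with 164 to 1901 genes at an unadjusted p under 0.05.

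*Dnm1l* was lower under each alternative. It passed only with the replicate block and the GC correction (-0.34, adjusted p = 0.0152); its adjusted p lay between 0.0152 and 0.519 over the 18 alternatives.

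The M1 list, with 3 genes passing, had 6 with DESeq2, 6 with no filter beyond 1 count, 7 with the replicate block, 7 with the block and the GC correction, and 2 to 5 with a library left out. The M2 list, with 1, had 2 with DESeq2 and 2 with no filter, 0 with length-scaled counts and 0 with the length correction, 3 with the block with or without the GC correction, and 0 to 1 with a library left out. Adjusted over the list alone, its 3 became 5 with either fit with the block and 1 to 6 with a library left out. The angiogenesis list, with 6, had 2 with length-scaled counts and 1 to 5 with a library left out. Beyond those 6 genes, *Jag1* passed under 5 of the 18 alternatives (lowest adjusted p = 0.00412) and *Map2k2* under 1 (0.0226). For each list, 1 of the 10 splits gave as many genes, the real one, and the others gave 0. The study perhaps chose these genes on the real split, so these counts are not independent evidence.

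Of the 17 gene sets, 7 passed under camera, 5 with filterByExpr, 9 with library size only, 9 with length-scaled counts, 11 with no filter beyond 1 count, 6 to 11 with a library left out, 2 under fry, 0 with an estimated correlation and 7 under Fisher's exact test, chosen after seeing the data. With an estimated correlation, the adjusted p was 0.303 for the angiogenesis list (median -0.48), 0.309 for the interferon-stimulated genes (1.91), 0.341 for the M1 list (0.85) and 0.380 for the M2 list (-0.53). Under fry it was 0.0512 for the M1 list and 0.134 for the M2 list. With filterByExpr the neutrophil markers did not pass (adjusted p = 0.0635), and the M2 list had a median of -0.43 (adjusted p = 0.0560), and with a library left out -0.65 to -0.40. Of the 10 splits, 4 had as many sets past camera, with up to 10, and of the 4 that part all pairs only the real one did. So camera's count of sets says little about genotype by itself.

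Reactome sets went from 13 higher and 9 lower to 8 and 0 with length-scaled counts, 20 and 4 with the GC correction, 8 and 0 with the block, and 20 and 0 with the block and the GC correction. With no filter beyond 1 count 2 were lower. With a library left out, 4 to 137 were higher and 0 to 34 lower. Of the 10 splits, 6 had as many sets, up to 307, and of the 4 that part all pairs 2 did.

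The following reversed, each at an adjusted p over 0.1. With length-scaled counts *Il4i1* was -0.053 and *Tgfb1* 0.091. With the GC correction *Eif2s3y* was -0.034 and *Prkaa1* -0.040, and with the block added they were -0.028 and -0.041. With a library left out, the lowest and highest values were -0.018 and 0.18 for *Il4i1*, -0.024 and 0.21 for *Eif2s3y*, -0.53 and 0.21 for *Jag2*, -0.52 and 0.14 for *Myc*, -0.20 and 0.52 for *Nos2*, -0.11 and 0.49 for *Rpl13-ps3*, -0.26 and 0.23 for *Tgm2*, -0.40 and 0.14 for *Vegfa*, -0.26 and 0.11 for *Aph1a*, -0.16 and 0.13 for the NF-κB targets, and -0.16 and 0.027 for the macrophage markers. Among single genes and smaller sets, 61 and 14 changes to weaker and 70 and 25 to stronger were also seen. Beside the counts above, the replicate block alone took 22 named genes past the threshold and changed no other call. The median over all genes moved by less than 0.02 on the log2 scale under each alternative. Depth limits *Retnla*, *Il6* and *Cd79a*, which were near the floor of 3 counts.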

Differences from the paper's values

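The paper reports 2325 differentially expressed genes, 1208 upregulated and 1117 downregulated, and the counts here were 2345, 1331 and 1014, within the factor of 1.5 used to call a difference. With library size only in place of TMM the count was 2323 (1255 higher and 1068 lower), and with DESeq2, the tool the paper names, 2173 (1177 and 996). The paper's methods give a fold change of 1.25 and do not call its P adjusted. The paper's volcano plot (Supplemental Figure 7A) has dashed lines near 1.25 on a log2 axis. A log2 fold change over 1.25 gave 465 genes here, and 352 with DESeq2, and an adjusted p with the fold change of 1.25 gave 621, and 1134 with DESeq2. These counts are more than 1.5 times under the paper's.

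The paper's text describes the M2 genes as lower in *Drp1* KO BMDMs. Here *Il4i1* and *Tgm2* had log2 fold changes of 0.10 (adjusted p = 0.920, edgeR) and 0.06 (adjusted p = 0.939, edgeR). The heat map itself (Supplemental Figure 7B) shows *Tgm2* highest in *Drp1* KO library 1, as it is here, and without that library *Tgm2* was at -0.26. For *Il4i1* the heat map shows *Drp1* KO library 1 among the lowest, while here it had the highest CPM; length-scaled counts gave -0.053.

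A label of the volcano plot was read, before the data were examined, as *Rpl13-ps3*, a changed gene. Here it was near the floor, with a log2 fold change of 0.16 (adjusted p = 0.946, edgeR). *Rpl15-ps3*, picked after its values were seen, was at least 57.1-fold higher in *Drp1* KO BMDMs, and the label may have been misread; without *Drp1* KO library 1, *Rpl13-ps3* was at -0.11.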

Other observations

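The test for genes near *Dnm1l* was set before its result was seen, and the other tests in this part were chosen after the result was seen.

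Of the 11 M1 genes, 4 are also on the list of interferon-stimulated genes. The 7 others were all higher in *Drp1* KO BMDMs, with a median log2 fold change of 0.34 and p-values of 0.00312 with camera and 0.0287 with fry, which rest on a model, since exact permutation of 3 against 3 libraries cannot go below 0.1. Of the 7, *Ccl5* alone had an adjusted p under 0.05 (edgeR) in the fit without pairs. With the replicate block, *Gbp5*, *Lcn2*, *Nfkbiz* and *Cxcl10* of the M1 list passed as well, and some of these are among the 7. Without *Ccl5*, the camera p-value of the other 6 was 0.0198. The study picked these genes, perhaps on these libraries, so their rise does not settle whether only the interferon-stimulated members rise. The list of NF-κB targets did not rise as a set (adjusted p = 0.938, limma's camera), but its members went both ways, so a rise of some of them is neither shown nor excluded.

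Genes near a targeted gene can differ between mouse lines because they come from another strain. Of 187 genes within 10 Mb of *Dnm1l* on chromosome 16, 4 had an adjusted p under 0.05 (2.14%), against 617 of 18319 other genes (3.37%; Fisher's exact test, p = 0.536). Such a segment does not account for the changed genes. Segments elsewhere in the genome were not tested.

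Libraries 1 of both groups lay apart from libraries 2 and 3 on the first principal component. The lowest correlation of deviations between libraries of the same number was 0.204, which is consistent with a shared batch or day for each number, although WT library 2 and *Drp1* KO library 3, with different numbers, correlated at 0.326. The labels and the paper name no batch.

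*Dnm1l* mRNA in *Drp1* KO BMDMs was 85.3% of the WT level. A partial swap of labels is argued against by the labelled grouping, which gave 621 genes with an adjusted p under 0.05. The other 9 groupings gave 0, with 164 to 1901 at an unadjusted p under 0.05. Of the 39 interferon-stimulated genes, 36 were higher in every *Drp1* KO library than in every WT library. This argues against a single library of the other genotype. Both points hold only if these differences follow DRP1 and not the cultures, which was not tested. An exchange of all labels would leave these numbers of genes unchanged. If the deletion lowers *Dnm1l* mRNA, such an exchange would show as more *Dnm1l* in the libraries labelled *Drp1* KO. Instead, all 3 libraries labelled *Drp1* KO had less *Dnm1l* than every WT library, but with 3 libraries per genotype this order cannot exclude an exchange. Transcripts that keep most of their sequence after the deletion are a possible explanation of the small change. Among transcript models with at least 5 CPM in WT, the lowest log2 ratio was -1.33 (*Dnm1l-207*), *Dnm1l-201*, the most abundant, had -0.42, and *Dnm1l-203* had 0.50. The paper's text does not name the exons removed, so from these counts this cannot be told apart from cells that kept the gene. The paper does report loss of DRP1 protein in BMDMs of the knockout mice. Its text does not say whether the cultures sequenced here were among those blotted.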
